# X-chromosome upregulation operates on a gene-by-gene basis at RNA and protein levels

**DOI:** 10.1038/s41467-025-64195-3

**Published:** 2025-09-30

**Authors:** Ryan N. Allsop, Jeffrey Boeren, Beatrice F. Tan, Sarra Merzouk, Suresh Poovanthingal, Wilfred F. J. van IJcken, Jeroen A. A. Demmers, Hegias Mira Bontenbal, Cristina Gontan, Joost Gribnau, Vincent Pasque

**Keywords:** Dosage compensation, Transcriptomics, Gene expression

## Abstract

Gene dosage compensation mechanisms are crucial for mammalian development. In mice, recent findings show that cells can sense the number of X chromosomes. Loss or inactivation of one of the two X chromosomes is compensated by upregulating the remaining active X chromosome, a process termed X-chromosome upregulation (XCU). However, how cells sense X-chromosome dosage and induce XCU remains unclear. Here, we show that heterozygous X chromosome fragment deletions in mouse pluripotent stem cells induces XCU in trans, and that compensation takes place at the mRNA and protein level. Furthermore, we found that inducing gene silencing *in cis* on autosomes induces gene dosage compensation in trans. This work provides significant insights into the molecular foundations of mammalian gene dosage compensation.

## Abstract (web summary)

Here, the authors investigate gene dosage compensation in mouse pluripotent stem cells to better understand the process of X-chromosome upregulation. They report that mammalian cells can sense when segments of one of the two X chromosomes are genetically deleted *in cis* and compensate gene expression by upregulation in trans.

## Introduction

Most mammals are diploid, with two copies of each chromosome per cell^1^. In some cases, however, the number of chromosomes or segments of chromosomes can change. Changes in gene copy number, also known as changes in gene dosage, have been closely linked to human diseases^2,3^. Gene dosage compensation mechanisms attempt to resolve imbalances in gene dosage^4^. However, how gene dosage compensation is triggered in mammals remains unclear.

A paradigm to study gene dosage compensation mechanisms is the X chromosome. In placental mammals, the female sex is typically characterized by two X chromosomes, while the male sex typically has one X chromosome and one Y chromosome. This imbalance in X-linked gene dosage between sexes is thought to have driven the evolution of X-linked dosage compensation mechanisms^4–11^. In female mammals, one of the two X chromosomes expresses the long non-coding RNA *Xist* and is inactivated *in cis* (on the same chromosome) during early development, a process termed X-chromosome inactivation (XCI)^12–15^. As a result, there is only one active X chromosome in female somatic cells, while male XY somatic cells also have one active X chromosome. In contrast to the X chromosome, each autosome is present in two active copies. In 1963, Susumu Ohno hypothesized that a dosage compensation mechanism evolved to upregulate X-linked gene expression on the active X chromosome, to balance X-linked gene dosage with the gene dosage of diploid autosomes^9^. This process is referred to as X-chromosome upregulation (XCU)^4^. Recent studies using allele-resolution transcriptome analyses have confirmed that XCU takes place at the transcriptional level in mouse cells with a single active X chromosome, and that XCU is developmentally regulated^4,12,16–34^.

Multiple lines of evidence using allele-resolution transcriptome analyses have indicated that mammalian cells can sense the number of X chromosomes they have, as well as the transcriptional status of the X chromosome, and compensate X-linked gene expression accordingly^16,18,20^. Before XCI, female diploid XX mouse pluripotent stem cells (PSCs) have two active X chromosomes (Xa), while male XY cells have only one. By consequence, female mouse PSCs have higher levels of X-linked gene products than male cells. However, recent studies showed that unlike previously thought, each active X chromosome in female XX mouse PSCs and naive epiblast are not upregulated, consistent with no requirement for dosage compensation between two active X chromosomes and diploid autosomes^16,20^. Furthermore, when XX embryonic fibroblasts, with one upregulated active (Xu) and one inactive X chromosome (Xi), are reprogrammed to induced pluripotent stem cells (iPSCs), reactivation of the Xi occurs concomitantly with loss of upregulation from the Xu^16^. A study in mouse iPSCs showed that when one of the two non-upregulated Xa chromosomes is lost in PSCs, XCU is induced on the remaining X chromosome to compensate gene dosage imbalance with diploid autosomes^16^. This observation was later confirmed in mouse embryonic stem cells (mESCs)^20^. Similarly, XCU is also observed in male XY mESCs^20^. In summary, when both X chromosomes are active, there is no XCU. However, when only one active X chromosome is present, XCU is triggered on the remaining active X chromosome. Collectively, these results suggest that mammalian cells can sense the number of active X chromosomes and compensate for the presence of a single active X chromosome by XCU. However, how cells sense the number of active X chromosomes and trigger compensation for gene dosage imbalances, and if they can sense when specific X chromosome regions or genes are missing, remains unclear.

The molecular mechanisms controlling XCU in mammals are still unknown. Previous studies have attempted to identify active histone modifications associated with XCU in mice; however, the results have been conflicting or unclear. One study reported enrichment of histone 4 lysine 16 acetylation (H4K16ac) on the Xu, but analyzed cells with two active X chromosomes, which we now know do not undergo XCU^29^. Another study reported enrichment of histone 3 lysine 4 tri-methylation (H3K4me3) as well as histone 3 lysine 36 tri-methylation (H3K36me3) on the Xu; however, this enrichment was compared to autosomes, rather than to the Xa^25^. Finally, a recent study found no enrichment of any common histone modifications on the Xu compared to the Xa^20^. Therefore, it remains unclear whether histone modifications are enriched on the mammalian Xu.

Changes in gene dosage of autosomes is a hallmark of cancer and early human IVF embryos^35–39^. Studies in human cancer cells and human embryos have suggested that gene dosage compensation can occur on autosomes at both the transcriptional and translational levels^35,40^. However, it is unknown if these effects can also be induced by gene silencing on an autosome, as opposed to genetic loss.

In this study, we sought to investigate how the X chromosome and autosomes sense and compensate for changes in gene dosage in mammals. We use CRISPR-Cas9 to generate large heterozygous X-linked deletions in female XX mESCs, followed by allele and molecule-resolution single-cell and bulk transcriptomics, as well as quantitative proteomics to measure the impact of the deletions on gene expression. We find evidence for dosage compensation by increased transcription and protein levels specifically within the deleted regions in trans. Furthermore, we investigated whether dosage compensation of autosomal genes can occur without loss of genetic material, and found evidence for transcriptional dosage compensation in trans (on the other chromosome) when one of two alleles is inactivated *in cis*. In conclusion, this work establishes that mammalian cells can sense the heterozygous loss or inactivation of specific fragments of chromosomes or genes and compensate these gene dosage imbalances by upregulation at the transcriptional and protein levels in trans.

## Results

### Allele and molecule-resolution analysis of XCU in mouse PSCs

To investigate XCU, we used single-cell RNA-sequencing (scRNA-seq) in mouse PSCs with a range of genotypes. The cell lines originate from a cross between two mouse subspecies (*Mus musculus musculus* × *Mus musculus castaneus*, *Mus*/*Cast*). The cells were (1) female iPSCs with two active X chromosomes (X^Cast^X^Mus^), (2) male ESCs (X^Mus^Y), and (3) female mESCs with X-chromosome monosomy of the paternal or maternal X chromosome (XO, either X^Cast^O^Mus^ or X^Mus^O^Cast^) (Fig. 1a and Supplementary Fig. 1a)^41^. Previous studies indicated that both mESCs and iPSCs behave similarly with respect to X chromosome dosage compensation properties^16,20,41–43^. We applied Smart-seq3xpress, a plate-based scRNA-seq method providing full transcript coverage with the ability to count the number of transcript molecules using unique molecular identifiers (UMIs)^44^. Transcripts were further split by allele of origin based on a list of ~17.5 million single-nucleotide polymorphisms (SNPs) unique to each subspecies^16,45,46^, providing allele-specific resolution data.

**Fig. 1:**
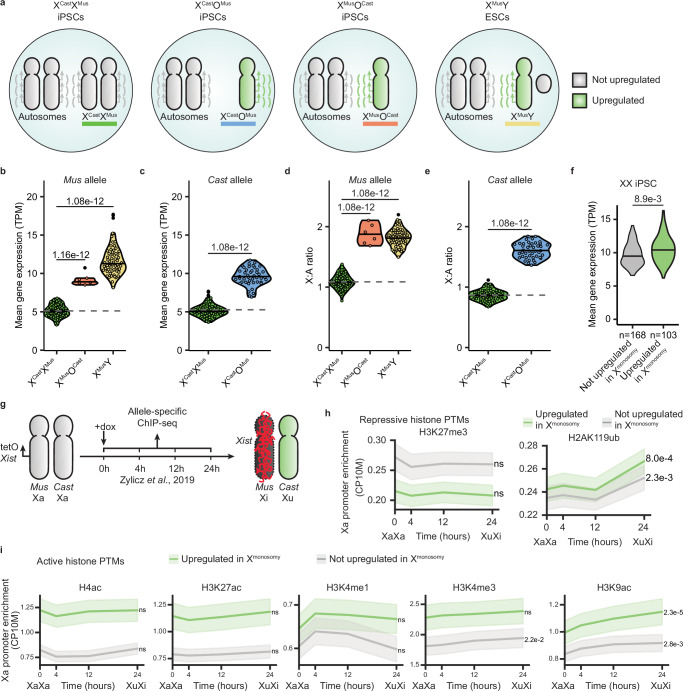
Transcriptional dosage compensation of X-linked genes in mouse pluripotent stem cell lines with X-chromosome monosomy. **a** Schematic depiction of cells with different sex chromosome complements (XX, XY, and XO) and the corresponding expected upregulation status of the X chromosome (gray: not upregulated, green: upregulated). **b**, **c** Violin plots of the mean normalized gene expression from the *Mus* (**b**) and *Cast* (**c**) allele of all expressed X-linked genes in X^Cast^X^Mus^ (green), X^Cast^O^Mus^ (blue), X^Mus^O^Cast^ (orange), and X^Mus^Y (yellow) cells. Dashed line indicates the mean value of XX cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. *P*-values were calculated via the Tukey HSD test (two-sided, with Tukey–Kramer correction for multiple comparisons). **d**, **e** Violin plots of the mean X:A ratio of the *Mus* (**d**) and *Cast* (**e**) allele in X^Cast^X^Mus^, X^Cast^O^Mus^, X^Mus^O^Cast^, and X^Mus^Y cells. The dashed line indicates the mean value of XX cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. *P*-values were calculated using the Tukey HSD test (two-sided, with Tukey–Kramer correction for multiple comparisons). **f** Normalized expression in X^Cast^X^Mus^ iPSCs of genes annotated as upregulated (in XO and XY cells, *n* = 103, green) or non-upregulated (*n* = 168, gray). *P*-value was calculated using a two-sided Student’s *t*-test. **g** Schematic overview of the experimental set-up used to generate allele-specific ChIP-seq data^57^. **h**, **i** Line plots showing the promoter enrichment of repressive (**h**) and active (**i**) histone modifications on the active *Cast* allele during XCI inactivation, and thus XCU induction. Promoter enrichment was quantified as the mean counts per 10 million (CP10M) in the 1 kb region upstream of the TSS (as shown for the 24 h time point in Supplementary Figs. 3d and 4c). Mean enrichment is plotted for the promoters of upregulated (green) and non-upregulated (gray) genes separately, with shaded areas indicating the standard error. *P*-values comparing enrichment at 0 and 24 h were calculated using two-sided paired *t*-tests, corrected for multiple testing with the Benjamini–Hochberg method, and shown to the right of each gene set.

To quantify gene expression from each X chromosome, we measured the mean normalized expression (transcripts per million, TPM) of all expressed X-linked genes from each allele for each cell line. This enabled us to identify which X-chromosome was lost in the XO cells (Supplementary Fig. 1b). XX iPSCs and ESCs have been previously described to lose one of the two X chromosomes^41,43,47,48^. Consistent with this, after quality filtering, we obtained 6 cells which lost the *Cast* allele (X^Mus^O^Cast^) and 44 cells which lost the *Mus* allele (X^Cast^O^Mus^). As expected, we observed significantly higher allelic expression levels when only one active X chromosome is present, in X^Mus^Y and X^Mus^O^Cast^ cells (Fig. 1b and Supplementary Fig. 2a). When the *Mus* allele rather than the *Cast* X chromosome allele was lost, in X^Cast^O^Mus^ cells, X-linked gene expression was increased on the *Cast* allele (Fig. 1c). In summary, loss of one X chromosome in XX mouse PSCs induces global compensation of gene expression on the remaining monosomic X chromosome. Allelic X-to-autosome ratio (X:A) analysis confirmed elevated X:A ratios in cells with a single X chromosome, while X^Cast^X^Mus^ cells exhibited no increased X:A ratio, confirming previous findings^16,20^ (Fig. 1d, e and Supplementary Fig. 2b). These findings confirm the presence of XCU in diploid cells with a single X chromosome^16^, and that mouse PSCs can sense the number of X chromosomes and adapt gene expression by undergoing XCU when only one Xa is present. Consistent with previous studies, the average expression from the *Mus* allele tended to be slightly higher than the *Cast* allele, a slight bias most likely induced to mapping reads to the *Mus musculus musculus* reference genome^16,18,49^. Together, these results confirm that transcriptional dosage compensation by XCU occurs in mouse PSCs with a single active X chromosome, but not with two active X chromosomes. Moreover, we can accurately measure and identify XCU using a hybrid/polymorphic mouse PSC system combined with allele-specific expression analysis using Smart-seq3xpress scRNA-seq.

### Identification of genes subject to XCU

We next sought to characterize which X-linked genes are transcriptionally dosage compensated in this system. Of the 405 expressed X-linked genes for which we obtained allele-resolution expression data, 103 (~ 40%) were found to be significantly transcriptionally upregulated in XO and XY cells (collectively X^monosomy^) compared to XX cells (Supplementary Fig. 2c and Supplementary Table 1). These results are in line with previous findings that transcriptional XCU is specific to a subset of genes^17^. Both non-upregulated and upregulated genes were found to be located across the X chromosome and not enriched to a specific locus (Supplementary Fig. 2d). The mean allelic expression of the upregulated genes was significantly higher in X^monosomy^ cells than in XX cells (Supplementary Fig. 2e–h).

To characterize the expression levels of genes subject to XCU in cells that do not undergo XCU, we compared in XX cells the mean expression of genes defined as upregulated and non-upregulated. We found that genes that are upregulated in X^monosomy^ are expressed at significantly higher levels in XX iPSCs compared to genes that are not subject to upregulation in X^monosomy^ (Fig. 1f). This is in line with previous findings that highly expressed genes are also more likely to be dosage-sensitive^50^, and that dosage compensation mechanisms have evolved primarily to protect dosage-sensitive genes from the harmful effects of gene dosage imbalances^51^.

Interestingly, gene ontology analysis indicated that upregulated X-linked genes were enriched for critical basic cellular functions such as regulation of chromatin organization and positive regulation of nucleic-acid templated transcription, whereas non-upregulated genes were enriched for specific developmental processes such as visual perception and negative regulation of axonogenesis, processes that are irrelevant at this stage of development (Supplementary Fig. 2i). Proteins encoded by upregulated genes were more likely to have protein-protein interactions (PPIs) with transcription factors, which could be due to feedback loops which allow upregulated genes to self-regulate their expression (Supplementary Fig. 2j)^52^. Genes encoding proteins that form complexes have been hypothesized to be particularly dosage-sensitive, potentially requiring gene dosage compensation in order to maintain the correct stoichiometry for proper complex function^51,53^. However, despite an apparent trend, our upregulated X-linked genes did not contain a significantly higher proportion of genes which code for proteins in complexes when compared to non-upregulated X-linked genes (Supplementary Fig. 2k). Examples of important complexes containing subunits encoded by upregulated genes include the MLL1, MSL, NSL, and DNA polymerase complexes, which contain subunits respectively encoded by *Hcfc1*, *Msl3*, *Ogt*, and *Pola1* genes.

Proteins which form condensates have been proposed to be particularly dosage-sensitive^54^. However, we found no significant difference in the proportion of proteins forming condensates between upregulated and non-upregulated genes, indicating that transcriptionally upregulated X-linked genes may not be enriched for genes encoding proteins known to form condensates (Supplementary Fig. 2l). Given the challenges in studying condensates, it remains possible that not all condensate-forming proteins have been identified, and future discoveries may revise this conclusion^55^. Furthermore, we hypothesized that genes which escape XCI, and thus retain expression from both alleles, require dosage compensation in X^monosomy^ cells. We observed a non-significant trend towards an increased proportion of upregulated genes that escape XCI (Supplementary Fig. 2m), potentially due to the limited statistical power from the small escapee gene set (*n* = 38)^56^. Nearly all orthologs of the upregulated X-linked genes were associated with diseases in the OMIM database; however, this proportion was not significantly higher than that of the non-upregulated genes (Supplementary Fig. 2n). Taken together, these results suggest that upregulated genes may be dosage-sensitive, and this may be linked to high levels of gene expression, involvement in protein complexes, and important cellular function.

### Histone post-translational modifications and XCU

To explore a potential link between histone post-translational modifications (hPTMs) and XCU, we analyzed hPTMs in a system that enables conditional induction of XCU in mouse XX ESCs^57^. In the study of Zylicz et al.^57^, a doxycycline inducible promoter was inserted upstream of the endogenous *Xist* gene on the *Mus* allele in polymorphic (X^Cast^X^Mus^) mESCs^57^. Addition of doxycycline for 24 h activates *Xist* on the *Mus* allele, inducing XCI *in cis*, and triggers XCU on the opposite active X^Cast^ chromosome in trans^20^. Therefore, this experimental system enables us to examine hPTMs during XCU. To assess the enrichment of various hPTMs, we examined native ChIP-seq data with allele-resolution for several hPTMs (H4ac, H3K27ac, H3K4me1, H3K4me3, H3K9ac, H3K27me3, H2AK119ub) at 0, 4, 12, and 24 h of XCI and XCU induction with allele-resolution (Fig. 1g). As expected, during XCI, there was an increase in repressive marks H3K27me3 and H2AK119ub at the promoter region and across the gene body of X-linked genes on the Xi (Supplementary Fig. 3a–c). By contrast, on the Xa during XCU, there was no increase in the repressive mark H3K27me3 and minor increase in H2AK119ub in the promoter regions (Fig. 1h and Supplementary Fig. 3d). Across the gene body, there was a significant decrease in H3K27me3 and a small but protracted increase in H2AK119ub on the Xa during XCU (Supplementary Fig. 3d-e). Additionally, active marks decreased in the promoter region of genes on the Xi (Supplementary Fig. 4a, b). However, on the Xa, H4ac, H3K27ac, H3K4me1, and H3K4me3 remained high, while H3K9ac significantly increased during XCU (Fig. 1i and Supplementary Fig. 4c). These results indicate that while active marks become depleted during XCI, a subset of active hPTMs become more enriched during XCU, or remain high (Supplementary Fig. 4d). Our results implicate these hPTMs in XCU in mammals in contrast to the recent view that they are not enriched on the Xu^20,25,29,41^.

In addition, we found that before XCU, all active marks studied are more highly enriched on genes that will become upregulated during XCU versus those that do not, in line with the higher expression levels of these genes before XCU (Fig. 1i and Supplementary Fig. 4c). Unlike a previous study^20^, we find evidence for an increase in several active hPTMs during XCU. This could be because the changes we detected are restricted to the promoter region. A previous study did propose increased hPTM on the Xu in XX mESCs^25^, but given we now know XX mESCs have no XCU, the conclusions from this study must be revisited. By contrast, strong evidence has been provided for a role of H4K16ac in XCU in *Drosophila melanogaster*, where the male-specific lethal (MSL) complex deposits H4K16ac on the Xu^58^. To investigate if mammals and *Drosophila* both acquired mechanisms to enrich H4K16ac on the Xu, we investigated whether H4K16ac is enriched on the Xu in mice. A previous study analyzed acetylated H4 (H4ac) in mESCs but did not identify any enrichment on the Xu, the pan-H4ac detection potentially masking H4K16ac enrichment^57^. We therefore performed H4K16ac ChIP-seq in both XX and XO mESCs, which showed no significant increase in H4K16ac on the Xu compared to the Xa (Supplementary Fig. 4e, f). In summary, we found evidence for enrichment of active hPTMs during XCU in mammals similar to *Drosophila*. However, different sets of histone marks appear to be enriched on the Xu in different species, H4K16ac in *Drosophila*^58^, and H3K9ac in mice.

### No evidence for an XCU center

To gain insights into how cells sense the number of active X chromosomes they carry and subsequently induce XCU, we hypothesized the existence of a dedicated regulatory locus on the X chromosome, which we term the XCU center (Xuc). By analogy to the well-characterized X-inactivation center (Xic)^8,14,59^, the Xuc is defined as an X-linked locus whose loss or inactivation on one allele leads to chromosome-wide upregulation of gene expression in trans on the other X chromosome (Fig. 2a). We propose that the presence of two active copies of the Xuc prevents XCU, whereas having only one active copy is necessary to induce XCU. Specifically, when both Xuc copies are active (two Xa), no XCU occurs; when one Xuc is active and the other is inactive or absent (one Xa), XCU is induced on the Xa. To test the Xuc hypothesis, we investigated the impact of deleting large segments on one of the two X chromosomes in XX mESCs on gene expression. We wondered if deleting a large segment or region on one of the two X chromosomes would be sufficient to induce chromosome-wide XCU in trans.

**Fig. 2:**
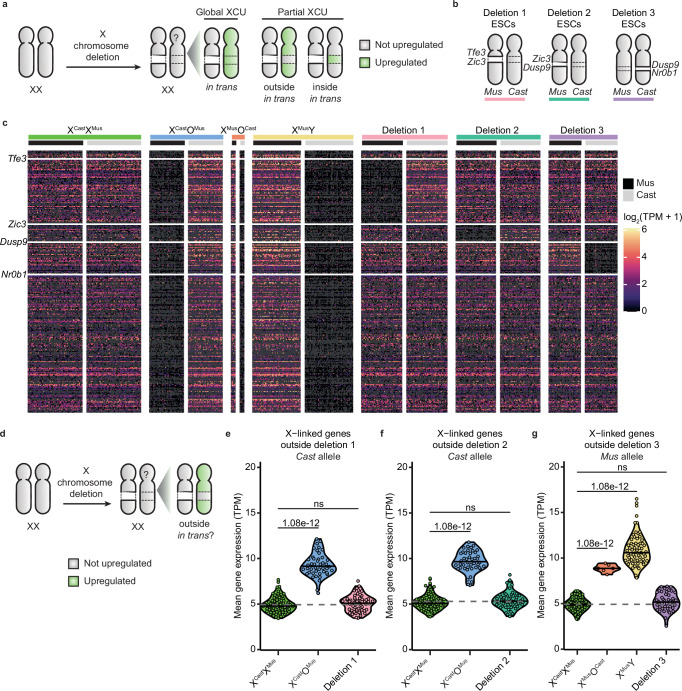
Large heterozygous segmental deletions do not result in global XCU in trans. **a** Schematic depiction of the XCU center hypothesis. Gray denotes an X chromosome that is not upregulated, while green indicates an upregulated X chromosome. **b** Schematic overview of the deletion cell lines used in the scRNA-seq experiment and their respective sex chromosome karyotypes. **c** Heatmap of all scRNA-seq data for X-linked genes, ordered by chromosomal position, grouped by cell line, and colored by log-transformed normalized expression values for each allele. The position of genes *Tfe3*, *Zic3*, *Dusp9*, and *Nr0b1* are highlighted, as these genes denote the start and end positions of each deletion. **d** Schematic depiction of the XCU center hypothesis, such that deletion of a region of one X chromosome induces transcriptional upregulation for genes located outside of the deletion region in trans. **e–g** Violin plots separated by cell line showing the mean gene expression from the non-deleted allele for the genes located outside of the regions of Deletion 1 (**e**, *Cast* allele), Deletion 2 (**f**, *Cast* allele), and Deletion 3 (**g**, *Mus* allele). The dashed line indicates the mean value of XX cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. *P*-values calculated via the Tukey HSD test (two-sided, with Tukey–Kramer correction for multiple comparisons, ns not significant).

We used XX mESCs with large heterozygous segmental deletions on one of the two X chromosomes. The cell lines were (1) Deletion 1: a 49 Mb deletion between *Tfe3* and *Zic3*, (2) Deletion 2: a 15 Mb deletion between *Zic3* and *Dusp9*, and (3) Deletion 3: a 15 Mb deletion of the region between *Dusp9* and *Nr0b1* (Fig. 2b and Supplementary Table 2)^41^. We also included X^Cast^X^Mus^ iPSCs, X^Cast^O^Mus^ iPSCs, X^Mus^O^Cast^ iPSCs, and X^Mus^Y ESCs as controls and performed Smart-seq3xpress scRNA-seq as above. After quality filtering, we obtained allele-resolution expression values for 405 X-linked and 12,016 autosomal genes in 325 cells. ScRNA-seq data confirmed the genotype of the cells (Fig. 2c). All cell lines expressed pluripotency markers, indicating that cells maintained a pluripotent stem cell identity (Supplementary Fig. 5a). Correlation analysis confirmed that the heterozygous deletions did not affect the transcriptome, as indicated by the strong correlation between all cell lines (Supplementary Fig. 5b). In summary, we generated allele-resolution scRNA-seq data for polymorphic PSCs with distinct heterozygous deletions of the X chromosome.

We first asked if deleting a large segment on one of the two active X chromosomes results in induction of global XCU in trans. Allele-specific gene expression analysis showed that none of the three deletions examined induced full global XCU in trans (Supplementary Fig. 5c–f). However, we noted a slight increase in gene expression in trans in two cell lines, Deletion 1 and 3, but the magnitude of the increase was low. To understand where this increase may come from, we first analyzed gene expression specifically outside of the deleted segments in trans (Fig. 2d). While full loss of one of the two X chromosomes induces XCU, none of the segmental deletions induced full XCU in trans for genes located outside of the deletion segments (Fig. 2e–g and Supplementary Fig. 5g–j).

To determine if the conclusions can be extended to other regions of the X chromosome, we proceeded to test deletions that collectively span the entire X chromosome. We generated 13 new individual large segmental heterozygous deletions of the X chromosome in X^Cast^X^Mus^ mESCs (Fig. 3a, Supplementary Fig. 6a, and Supplementary Table 2). This included ten deletions, labeled A to K, as well as three larger deletions spanning multiple regions (AB, C-G, I-TEL). 

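Bulk RNA-seq of this experiment comprised 30 libraries of mESCs that carry 1 *Mus* (129/Sv) and 1 *Cast* (Cast/Ei) genome. There were 2 libraries each of XX wild type, XX *Rnf12*+/- (which lacks 1 copy of *Rnf12*), X CastO Mus and X MusO Cast cells, and 22 libraries of the 13 deletion lines. The paper calls the *Rnf12*+/- cells the parental line of the deletions, and made I-TEL and J from a second *Rnf12*+/- line. Deletions A, B, AB and C-G were sequenced from 1 clone each and the other 9 lines from 2 clones each. The XX wild type, XX *Rnf12*+/- and deletion E libraries formed 1 library batch of 6, and the other deletion lines formed a second batch of 20. These 26 libraries were read as paired reads of 50 bases. The 4 XO libraries formed a batch of their own and were read as single reads of 50 bases, so library batch and read type cannot be told apart from the loss of an X chromosome. The authors trimmed the reads, aligned them to mm10 masked at the SNPs between the *Mus* and *Cast* genomes, assigned them to an allele where a SNP allowed it and counted them on the exons of each gene. The deposited values are raw counts of 55421 genes, given for all reads and for the reads of each allele. Total counts were 20786347 and 20914826 in the XX wild type libraries, 20403739 and 20625211 in XX *Rnf12*+/-, 15564409 and 15633159 in X CastO Mus, and 14998265 and 16494893 in X MusO Cast. The deletion E libraries had 20375194 and 21181405 counts, and the batch of 20 libraries had 8816184 to 10680026 (median 10207863). Reads assigned to an allele made up 12.18% to 12.65% of the counts with paired reads and 21.9% to 22.0% with single reads. TPM were computed from the counts of all reads with the exon lengths of each gene in GENCODE M21 (GRCm38), and X-linked TPM were divided by the number of copies of the gene in each line. Genes were called expressed at a mean TPM over 5 in the XX *Rnf12*+/- libraries. Changes per gene were tested with edgeR's quasi-likelihood test on the counts of all 30 libraries together, with the copy number in the offset, scaling factors from autosomal genes, and Benjamini-Hochberg adjustment at 0.05. Lines with 1 clone are assumed in this test to vary between clones like the other lines. Intervals given for percentages are 95% Wilson intervals and cover counting error only.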

Deleted segments were chosen to respect syntenic segments and TAD boundaries^60^ as much as possible (Supplementary Fig. 6b). These deletions were generated in a *Rnf12*^+/−^ parental cell line, which exhibits highly similar expression to wild-type XX mPSCs as expected (Supplementary Fig. 6c), and thus served as the reference sample for these analyses. 

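Among 16944 genes with at least 10 counts in at least 2 of the 4 libraries, 1 gene differed between XX *Rnf12*+/- and XX wild type at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The test was edgeR's quasi-likelihood test on these 4 libraries alone, which were sequenced in the same batch. With the same log2 fold change threshold, 511 genes had an unadjusted p under 0.05. The gene was *Rhox5* (ENSMUSG00000095180, X chromosome from 37804842 to 37808876 in mm10), with TPM of 137 and 157 in XX *Rnf12*+/- against 1248 and 1260 in XX wild type (log2 fold change -3.07, SE 0.107, adjusted p = 0.0229 in edgeR). DESeq2 called 114 of the same genes, 28 higher and 86 lower in XX *Rnf12*+/-. With the spread estimated from all 30 libraries edgeR called 225 genes, 46 higher and 179 lower. The *Rhox5* call was lost without replicate 2 of XX wild type, which leaves 1 library in that group. The difference between replicates 1 and 2 correlated between the 2 groups across 11703 genes (0.697), and the test on 4 libraries counts it as spread. With the replicate number as a block more genes were called, so the count of 1 gene rests on the fit.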

We generated bulk RNA-seq data from two independent clones from most deleted lines. We used X^Cast^X^Mus^, X^Mus^O^Cast^, and X^Cast^O^Mus^ mESCs as controls. 

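*Rlim*, the gene also called *Rnf12* (ENSMUSG00000056537, X chromosome from 103957163 to 103981284 in mm10), had a mean TPM of 202 ± 12.6 (SD, n = 2 libraries) in XX wild type and 78.6 ± 1.49 (SD, n = 2) in XX *Rnf12*+/-. Its TPM was 74.5 ± 4.71 (SD, n = 2) in X CastO Mus and 3.53 ± 0.001 (SD, n = 2) in X MusO Cast, whose X chromosome is the *Mus* X on which the paper places the *Rnf12* deletion (Fig. 3a). The 22 deletion libraries lay between 50.4 in a deletion D clone and 144 in a deletion C clone, with a mean of 79.4 ± 22.4 (SD, n = 22). *Xist* (ENSMUSG00000086503, X chromosome from 103460366 to 103483254) had a TPM of 4.11 ± 2.12 (SD, n = 2) in XX wild type, 0.577 ± 0.044 (SD, n = 2) in XX *Rnf12*+/-, 0.006 in X CastO Mus and 0.063 in X MusO Cast. In the deletion libraries *Xist* did not exceed a TPM of 1.75.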

After quality filtering, we obtained expression values for 447 X-linked and 11,203 autosomal genes, enabling us to investigate X-linked gene dosage compensation. 

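From the deposited counts, 477 X-linked and 11204 autosomal genes had a mean TPM over 5 in the 2 XX *Rnf12*+/- libraries. Of the X-linked genes, 374 are protein-coding in the annotation and 89 are pseudogenes, against 9759 and 1050 of the autosomal genes. Requiring a TPM over 5 in both libraries left 459 X-linked and 10683 autosomal genes. The count moved most when any gene with a read in an XX *Rnf12*+/- library was kept, which gave 1163 X-linked and 25864 autosomal genes. Reads of a pseudogene can also come from the copies of its sequence elsewhere in the genome, so values of pseudogenes are uncertain and are given apart from those of protein-coding genes. The deletions A to K held 9 (deletion I) to 60 (deletion E) of the expressed X-linked genes, and C-G held 234.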

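Allelic counts of the expressed X-linked protein-coding genes gave the share of *Mus* reads inside and outside the deletion in each clone of the 13 deletion lines. Outside the deletions the *Mus* share lay between 49.9% and 52.6% in the 22 libraries. Inside, it lay between 0.485% (interval 0.223 to 1.05, deletion F clone 2) and 4.27% (interval 2.91 to 6.22, deletion C clone 1) in the 18 libraries of the lines other than E and I, or 705 of 37722 allelic counts together. In deletion E the *Mus* share inside was 16.5% (interval 15.6 to 17.4) in clone 1 and 22.4% (interval 21.5 to 23.4) in clone 2. Without *Bgn* and *Flna* it was 4.00% and 5.72%. In deletion I all 23 and 24 allelic counts of protein-coding genes inside the deletion were *Mus* reads, at least 85.7% and 86.2% by the lower interval limits. Pseudogenes inside the deletions other than E and I had 74.5% *Mus* reads (2019 of 2711 allelic counts), most of them in AB, D and C-G, against 78.9% outside. In deletion F they had 27.8% and 19.4% *Mus* reads inside against 81.7% and 84.8% outside, and in I-TEL 48.1% and 42.3% against 85.4% and 83.8%. The same pseudogenes had 22.1% (F) and 56.4% (I-TEL) *Mus* reads in XX *Rnf12*+/-, which has both copies.

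**Figure D1:**
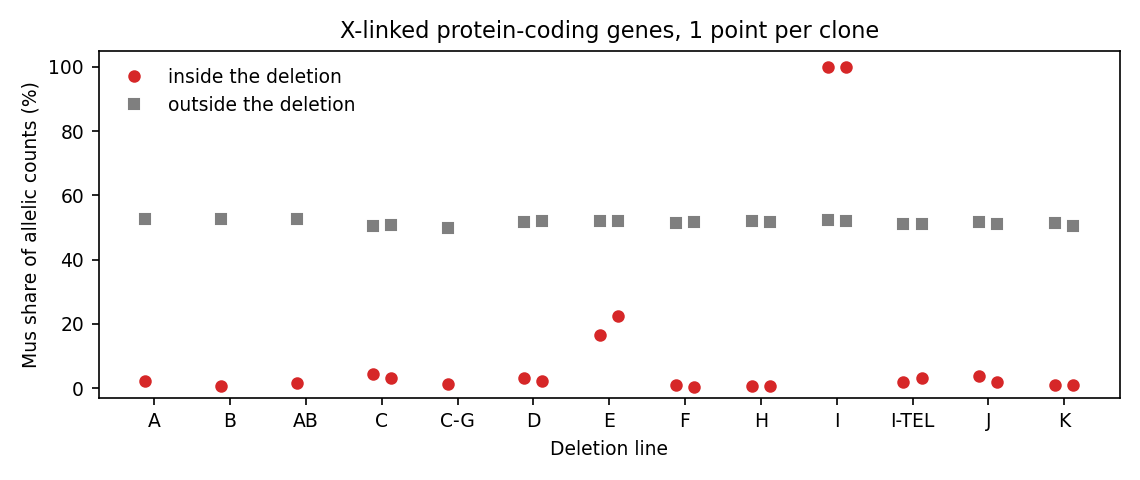
Percent of *Mus* reads among allelic counts of X-linked protein-coding genes (vertical axis) in each clone of the 13 deletion lines (horizontal axis), inside the deletion (red) and outside it (grey). Outside the deletions the clones lie at 49.9% to 52.6%, and inside they lie at 0.485% to 4.27% apart from deletion E (16.5% and 22.4%) and deletion I (all *Mus*).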

Allele-resolution analysis of X-linked gene expression confirmed the expected genotype of the cells (Fig. 3b). Pluripotency gene expression was maintained (Supplementary Fig. 6d). 

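*Pou5f1* (ENSMUSG00000024406, chromosome 17 from 35506018 to 35510772 in mm10) had a mean TPM of 1925 ± 45.6 (SD, n = 2) in XX *Rnf12*+/-, 1683 ± 100.4 (SD, n = 2) in XX wild type and 1887 ± 177 (SD, n = 22) in the deletion libraries. *Esrrb* (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) had 796 ± 20.6 in XX *Rnf12*+/-, 833 ± 82.6 in XX wild type and 803 ± 135 in the deletion libraries. It lies in the distal part of chromosome 12, whose genes as a group differ in level between XX wild type, I-TEL and J and the other libraries. *Nanog* (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) had 932 ± 8.55 in XX *Rnf12*+/-, 1077 ± 17.5 in XX wild type and 756 ± 66.3 in the deletion libraries. Every deletion library had at least 613 TPM of *Nanog*, 530.1 of *Esrrb* and 1520 of *Pou5f1*, and no deletion library reached the *Nanog* level of either XX *Rnf12*+/- library. Relative to XX *Rnf12*+/-, *Nanog* was called lower by edgeR in deletions A (log2 fold change -0.61, adjusted p = 0.00101), AB (-0.38, adjusted p = 0.0322) and D (-0.47, adjusted p = 0.00111), and also in H, I, I-TEL and K. These lines are all of the other library batch, so a difference between the batches cannot be told apart in them. In deletion E, of the batch of XX *Rnf12*+/-, *Nanog* had -0.31 (adjusted p = 0.182 in edgeR). *Esrrb* was called lower in A (-0.42), AB (-0.43) and D (-0.52) and higher in C (0.29). *Pou5f1* was called lower in C (-0.24) and I-TEL (-0.29). In the XO lines *Nanog* was lower by edgeR, with a log2 fold change of -0.81 (SE 0.0945, adjusted p = 2.5e-06) in X CastO Mus and -1.42 (SE 0.0959, adjusted p = 1.5e-09) in X MusO Cast. *Esrrb* had -0.18 (adjusted p = 0.0910) in X CastO Mus and -0.50 (adjusted p = 6.1e-05) in X MusO Cast. The XO libraries also differ from XX *Rnf12*+/- in library batch and read type.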

The heterozygous deletions did not affect the global transcriptome, as confirmed by a correlation analysis between all sequenced samples (Supplementary Fig. 6e). These results confirm the successful generation of a high-quality dataset of deletions spanning the entire X chromosome, suitable for testing the Xuc hypothesis.

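Pearson's r of TPM over 50970 autosomal genes lay between 0.629 and 0.998 for the 435 pairs of libraries, with a median of 0.923. The correlations are across genes, which are not independent replicates. The 13 pairs of libraries of the same line or condition gave 0.671 (the deletion I clones) to 0.998, with a median of 0.985. Pairs of different conditions had a median of 0.973 within a library batch, 0.894 between the 2 batches of paired reads and 0.888 between single and paired reads. On log2(TPM + 1), which gives less weight to the most abundant genes, r lay between 0.955 and 0.993 for all pairs. The 44 pairs of a deletion library and an XX *Rnf12*+/- library gave 0.679 to 0.987 on TPM (median 0.828) and 0.974 to 0.991 on log2(TPM + 1). Of the 11204 expressed autosomal genes, edgeR called 0.232% changed from XX *Rnf12*+/- in deletion E, the only deletion line in the library batch of the XX *Rnf12*+/- cells. In the other 12 lines it called 12.7% (deletion K) to 38.7% (deletion C). Because these lines were all made in the other batch, a difference between the batches and an effect that the deletions share cannot be told apart in them. A difference between the batches alone would not separate lines of the same batch, which ranged from 12.7% to 38.7%. Genes of whole chromosomes were shifted in I-TEL, J, 1 clone of deletion F and 1 clone of deletion I, and these can add to the calls there. Deletion C, with the most calls, had no such shift. What separates the lines was not tested.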

**Fig. 3:**
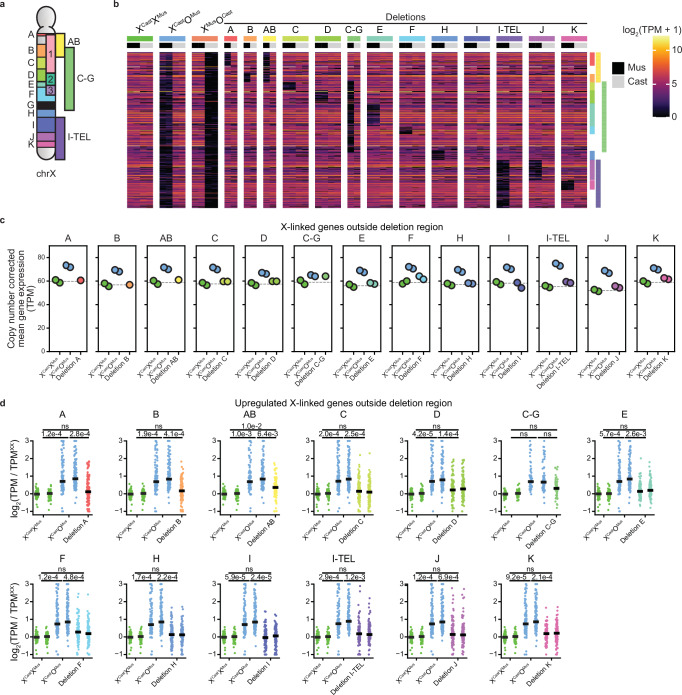
The X chromosome does not contain an XCU center. **a** Schematic overview of the deletions generated for the bulk RNA-seq experiment, as well as deletions 1, 2, and 3. All deletions were introduced in hybrid (*Mus*/*Cast*) ESC lines with a heterozygous *Rnf12* deletion on the *Mus* allele. Deletion G was found to be a recombination event rather than a deletion, and has been omitted from all subsequent analyses. **b** Heatmap of all X-linked genes ordered by chromosomal position, grouped by cell line, and colored by log-transformed normalized expression values for each allele. The expected deleted region for each deletion line is highlighted on the right side of the heatmap. **c** Scatter plots separated by deletion showing the mean copy number-corrected expression levels of genes located outside each deletion for X^Cast^X^Mus^, X^Cast^O^Mus^, and cells with the corresponding deletion. Each dot represents a biological replicate (independent clones). The dashed line represents the average level from the XX samples, serving as a reference line for expected expression without upregulation. Note that the gene sets differ between panels, resulting in varying expression levels in X^Cast^X^Mus^ and X^Cast^O^Mus^ across panels. **d** Scatter plots separated by deletion showing the log_2_ fold change in copy number-corrected expression levels of replicates of X^Cast^X^Mus^, X^Cast^O^Mus^, and cells with the corresponding deletion, relative to the mean X^Cast^X^Mus^ levels per gene. Only genes upregulated in the X^Cast^O^Mus^ cells and located outside each respective deletion are shown (*n* = 110, 115, 93, 117, 112, 73, 113, 119, 118, 122, 95, 116, 116). Each dot represents a gene, and the solid line indicates the median log_2_ fold change. *P*-values comparing mean expression between genotypes were calculated using two-sided paired *t*-tests, and corrected for multiple testing with the Bonferroni method (ns not significant).

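In the deposited counts, 125 of the 477 expressed X-linked genes had a mean TPM per copy in X CastO Mus over 1.2 times that in XX *Rnf12*+/-, and they make up the set of genes upregulated in X CastO Mus cells. The set holds 71 protein-coding genes, 48 pseudogenes and 6 genes of other types. Against XX wild type in place of XX *Rnf12*+/-, 115 genes passed the same threshold. The number moved most with a TPM over 1 in place of 5, which gave 201 genes. In X MusO Cast 122 genes exceeded 1.2-fold, 94 of them also in X CastO Mus. For comparison, 19.8% of the autosomal genes exceeded 1.2-fold in X CastO Mus against 26.2% of the X-linked genes. For protein-coding genes these shares were 17.3% and 19.0%. Deletion by deletion, 64 (C-G) to 122 (I) genes of the set lie outside the deletion.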

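Over the 477 expressed X-linked genes, the mean TPM without a correction for copy number was 124.6 ± 1.48 (SD, n = 2) in XX wild type, 115 ± 3.01 (SD, n = 2) in XX *Rnf12*+/-, 69.8 ± 1.12 (SD, n = 2) in X CastO Mus and 68.1 ± 0.897 (SD, n = 2) in X MusO Cast. The 4 XO libraries had a mean of 69.0 against 119.6 in the 4 XX libraries (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). Over the protein-coding genes alone these means were 65.8 and 136 (the same p).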

As expected, XX cells had higher X-linked gene expression levels compared to XO cells (Supplementary Fig. 6f). However, when gene expression is normalized per X chromosome, XO cells showed XCU (Fig. 3c). In contrast, none of the 13 new deletions induced global full XCU for genes located outside of the deleted regions. 

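Per copy, the mean TPM of X-linked genes was 62.3 ± 0.738 (SD, n = 2) in XX wild type, 57.3 ± 1.51 (SD, n = 2) in XX *Rnf12*+/-, and with 1 copy in XO cells X CastO Mus lay at 1.22 times XX *Rnf12*+/- and X MusO Cast at 1.19 times. A comparison of 2 against 2 libraries cannot give an exact p below 0.333. The 4 XO libraries exceeded the 4 XX libraries by 9.13 TPM per copy (two-sided exact permutation test, p = 0.0286). The ratio of X CastO Mus to XX *Rnf12*+/- moved most when the median of the ratio per gene replaced the ratio of means, to 0.859, where the median of the autosomal genes was 0.918. Protein-coding genes had a ratio of means of 1.03, and their mean over the 4 XO libraries was 65.8 TPM per copy against 67.9 over the 4 XX libraries, in the opposite direction to all genes (p = 0.343 in the same exact permutation test), a comparison chosen after the values were seen. Pseudogenes, whose reads can be shared with other copies, had 90.8 TPM per copy in the XO libraries against 33.5 in the XX libraries. Of the difference of 12.5 TPM per copy between X CastO Mus and XX *Rnf12*+/-, pseudogenes made up 11.1 and protein-coding genes 1.30. The largest part came from the pseudogene *Gm14586* (ENSMUSG00000083621, X chromosome from 52772342 to 52772749 in mm10), 19.8% of the difference, with a TPM of 169.6 in XX *Rnf12*+/- and 1263 in X CastO Mus. By edgeR, 249 of the 477 genes were changed per copy in X CastO Mus, 119 higher and 130 lower, and 298 in X MusO Cast, 122 higher and 176 lower. Of the 374 protein-coding genes 74 were called higher and 102 lower in X CastO Mus. The X CastO Mus count moved most with only these 2 groups in the fit, to 112 genes. Among genes named in the paper, *Tfe3* (ENSMUSG00000000134, X chromosome from 7762560 to 7775202) had a log2 fold change per copy of 0.81 (SE 0.0960, adjusted p = 2.9e-06 in edgeR) and *Hcfc1* (ENSMUSG00000031386, from 73942792 to 73966357) of 1.26 (SE 0.133, adjusted p = 7.8e-07). *Pdzd4* (ENSMUSG00000002006, from 73793359 to 73824969) rose by 0.53 (SE 0.126, adjusted p = 0.00255) and *Ogt* (ENSMUSG00000034160, from 101640060 to 101684351) by 0.46 (SE 0.159, adjusted p = 0.0273). The *Ogt* call was lost in 3 of 10 other settings, and in X MusO Cast *Ogt* had 0.04 (adjusted p = 0.835 in edgeR). *Flna* (ENSMUSG00000031328, from 74223461 to 74249820) rose by 0.57 (SE 0.222, adjusted p = 0.0486 in edgeR; it keeps *Mus* reads where its *Mus* copy is deleted in deletion E), a call that was lost in 5 of 10 other settings, at 0.06 without X CastO Mus replicate 2 and 0.29 without XX *Rnf12*+/- replicate 2. *Pola1* (ENSMUSG00000006678, from 93304767 to 93632155) had -0.34 (SE 0.0966, adjusted p = 0.00865), a call lost in 3 of 10 other settings. *Dusp9* (-0.01), *Nr0b1* (0.27), *Slc10a3* (-0.43), *Sat1* (-0.07) and *Msl3* (-0.28) were not called in X CastO Mus. *Rlim* had 1.03 (adjusted p = 8.2e-06), a value that divides the XX *Rnf12*+/- level by 2 copies although only 1 copy is intact there. The 5 largest rises, from 2.92 (*Gm7327*) to 6.09 (*Rps24-ps3*), and the 5 largest falls, from -3.32 (*Gm14630*) to -5.17 (*Gm8692*), were all of pseudogenes.

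**Figure D2:**
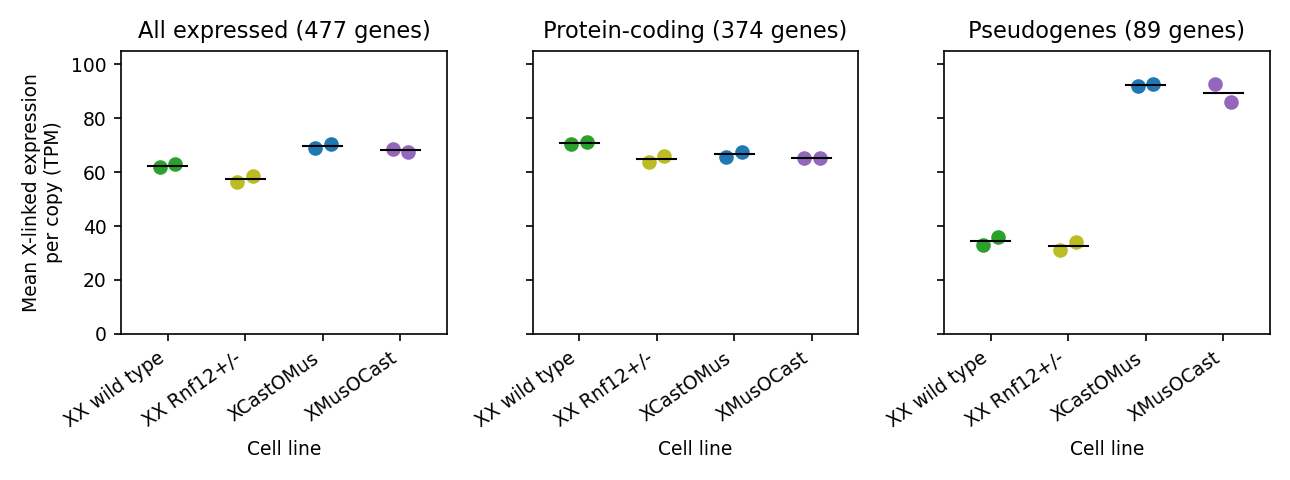
Mean TPM per copy of expressed X-linked genes (vertical axis) in each library of XX wild type, XX *Rnf12*+/-, X CastO Mus and X MusO Cast cells, for all 477 genes, the 374 protein-coding genes and the 89 pseudogenes. For all genes the 4 XO libraries lie above the 4 XX libraries (means 69.0 and 59.8), for protein-coding genes they do not (65.8 and 67.9), and for pseudogenes they lie far above (90.8 and 33.5).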

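Outside the deletion, the mean TPM per copy of expressed X-linked genes lay between 0.969 (deletion I) and 1.09 (C-G) times that in XX *Rnf12*+/-, with a median over the 13 lines of 1.04. Over the same genes X CastO Mus lay between 1.10 and 1.34 times XX *Rnf12*+/-, with a median of 1.21. Both X CastO Mus libraries lay above every clone of the deletion line in 12 of the 13 lines. The exception was C-G, where the deletion clone lay at 1.087 and the lower X CastO Mus library at 1.085. For protein-coding genes the deletion lines lay between 0.948 and 1.07 and X CastO Mus between 0.982 and 1.11. By edgeR, 1256 of 5380 pairs of a gene outside a deletion and a line were changed per copy, 520 higher and 736 lower. The count moved most when 1 clone of every line with 2 clones was left out, to 315 and 321, and without XX *Rnf12*+/- replicate 1 it was 630. In deletion E, the line made in the library batch of the XX *Rnf12*+/- cells, 1 of 417 genes outside was called.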

At the gene level, genes upregulated in X^Cast^O^Mus^ cells remained expressed at lower levels outside the deletions across all deletion lines compared to X^Cast^O^Mus^ cells (Fig. 3d). 

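The genes of the set outside each deletion had a median log2 fold change per copy from XX *Rnf12*+/- between -0.01 (deletion I) and 0.36 (AB), with a median over the 13 lines of 0.16. In X CastO Mus the same genes had a median of 0.68 to 0.89, higher than in the deletion line for all 13 lines. Part of this gap is fixed by the choice of the set for high values in X CastO Mus. Because the set was chosen against the same XX *Rnf12*+/- libraries, counts simulated without any change in the deletion lines were put through the same steps, and gave a median over the lines of 0.02 (-0.01 to 0.07 in 95% of 100 draws). The median over lines was 0.11 for the set chosen against XX wild type. It moved most with the other deletion lines as the reference, to -0.09 with 1 of 13 lines above 0, and was -0.03 for all expressed protein-coding genes, both alternatives chosen after the values were seen, and 0.01 for all expressed X-linked genes. In the XX wild type libraries the set outside the deletions lay at 0.06 (0.05 to 0.10).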

None of the deletions caused significant expression changes relative to X^Cast^X^Mus^, with the exception of deletion AB. This likely represents an outlier, as deletion of region A or B alone had no significant effect, and the magnitude of change for AB was smaller than in X^Cast^O^Mus^ cells. 

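Shifts of the genes outside each deletion were tested with limma's fry, a rotation test that takes libraries as replicates (two-sided, adjusted over the 13 lines). Deletions A, B, AB and C-G have 1 library each and are assumed in this test to vary like the other lines. Over all expressed X-linked genes outside, 3 lines were called, all lower than XX *Rnf12*+/-: deletions A (mean log2 fold change -0.10, adjusted p = 0.0117), B (-0.11, adjusted p = 0.0117) and I (-0.14, adjusted p = 0.00986). Deletion AB was not among them (-0.01, adjusted p = 0.459). No line was called by camera, which estimates the correlation between genes, and 0 lines had an unadjusted p under 0.05 by it against 6 by fry. Without XX *Rnf12*+/- replicate 2 fry called 0 lines, with 4 at an unadjusted p under 0.05. The number of called lines moved most, to 11, with either of 2 alternatives. With the genes upregulated in X CastO Mus alone as the set, all 11 were higher, with the largest mean changes in deletions D (0.32, adjusted p = 3.4e-05), AB (0.30, adjusted p = 6.4e-05) and C-G (0.29, adjusted p = 1.0e-05), and deletions I and I-TEL (adjusted p = 0.0562) were not called. With XX wild type as the reference all 11 were lower.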

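Of the genes upregulated in X CastO Mus, 93 lie outside deletion AB, 110 outside A and 115 outside B. Their median log2 fold change per copy was 0.36 in the AB clone, 0.11 in the A clone and 0.16 in the B clone, against 0.80, 0.80 and 0.79 for the same genes in X CastO Mus. In AB 73 of the 93 genes lay above XX *Rnf12*+/- and 76 lay below X CastO Mus. By fry on these genes A had a mean of 0.18 (adjusted p = 0.0147) and B of 0.14 (adjusted p = 0.0298). Each of the 3 lines was sequenced from 1 clone, so no spread between clones is known for them.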

In summary, deletion of large segments on one of the two X chromosomes is not sufficient to induce full XCU outside of the deleted regions. Collectively, these results do not support the hypothesis that any of the segments deleted act as an Xuc with the ability to induce global XCU of the X chromosome in trans.

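In no line outside its deletion did the mean TPM per copy exceed 1.2 times XX *Rnf12*+/-, which X CastO Mus did over the same genes in 10 of 13 lines. For protein-coding genes X CastO Mus did so in 0 of 13 lines, and for pseudogenes X CastO Mus did so in 13 and the deletion lines in 9 of 13. From these levels outside the deletions, which stayed below those of X CastO Mus cells, and from the absence of significant changes in its own tests apart from deletion AB (Fig. 3d), the paper concludes that the results do not speak for any of the deleted segments acting as an Xuc that induces global XCU in trans.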

### Cells sense large segmental deletions and compensate gene expression in trans

To test if large segmental deletions are compensated within the deleted regions in trans, we examined XCU specifically within deleted segments (Fig. 4a). Remarkably, there was a strong induction of XCU specifically within deleted segments in trans (Fig. 4b–d and Supplementary Fig. 7a–c). Moreover, the level of XCU was similar to that of XO cells in most cell lines. We made similar observations for the 13 segmental deletions of the X chromosome, in which XCU was induced within deleted segments in trans (Fig. 4e and Supplementary Fig. 7d). 

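Inside the deletion, the mean TPM per copy of expressed genes lay between 1.08 (I-TEL) and 1.94 (deletion I, 9 genes) times that in XX *Rnf12*+/-, with a median over the 13 lines of 1.25. In X CastO Mus the same genes lay between 0.848 (J) and 1.91 (D) times XX *Rnf12*+/-, with a median of 1.29. Protein-coding genes inside had ratios between 0.816 (D) and 1.40 (I) with a median of 1.08, and 12 of 13 lines lay above 1. Pseudogenes inside had ratios between 1.51 (C) and 3.71 (K) with a median of 2.34. Without a correction for copy number the median ratio over the lines was 0.540 for protein-coding genes and 1.17 for pseudogenes. The single regions A to K were each tested over the libraries of paired reads, without those whose deletion covers only part of the region's genes (1 library for B and H, 2 for E and F), with the libraries that lack 1 copy of the region against those with both (two-sided exact permutation test, adjusted over the 10 regions). The mean TPM per copy was higher where the region was deleted in 8 regions, from 1.07 times in J (adjusted p = 0.00736) to 1.82 times in I (adjusted p = 0.00033), and not in C (0.991 times, adjusted p = 0.895) or H (1.12 times, adjusted p = 0.0556). For protein-coding genes, an alternative chosen after the values were seen, it was higher in the 4 regions B (1.26 times), E (1.06), F (1.18) and I (1.53). With CPM in place of TPM it was higher in 5 regions.

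**Figure D3:**
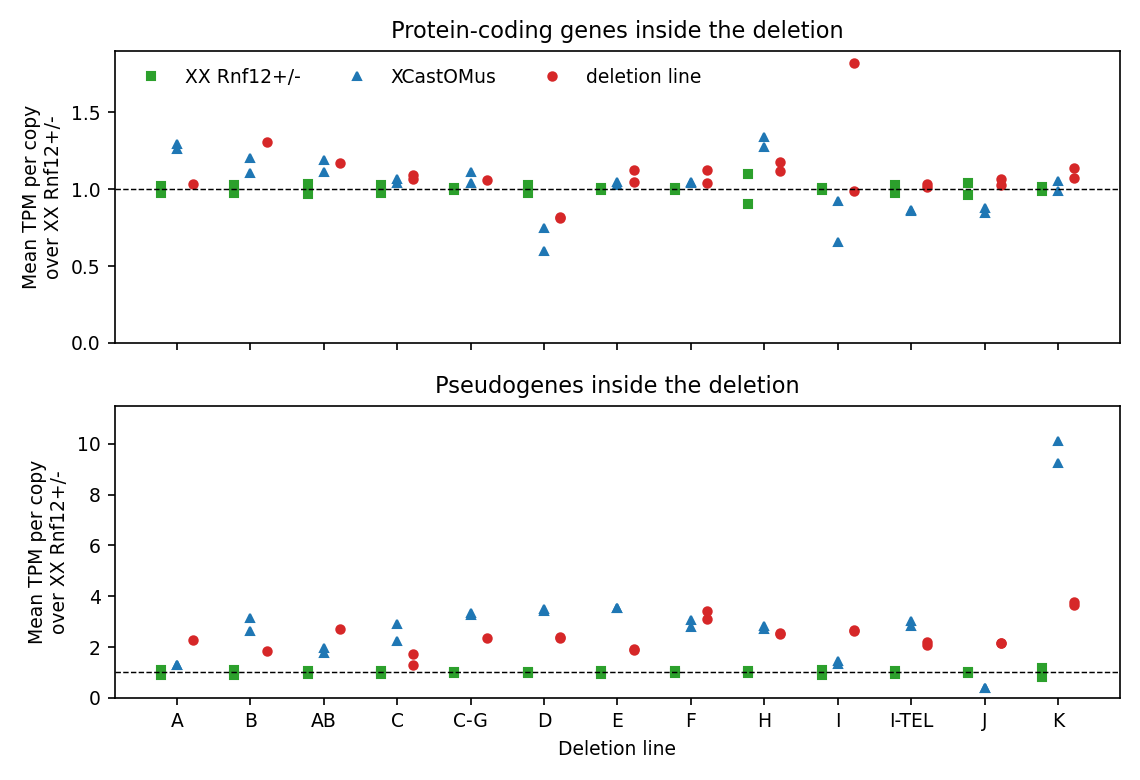
Mean TPM per copy inside each deletion relative to XX *Rnf12*+/- (vertical axis) for protein-coding genes (top) and pseudogenes (bottom) in the 13 lines (horizontal axis), with XX *Rnf12*+/- libraries in green, X CastO Mus libraries in blue and the clones of the deletion line in red. Deletion lines have a median of 1.08 for protein-coding genes and 2.34 for pseudogenes.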

To quantify XCU at the gene level, we examined expression levels of genes upregulated in X^Cast^O^Mus^ cells relative to X^Cast^X^Mus^. These genes were consistently upregulated across the deletion lines, reaching expression levels similar to those in X^Cast^O^Mus^ cells (Fig. 4f). 

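Inside the deletions, the genes upregulated in X CastO Mus had a median log2 fold change per copy from XX *Rnf12*+/- of 0.28 (deletion A) to 1.33 (deletion I, 3 genes), above 0 in all 13 lines, with a median over the lines of 0.58. In X CastO Mus the same genes had medians of 0.38 to 1.19 with a median of 0.83, and 11 of the 13 deletion lines lay below X CastO Mus. The set was chosen for values over 1.2-fold in these X CastO Mus libraries, which raises their median. The comparison therefore cannot tell lower levels in the deletion lines from similar ones. The counts simulated without change gave 0.02 inside (-0.03 to 0.09 in 95% of 100 draws). XX wild type, which has no deletion, had a median of 0.10 over the same genes, with 0.81 for those inside deletion C, above the 0.58 of that line. The protein-coding genes of the set had medians of 0.16 (deletion E) to 0.94 (deletion D) in the 12 lines that hold any, with a median of 0.32, a comparison chosen after the values were seen. Over these, XX wild type had a median of 0.18, with 1.31 for those inside deletion C against 0.22 in that line. With the other deletion lines as the reference in place of XX *Rnf12*+/-, the median over lines was 0.41 for the set and 0.18 for its protein-coding genes. The median moved most for all expressed protein-coding genes inside, also chosen afterwards, to 0.02. It was 0.11 for all expressed genes inside. By fry all lines but deletion C were higher inside for the set (deletion C, mean 0.52, adjusted p = 0.0648), and I-TEL had the smallest p (mean 0.56, adjusted p = 5.5e-12).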

Allele-specific analysis confirmed upregulation of the *Cast* allele in X^Cast^O^Mus^ cells (Supplementary Fig. 7e). These results demonstrate that mammalian cells can sense when specific segments of one of the two X chromosomes are genetically deleted and compensate for gene dosage imbalances by transcriptional upregulation specifically in trans.

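*Cast* counts were divided by the total of autosomal *Cast* counts of the library, and genes with at least 20 *Cast* counts in both XX *Rnf12*+/- libraries were kept. The 51 such genes upregulated in X CastO Mus had a median log2 fold change of the *Cast* allele of 0.50 in X CastO Mus, and 43 of them lay above 0 and 33 over 1.2-fold. The set was chosen for a rise in the counts of all reads of the same libraries, so these values are partly fixed by the choice. The 171 genes outside the set had a median of -0.25. Over all 222 genes the median was -0.08, with -0.24 in clone 1 and 0.01 in clone 2, where 6865 autosomal genes had -0.10. This median moved most when the counts of all reads replaced the autosomal *Cast* counts as the total, to 0.82, as a larger share of the single reads than of the paired reads is assigned to an allele. Inside the deletions, the *Cast* allele of all genes with enough counts had medians between -0.38 (deletion H) and 0.23 (deletion C), with a median over 12 lines of -0.05. The genes of the set inside had a median over the lines of 0.09, above 0 in 9 of 12 lines. Deletion I gave no value, as no gene inside it had enough *Cast* counts.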

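By edgeR, 253 of 821 pairs of a gene inside a deletion and a line were changed per copy from XX *Rnf12*+/-, 156 higher and 97 lower. Protein-coding genes made up 151 of these calls among 643 pairs, 60 higher and 91 lower. With the other deletion lines as the reference 225 pairs were called, 163 higher and 62 lower, and of protein-coding genes 73 were higher and 59 lower. The count moved most when 1 clone of every line with 2 clones was left out, to 77 and 80. Tested as a set with fry, all expressed genes inside were higher in 10 lines and lower in deletion C, and deletions A and H were not called. Without XX *Rnf12*+/- replicate 1 fry called 6 lines. Under camera the calls were deletions F (mean log2 fold change 0.62, adjusted p = 0.0145) and I (0.66, adjusted p = 0.0247), which both hold under fry. Over protein-coding genes fry called 2 lines, C (-0.13, adjusted p = 0.0051) and H (-0.48, adjusted p = 0.00132), both lower. The gene with the largest called rise inside each line with 2 clones was a pseudogene in 8 of 9 lines, with log2 fold changes from 0.93 (*Rpl3-ps2*, deletion E) to 2.32 (*Gm14706*, deletion F, and *Gm15148*, deletion K). The protein-coding one was *Dcaf12l1* in deletion C (ENSMUSG00000045284, X chromosome from 44786570 to 44790197 in mm10; 1.08, SE 0.349, adjusted p = 0.0223 in edgeR), a call lost without XX *Rnf12*+/- replicate 2 (0.84) or without either clone of the line. Across 353 genes inside deletions, Spearman's rho between the change inside and the change in X CastO Mus was 0.41 (genes are not independent replicates), against 0.09 in the counts simulated without change. The value inside pools the genes of 10 single regions. Taken line by line over the genes outside each of these deletions, rho was 0.17 to 0.36. From the upregulation of genes inside the deletions and their levels in X CastO Mus cells (Fig. 4), the paper concludes that cells sense the deletion of segments of 1 X chromosome and compensate in trans by transcriptional upregulation of the affected genes.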

**Fig. 4:**
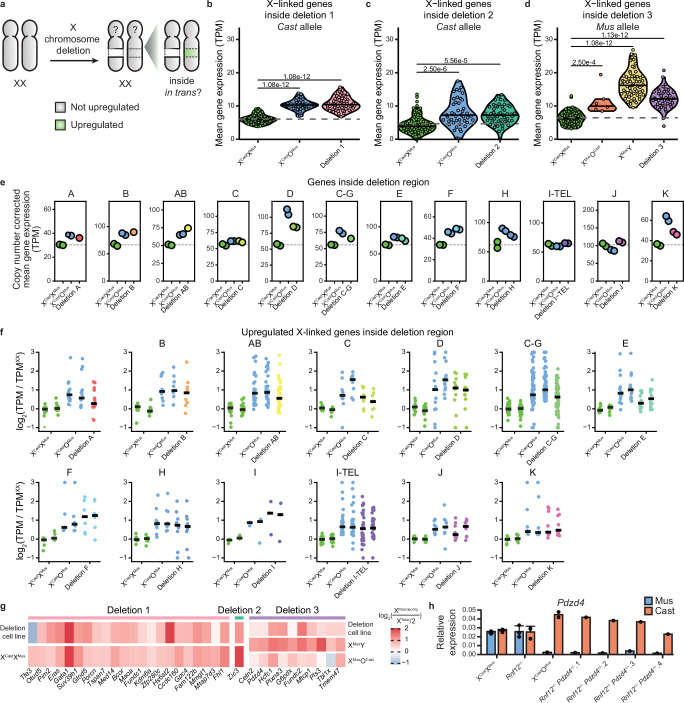
Dosage compensation by transcriptional upregulation occurs in trans for genes within regions of X-chromosome monosomy. **a** Schematic depiction of gene-by-gene regulation of dosage compensation. Gray denotes an X chromosome that is not upregulated, while green indicates an upregulated X chromosome. **b–d** Violin plots separated by cell line showing the mean gene expression from the non-deleted allele for the genes located inside the regions of Deletion 1 (**b**, *Cast* allele), Deletion 2 (**c**, *Cast* allele), and Deletion 3 (**d**, *Mus* allele). The dashed line indicates the mean value of XX cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. *P*-values were calculated via the Tukey HSD test (two-sided, with Tukey–Kramer correction for multiple comparisons). **e** Scatter plots separated by deletion showing the mean copy number-corrected expression levels of genes located within each deletion for X^Cast^X^Mus^, X^Cast^O^Mus^, and cells with the corresponding deletion. Each dot represents a biological replicate (independent clones). The dashed line indicates the average level from the XX samples, serving as a reference line for expected expression without upregulation. Deletion I did not contain sufficient expressed genes and has been omitted. **f** Scatter plots separated by deletion showing the log_2_ fold change in copy number-corrected expression levels of replicates of X^Cast^X^Mus^, X^Cast^O^Mus^, and cells with the corresponding deletion, relative to the mean X^Cast^X^Mus^ levels per gene. Only genes upregulated in the X^Cast^O^Mus^ cells and located within each respective deletion are shown (*n* = 15, 10, 32, 8, 13, 52, 12, 6, 7, 3, 30, 9, 9). Each dot represents a gene, and the solid line indicates the median log_2_ fold change. **g** Heatmap showing the fold change in expression of upregulated genes identified from the allelic single-cell analysis between X^monosomy^ and X^Cast^X^Mus^. Fold change is calculated between *Cast* expression from either X^Cast^O^Mus^, Deletion 1, or Deletion 2 cells and total allelic expression divided by 2 from XX cells, or *Mus* expression from X^Mus^O^Cast^, X^Mus^Y, or Deletion 3 cells and total allelic expression divided by 2 from X^Cast^X^Mus^ cells. **h** Bar plot of the relative RNA expression of the gene *Pdzd4* in XX wild type (X^Cast^X^Mus^, *n* = 3), *Rnf12*^*+/−*^ parental line (*Rnf12*^+/−^, *n* = 3), XO (X^Cast^O^Mus^, *n* = 2), and 4 different *Rnf12*^+/−^*Pdzd4*^+/−^ clones for both the *Mus* (blue) and *Cast* (red) allele. Average expression ± standard deviation, each dot represents a biological replicate (for XO and *Rnf12*^+/−^*Pdzd4*^+/−^ from independent clones).

Next, we aimed to define if the upregulated genes within the deleted regions in the deleted lines are the same as the upregulated genes in XO cells. To address this, we asked if genes upregulated in XO cells were also upregulated when deleted in cells with large heterozygous deletions. We found that 64 of the 65 upregulated genes located within deletions 1–3 were also upregulated in each of the deletions in trans (Fig. 4g). Likewise, genes upregulated in cells with deletions were also upregulated in cells with X^monosomy^ (Supplementary Fig. 7e). This high degree of overlap suggests a shared transcriptional response to X chromosome dosage loss.

These results favor a model in which specific regions or even individual genes can sense gene dosage and even gene expression states and adapt X-linked gene expression accordingly by XCU. We investigated whether deletion of a single allele of a gene would also result in transcriptional dosage compensation of that gene in trans. In other words, we asked if one allele of a gene can sense and respond to deletion of the other allele in trans. We focused on a single gene, *Pdzd4*, that is subject to XCU, and generated mESCs which contain a heterozygous deletion of the promoter and gene body of *Pdzd4* on the *Mus* allele (Supplementary Fig. 7g). Allele-specific quantitative PCR analysis indicated upregulation in trans for three of the four clones heterozygous for *Pdzd4* (Fig. 4h). These results suggest that *Pdzd4* is transcriptionally compensated in trans when one of the two alleles of *Pdzd4* is deleted. We conclude that heterozygous loss of a gene body and corresponding promoter on the X chromosome can be sensed and compensated via increased transcription in trans.

### Autosomal gene dosage compensation by transcriptional upregulation in trans

So far, we have provided evidence for transcriptional compensation of monosomies of the X chromosome in trans, consistent with the evolution of dosage compensation mechanisms on the X chromosome by XCU^4–11^. Next, we aimed to determine if dosage compensation by transcriptional upregulation in trans can take place on autosomes. To explore autosomal gene dosage compensation, we used a bulk RNA-seq dataset of *Mus*/*Cast* mESCs with inducible autosomal gene silencing *in cis*^61^. In this system, addition of dox activates an inducible *Xist* transgene inserted on the *Cast* allele of chromosome 3, resulting in the transcriptional downregulation of many genes *in cis* on that allele (Fig. 5a and Supplementary Fig. 8a)^61^. This experimental setting enabled us to ask if reduction of autosomal gene expression *in cis* induces dosage compensation in trans. We confirmed reduced gene expression *in cis* and identified a ~ 80 Mb region with a high density of genes that decrease expression on the *Cast* allele after *Xist* expression for 24 h (Fig. 5b, c). To assess gene-by-gene compensation, we first examined genes located outside of the 80–160 Mb region in trans, on the *Mus* allele, and did not detect changes in gene expression (Fig. 5d). By contrast, inducing reduced gene expression of chromosome 3 *in cis* induced significant transcriptional upregulation of the corresponding *Mus* allele in trans in the 80–160 Mb region (Fig. 5e). Contrary to our findings on XCU, the baseline expression level prior to addition of doxycycline was significantly lower for upregulated genes compared to non-upregulated genes (Supplementary Fig. 8b), potentially due to the fact that the expression of highly expressed genes is not sufficiently reduced in this experimental system. Upregulated chromosome 3 genes were not enriched for genes which encode proteins in complexes, or proteins which form condensates (Supplementary Fig. 8c, d). In summary, we found that decreasing expression *in cis* resulted in upregulation in trans for several genes on chromosome 3 after 24 h of doxycycline. Therefore, these results suggest that reducing expression of autosomal genes *in cis* can be compensated by transcriptional upregulation in trans.

**Fig. 5:**
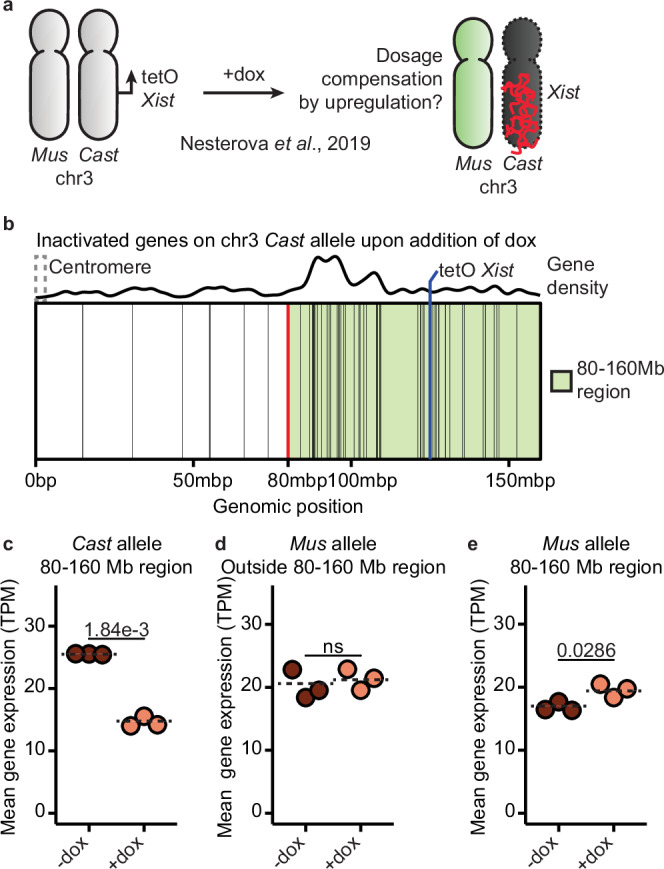
Dosage compensation is induced by transcriptional upregulation in trans within regions of monosomic expression on chromosome 3. **a** Schematic depiction of the location of the *Xist* transgene on chromosome 3^61^. After 24 h of dox treatment, *Xist* coats the *Cast* chromosome 3, reducing gene expression. **b** Overview of the genomic location of genes showing reduced expression on the Cast allele of chromosome 3 (black lines), as well as the location of the left border (red line) of the region defined as being inactive (green area) and the site of the *Xist* transgene (blue line). **c–e** Plot of median normalized expression from the *Cast* (**c**) or *Mus* (**d**, **e**) allele of genes inside (**c**, **e**) or outside (**d**) the region with reduced gene expression for both control (−dox) and treated (+dox) conditions. Dashed lines indicate the mean levels per condition. *P*-values were calculated via the two-sided Student’s *t*-test (ns not significant). Each dot represents a biological replicate.

### Gene dosage compensation at the protein level

XCU has been described to occur at the transcriptional level in mouse embryos and ESCs, but its occurrence at the protein level in mouse PSCs remains to be established^16,17,20,62^. To determine if XCU takes place at the protein level in XO and XY ESCs, we performed quantitative proteomics in X^Cast^X^Mus^, X^Mus^Y, and X^Cast^O^Mus^ ESCs. 

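Bulk RNA-seq of deletion E (X chromosome from 68651334 to 75601939 in mm10) gave 53 expressed protein-coding genes inside the deletion, and that of deletion K (from 145506466 to 153393474) gave 26. Relative to XX wild type, 13 genes inside E (24.5%) and 7 inside K (26.9%) had a mean TPM per copy over 1.2-fold. Relative to XX *Rnf12*+/-, the numbers were 9 (17.0%) and 9 (34.6%). Of the 9759 expressed autosomal protein-coding genes, whose copy number does not change, 18.5% in E and 22.9% in K exceeded 1.2-fold relative to XX wild type, and 12.7% and 20.8% relative to XX *Rnf12*+/-.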

We also included two ESC lines with large heterozygous segmental deletions (Deletions E and K), which showed high percentages of transcriptionally upregulated genes located within the deleted region (Supplementary Table 2). We identified 8050 proteins, of which 4446 proteins were detected in all samples.

We next analyzed X-linked protein levels and found them to be more abundant in X^Cast^X^Mus^ ESCs compared to X^Mus^Y and X^Cast^O^Mus^ cells, in agreement with increased X-linked gene expression in these cells due to the presence of two active X chromosomes (Supplementary Fig. 9a). Since mass spectrometry results do not provide allelic resolution, we normalized protein abundances for the X-chromosome copy number. On a per-X-chromosome basis, XCU was detected at the protein level in X^Mus^Y and X^Cast^O^Mus^ ESCs compared with X^Cast^X^Mus^ ESCs (Fig. 6a). Indeed, ESCs with one active X chromosome showed more than half of X-linked protein abundances, suggesting XCU at the protein level (Supplementary Fig. 9a). The increase was also seen for the X:A ratio (Supplementary Fig. 9b). Therefore, we confirm that XCU takes place at the protein level in X^Mus^Y and X^Cast^O^Mus^ ESCs to compensate for the absence of one of the two active X chromosomes. These results show that the single active X chromosome of mESCs is upregulated at the protein level compared to each X chromosome in XX mESCs.

**Fig. 6:**
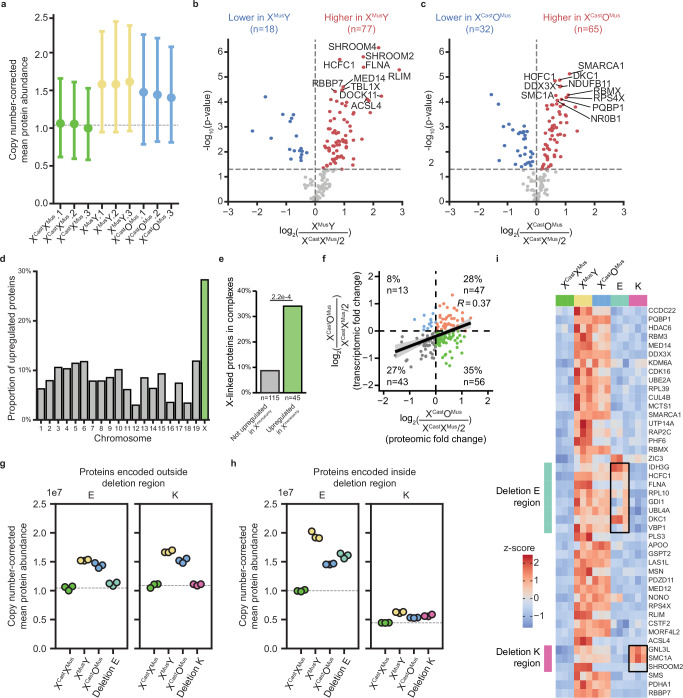
Protein-level dosage compensation is induced within regions of monosomic expression on the X chromosome. **a** Copy number-corrected protein abundance for all X-linked proteins in X^Cast^X^Mus^, X^Mus^Y and X^Cast^O^Mus^ ESCs. The mean (of *n* = 127 proteins) per biological replicate from a single clone is depicted with a dot, with the corresponding 95% confidence intervals shown as error bars. The dashed line indicates the mean value of X^Cast^X^Mus^ cells, serving as a reference line for expected expression without upregulation. **b**, **c** Volcano plots displaying the differential protein expression analysis of X-linked proteins between X^Mus^Y and X^Cast^X^Mus^ samples (**b**) and between X^Cast^O^Mus^ and XX samples (**c**) (*n* = 3). Each dot represents a protein. *P*-values were calculated from copy number-corrected protein quantifications using Tukey’s HSD test (two-sided, with Tukey–Kramer correction for multiple comparisons). Significantly up and downregulated proteins are highlighted in red and blue, respectively (*α* < 0.05, log_2_(fold change) > 0.5 or < −0.5, respectively). **d** Barplot displaying the proportion of upregulated genes per chromosome. The X chromosome is highlighted in green. **e** Barplot showing the proportion of complex-forming proteins in the upregulated (green) and non-upregulated (gray) protein lists. *P*-values were calculated via the Chi-square test. **f** Scatter plot showing the correlation between upregulation at RNA and protein level. Each dot represents a gene/protein. For both levels, the fold change between X^Cast^O^Mus^ and half of the X^Cast^X^Mus^ level is shown for each gene. Genes are colored according to their upregulation status at both (orange), either (blue or green) or neither (gray) levels. Shaded area indicates 95% confidence interval. **g**, **h** Scatter plots separated by region showing the mean copy number-corrected abundance levels of proteins encoded by genes located outside (**g**) and within (**h**) region E and K for X^Cast^X^Mus^, X^Mus^Y, X^Cast^O^Mus^ ESCs, and ESCs with the corresponding deletion. Each dot represents a biological replicate from a single clone. The dashed line represents the average abundance levels from the X^Cast^X^Mus^ samples. **i** Heatmap showing the *z*-scores of copy-number-corrected protein quantifications for X-linked proteins upregulated in both X^Cast^Y and X^Cast^O^Mus^ samples compared to X^Cast^X^Mus^. Proteins are ordered by genomic locations, with deletions E and K highlighted in light blue and pink, respectively. Proteins expected to be upregulated are highlighted with a box.

We next examined which proteins are subject to upregulation in ESCs with only one active X chromosome. Focusing on the 159 detected X-linked proteins, 45 proteins (38%) were significantly upregulated in both X^Mus^Y and X^Cast^O^Mus^ cells, indicating that some but not all expressed proteins are compensated by XCU (Fig. 6b, c, Supplementary Fig. 9c, d, and Supplementary Table 3). Compared to autosomes, the proportion of upregulated proteins was highly enriched on the X chromosome (Fig. 6d). At the protein level, upregulated X-linked proteins were enriched for proteins that are part of complexes, suggesting evolution selected dosage compensation mechanisms for these proteins (Fig. 6e). Taken together, our data suggest that a subset of X-linked genes are compensated by XCU at the protein level in X^Mus^Y and X^Cast^O^Mus^ mESCs.

To determine if the same genes are compensated at the RNA and protein level, we integrated the proteomics and transcriptomics data and compared genes only present in both RNA and protein data. We found that of the 159 coding genes covered in both datasets, a majority, 103 (60%), were more abundant in XO samples compared to the copy-number-corrected abundance in XX (Fig. 6f). Specifically, 47 (28%) showed both increased RNA and protein levels, whereas 56 (35%) genes were increased at the protein level only, suggesting exclusive post-transcriptional dosage compensation of these genes. A small proportion of genes were increased at the RNA level only (8%), while 27% of genes did not show compensation at the RNA or protein level. Despite the limited sensitivity of proteomics compared to transcriptomics and the commonly reported RNA-protein discordance^63^, we observed a positive correlation in upregulation (*r* = 0.37). These results indicate that the contribution of RNA and protein regulation to dosage compensation by XCU may vary for different X-linked genes in mESCs, in agreement with transcription and protein measurements in the brain^62^. Our results reveal that there are multiple layers of gene and protein regulation involved in dosage compensation by XCU of individual X-linked genes in ESCs.

Next, we examined dosage compensation at the protein level in two heterozygous segmental deletion lines E and K. To assess XCU, we analyzed protein abundance normalized to copy number, based on information on genetic regions with one or two copies. Outside the deleted regions, there was no XCU at the protein level (Fig. 6g and Supplementary Fig. 9e). In contrast, within the deleted regions, we detected considerable XCU at the protein level (Fig. 6h and Supplementary Fig. 9f). The upregulation status of individual proteins that are upregulated in X^Mus^Y and X^Cast^O^Mus^ lines was evaluated in the deleted ESC lines (Fig. 6i). Proteins encoded outside the deleted regions remained unchanged, while several proteins within deleted regions were upregulated. In summary, our results reveal the existence of different dosage compensation mechanisms in mouse PSCs, with genes that tend to be compensated at the protein, RNA or both levels, and to varying degrees. Together, we conclude that ESCs can compensate for mono-allelic gene expression by XCU at both RNA and protein levels.

## Discussion

In this study, we investigated dosage compensation and sensing in PSCs. We discovered that dosage of monosomically expressed X-linked and autosomal regions is compensated at both the mRNA and protein levels. In addition, we found that dosage compensation does not require one or more specific regions on the X chromosome involved in dosage sensing and XCU. In contrast, our findings indicate that XCU is regulated at a gene-by-gene level and involves upregulation of expression at the transcriptional and protein levels.

These results support previous findings by others and us related to elastic tuning of dosage compensation with one allele becoming upregulated upon inactivation or loss of the other allele during development^16,20^. In addition, our studies are in line with reports showing that XCU is not global, as not all X-linked genes are transcriptionally upregulated^17^. Our data do indicate that a majority of proteins detected by mass spectrometry display XCU at the protein level. This finding may involve an over-interpretation of the percentage of genes subject to XCU as our findings indicate that XCU genes are expressed at a higher level and will therefore be more easily detected. On the contrary, our study only examined PSCs and different cell types or cell states may require dosage compensation of different genes^17,62,64^. We conclude that the mammalian genome is more adaptive and robust than previously suggested.

Our studies and others also indicate that different dosage compensation mechanisms or different combinations of mechanisms are in place to regulate gene dosage compensation. These mechanisms include transcriptional burst and translation initiation frequency as well as mRNA and protein stability^19,26,62^. We hypothesize that self-regulating feedback loops and enhancers may play a role in sensing changes in gene dosage, as inactivation or deletion of one allele could drive differential transcription factor binding in trans. This could then also be related to the increased transcriptional burst frequency, which has been reported with XCU^16,19,20^. Furthermore, in line with the increased transcriptional burst frequency reported, we found an increased enrichment of one histone modification, H4K9ac, associated with active transcription at the transcription start sites of genes subject to XCU. These results show that H4K9ac is associated with XCU; however, whether this mark is instructive or sufficient to induce dosage compensation remains to be tested. Notably, H4K16ac was not significantly enriched, indicating that mammalian cells employ distinct mechanisms compared to *Drosophila* to upregulate expression of X-linked genes. As our study indicates that XCU is regulated on a gene-by-gene basis, identification of the mechanisms employed and interactions involved to regulate XCU requires further investigation at the gene level.

Studies in humans and primates have suggested that XCU also occurs in cells with a single active X chromosome^27,28,35,62^. We hypothesize that the gene-specific dosage sensing and subsequent compensation observed in mouse cells also occurs in human stem cells and in development. Furthermore, it has been suggested that XCU is widespread in placental mammals^4^, so we would expect gene-specific dosage compensation to occur for many genes on the human X chromosome; however, additional studies would be required to confirm this. Widespread dosage compensation of X-linked genes could explain why monosomy of the X chromosome (Turner syndrome) is the only viable monosomy in humans and mice^65,66^. Studying X-linked dosage compensation in early human development is difficult without allele-resolution data, and due to the low coverage of SNPs between human alleles, allele-resolution data is typically only available for a few genes.

Our findings have implications for human disorders caused by haploinsufficiency. First, dosage compensation of autosomes may have evolved to cope with heterozygous mutations, monoallelic silencing, microdeletions, or aneuploidies and their own effects. Second, dosage compensation may enable survival, but is not sufficient for restoring a wildtype phenotype and rescuing haploinsufficiency and as such may enable diseased states.

Consistent with previous research in both human cancers and embryos, our findings provide strong evidence for dosage compensation of autosomal genes^3,67^. This suggests that the mammalian genome possesses an inherent ability to compensate for gene dosage imbalances resulting from genomic loss or decreased expression, a capacity that extends beyond the X chromosome. This intrinsic dosage compensation mechanism may have been a key factor in the evolution of XCI. As X-linked genes were progressively lost from the Y chromosome during the evolution of mammalian sex chromosomes^68^, it is hypothesized that increasing selective pressure drove the development of dosage compensation mechanisms for X-linked genes. This likely led to the gradual incorporation of X-linked genes into the XCI process^8,34,69^. The gradual nature of this evolution may explain the gene-by-gene regulation observed in XCU.

In conclusion, our study supports the hypothesis of gene-by-gene regulation of X-linked gene dosage compensation involving multiple levels of regulation in a locus-specific manner to sense and compensate for variations in X-linked gene dosage.

## Methods

### Generation of cell lines

XX female polymorphic mESCs (129/Sv-Cast/EiJ) with heterozygous deletions located between *Tfe3* and *Zic3*, *Zic3* and *Dusp9*, as well as between *Dusp9* and *Nr0b1* were obtained from Song et al., 2019^41^. XO mouse iPSCs used in scRNA-seq were generated by passaging XX-GFP female mouse iPSCs (129/Sv-Cast/EiJ, obtained from Talon et al., 2021^16^) to passage 14 before FACS for GFP-negative cells (XO iPSCs) and collection for scRNA-seq (see below). XX female iPSCs (129/Sv-Cast/EiJ) were derived as described in Talon et al., 2021^16^. XY male mESCs (C57BL/6J-Cast/EiJ) were obtained from Chen et al., 2016^70^. Both ESC and iPSC lines were used in this study, due to availability and experimental design constraints; however, evidence indicates that mouse iPSCs and ESCs behave equivalently with respect to X chromosome sensing and XCU^16,20^.

For all newly generated lines, gRNAs (Supplementary Table 4) were integrated in the pSpCas9(BB)−2A-Puro V2.0 PX459 vector (Addgene #62988), enabling transient puromycin selection. Complementary oligonucleotides containing the gRNA sequence and compatible *BbsI* overhangs were annealed and ligated in PX459. To generate homology arm vectors, ~500–1000 bp 5′ and 3′ homology arms were amplified by overhang PCR from mouse genomic DNA with compatible restriction enzyme sequences. PCR products were purified from gel using the QIAquick® Gel Extraction Kit (Qiagen, 28506). Homology arm PCR products were digested with the indicated restriction enzymes and subsequently purified and ligated into compatible sites in the pCR™2.1-TOPO™ vector (Invitrogen, K450002). A neomycin resistance cassette flanked by LoxP sites was integrated in-between the 5′ and 3′ homology arms in an EcoRI restriction site for generating large X-chromosomal deletions. The cassette was retained in all deletion lines, as Cre-mediated excision was not required for downstream experiments.

Two independent *Rnf12*^+/−^ cell lines were generated in F1 2–1 hybrid (129/Sv-Cast/Ei) mESCs. Although the heterozygous *Rnf12* mutation was not essential for the deletion experiments described here, it induces complete skewing upon XCI, which was relevant for a parallel study. The first *Rnf12*^*+/−*^ cell line was generated by introducing PX459 vectors containing gRNAs targeting intron 2 and the 3′UTR. This *Rnf12*^*+/−*^ cell line served as the parental cell line for generating deletions A through I and K, as well as the *Rnf12*^*+/−*^*Pdzd4*^+/−^ lines. Attempts to induce deletion J in this line failed due to chromosomal instability and subsequent X chromosome loss. Therefore, a second *Rnf12*^*+/−*^ cell line was generated by introducing PX459 vectors with alternative gRNAs. This line served as the parental background for del J and I-TEL.

The first *Rnf12*^+/−^ was generated by transfecting gRNAs by electroporation in Gene Pulser 0.2 cm-gap cuvettes (Biorad, 1652086) at 118 kV, 1200 µF, and ∞Ω in a Gene Pulser xCell electroporation system (Biorad). 24 h post-transfection, the medium was refreshed and supplemented with 1 µg mL−1 puromycin (Sigma-Aldrich, P8833) for 36 h. Drug-resistant clones were characterized by PCR spanning the deletion. All other cell lines were generated by transfecting the plasmids with Lipofectamine 2000 (Invitrogen, 11668019) in 6 × 10^5^ mESCs dissociated into single-cells. Each transfection contained 2 µg of the homology arm vector and 1 µg of PX459 containing gRNAs targeting the 5′ or 3′ end of the deletion. 24 h post-transfection, the medium was refreshed and supplemented with 1 µg mL−1 puromycin for 48 h followed by refreshing with medium supplemented with 285 µg mL−1 Geneticin (G418)(Gibco, 11811-031) for 4–6 days. No Geneticin/neomycin selection was performed for generating the *Rnf12*^*+/−*^ and the *Rnf12*^*+/−*^*Pdzd4*^*+/−*^ cell lines. Drug-resistant clones were characterized by PCR targeting genotype-specific length polymorphisms inside and outside the targeted deletion (Supplementary Table 5). CRISPR-Cas9 targeting of X-linked regions results in a population of cells losing part of the X chromosome extending beyond the targeted regions. These deletion clones were identified and characterized by PCR (Del AB, C-G, and I-TEL). Deletion clones were identified and characterized by PCR and the deletion boundaries were determined using allele-specific RNA sequencing data. Another population of cells lost the entirety of one of the X chromosomes. These XO mESC lines were included in the bulk RNA-seq analysis as treatment-matched XO controls.

### Cell culture

Mouse embryonic fibroblasts (MEFs) were cultured in MEF medium [DMEM (Gibco, 10829-018) supplemented with 10% (v/v) fetal bovine serum (FBS, Gibco, 10500-064), 1% (v/v) penicillin/streptomycin (P/S, Gibco, 15140122), 1% (v/v) Glutamax (Gibco, 35050038), 1% (v/v) non-essential amino acids (NEAA, Gibco, 11140035), and 0.008% (v/v) beta-mercaptoethanol (Gibco, 31350010)]. Mouse iPSCs and mESCs were grown on Mitomycin-treated MEFs in mESC medium [KnockOut DMEM (Gibco, 10829-018) supplemented with 15% FBS (Gibco, 10500-064), 1% (v/v) penicillin/streptomycin (P/S, Gibco, 15140122), 1% (v/v) Glutamax (Gibco, 35050038), 1% (v/v) NEAA (Gibco, 11140035), 0.008% (v/v) beta-mercaptoethanol (Gibco, 31350010), and mouse LIF (1000 U/mL, home-made) at 37 °C under 5% CO_2_. *Rnf12*^+/−^, deletion lines A to K and matched controls were grown on irradiated MEFs in adjusted mESC medium [DMEM (Gibco, 11995065), 15% FBS (Capricorn Scientific, FBS-12A), 1% (v/v) penicillin/streptomycin (Sigma-Aldrich, P0781), 1% (v/v) NEAA (Lonza, BE13-114E), 0.1 mM beta-mercaptoethanol and LIF (5000 U/ml, home-made)]. mESCs and iPSCs were passaged every two days using trypsin dissociation.

### Cell sorting

Cells were dissociated using trypsin digestion and subsequently washed in incubation buffer (1× PBS, 0.5% BSA, 2 mM EDTA) and filtered through a Falcon 40 μm Cell Strainer (Corning, 352340). 1 µg SSEA1-PE antibody (R&D Systems, FAB2155P) was added per 5 million cells. Cells were incubated for 30 min at 4 °C. Cell death exclusion was performed by adding DAPI (Sigma-Aldrich, D9542) prior to sorting. Sorting was performed on a BD FACSAria Fusion (BD Biosciences) and performed by expert operators at the VIB FACS core.

### Single-cell RNA-seq library preparation

Single-cell RNA-seq libraries were prepared by following a previously published protocol (Smartseq3xpress)^44^, with minor modifications. Library quality was checked using an Agilent Tapestation as well as an Agilent 2100 Bioanalyzer. Library concentration was checked with a Qubit fluorometer (Qubit dsDNA HS Assay).

### Single-cell RNA-seq sequencing

Single-cell RNA-seq libraries were sequenced in paired-end mode (150 bp) by BGI Genomics (Shenzhen, China) on a DNBSEQ-G400 sequencer (MGI Tech).

### Single-cell RNA-seq analysis

Single-cell RNA-seq data was obtained as fastq files from BGI Genomics. The zUMIs^71^ pipeline was used to map reads using STAR^72^ (v2.7.1a) with the options “--clip3pAdapterSeq CTGTCTCTTATACACATCT”. Reads containing barcodes which corresponded to XX, XO, Deletion 1, Deletion 2, or Deletion 3 cells were mapped to an GRC38.p6 mouse reference genome N-masked for SNPs between the 129/SvJ and Cast strains and SNPs between Bl6 and 129. Reads containing barcodes which corresponded to XY cells were mapped to an GRC38.p6 mouse reference genome N-masked for SNPs between the Bl6 and Cast strains. Reads were filtered such that reads containing at least 3 bases with Phred quality score less than 20 were omitted. Allele-resolution counts were generated using a publicly available script “get_variant_overlap_CAST.R” (https://github.com/sandberg-lab/Smart-seq3/)^73^ and a custom list of SNPs between 129/SvJ and Cast, with overlapping SNPs between 129/SvJ and Bl6, as well as overlapping SNPs between Cast and Bl6 omitted. Allelic exon UMI counts were used to generate Seurat^74^ (v4.2.1) objects, which were then filtered such that cells with less than 10,000 UMIs for either allele were omitted. After filtering, we obtained 69 X^Cast^X^Mus^, 44 X^Cast^O^Mus^, 6 X^Mus^O^Cast^, 61 X^Mus^Y, 52 Deletion 1, 51 Deletion 2, and 41 Deletion 3 cells. Read counts were normalized to TPM. Normalized allele-resolution UMI counts were used for all analysis on the scRNA-seq dataset. Mean normalized gene expression was calculated for genes between the 10th and 90th percentile of expression per cell for each gene set of interest (all X-linked genes, inside/outside each deletion, inside/outside inactivated region), and for all (other) autosomal genes. X-to-autosome ratio was calculated by dividing the mean expression of genes in each subset by the median expression of autosomal genes.

### Characterization of X-chromosome status

The mean expression of X-linked genes from each allele was considered for each cell. If the mean allelic expression was greater than two for the *Cast* allele and less than two for the *Mus* allele, then the cell was defined as X^Cast^O^Mus^, and vice versa. One cell was omitted due to ambiguous X-status.

### Characterization of pluripotency status

The pluripotency marker genes *Essrb*, *Nanog*, and *Pou5f1* were used to assess pluripotency status. High expression levels (log_2_(TPM) > 2.5) of each marker gene was considered to be sufficient to conclude the cells had not differentiated and remained pluripotent.

### Identification of XCU genes

The expression values of each X-linked genes from the active allele of cells with a single active X chromosome (X^Cast^ expression from X^Cast^O^Mus^, X^Mus^ expression from X^Mus^O^Cast^ and X^Mus^Y) was tested to be greater than half of the total allelic expression from XX cells via Student’s *T*-test. Genes with *p* < 0.05 and fold change > 1.2 were defined as being transcriptionally upregulated.

### Characteristics of XCU genes

A list of known escapee genes was downloaded from Berletch et al. 2015^56^ and overlapped with the list of upregulated genes in X^monosomy^ and non-upregulated genes. The EMBL-EBI protein complex database^75^ was used to compare the proportion of genes which code for proteins in complexes between upregulated and non-upregulated genes. The CD-CODE database was used to determine the proportion of transcriptionally upregulated X-linked genes which code for proteins that form condensates^76^. Human orthologs of upregulated X-linked genes were identified using the BioMart tool from Ensembl^77^. This list of orthologs was then overlapped with a list of known disease-causing genes from the OMIM database^78^. Significant differences between the lists of genes were calculated using a Student’s *t*-test when comparing expression and a Chi-square test when comparing proportions.

The lists of upregulated and non-upregulated genes were examined for gene ontology (GO) biological processes (BP) and protein-protein interaction (PPI) enrichment using Enrichr^79^. Significant terms (*p*-value < 0.05) were selected for each database and gene list, and the top 10 terms for each category were visualized in barplots.

### Bulk RNA-seq

Cells were cultured at least two passages before harvesting. mESCs were depleted of MEFs by pre-plating dissociated cells for 45 min at 37 °C in non-gelatinized plates. The supernatant containing mESCs was spun down for 5 min at 300 × *g*. Cell pellets were lysed and RNA was extracted using the ReliaPrep™ RNA Miniprep kit (Promega, Z6012) with increased DNase treatment (25 min at room temperature). MEF depletion was validated on the genomic DNA of part of the cell pellet using PCRs targeting genotype-specific length polymorphisms and SNPs.

Sequencing libraries were prepared using the Truseq stranded mRNA library preparation method from Illumina. The libraries of the XO cells were subsequently sequenced on an Illumina NextSeq2000 sequencer resulting in single read clusters of 50 bases in length. The libraries of all other cell lines were sequenced on a HiSeq2500 sequencer, resulting in paired-end clusters of 50 bases.

### Bulk RNA-seq analysis

The SNPs in the 129/Sv and Cast/Ei lines were downloaded from the Sanger Institute (v.5 SNP142)^80^. These were used as input for SNPsplit^81^ (v0.3.4), to construct an N-masked reference genome based on mm10 in which all SNPs between 129/Sv and Cast/Ei are masked. The reads were trimmed and aligned to the N-masked reference genome using TrimGalore^82^ (v0.6.7) and HISAT2^83^ (v2.2.1), respectively. SNPsplit was then used to assign the reads to either the 129/Sv or Cast/Ei BAM file based on the best alignment or to an unassigned BAM file if mapping to a region without allele-specific SNPs (--paired for the paired-end samples). The allele-specific and unassigned BAM files were merged into a composite BAM file using Samtools^84^ (v1.10). The number of mapped reads per gene was counted for both alleles separately and for the composite BAM file using featureCounts^85^ (v2.0.6) based on the gene annotation from Ensembl v98 (-t exon -s 2). The raw counts were normalized to TPM.

### Validation of bulk RNA-seq samples

All bulk RNA-seq samples were generated in a *Rnf12*^+/−^ parental cell line. To assess a potential bias, we performed differential expression analysis between WT XX and *Rnf12*^+/−^ XX mESCs using DESeq2^86^ (v1.30.1) with default settings. Results were plotted in a scatter plot showing mean TPM in both cell lines, in which all differential expressed genes (adjusted *p*-value < 0.05, log_2_(fold change) < −1 or > 1) are highlighted. The deleted regions in all samples were validated by calculating the ratio of each sample to the mean of the parental *Rnf12*^+/−^ samples. One deletion A clone and both deletion G clones were excluded due to a suspected recombination event rather than deletion. To ensure comparability across the remaining samples, we assessed the expression levels of the pluripotency genes *Essrb*, *Nanog,* and *Pou5f1* by plotting their TPM values for all samples. Additionally, global expression patterns were evaluated by calculating the Pearson correlation coefficients for TPMs of all autosomal genes, which were visualized in a heatmap.

### XCU in bulk RNA-seq data

To maximize statistical power, we analyzed non-allelic TPMs of all X-linked genes within and outside each deletion region. Only expressed genes were selected by filtering for TPM > 5 in *Rnf12*^+/−^ samples. Deletion I was excluded from the plots showing expression within each deletion region due to insufficient expressed genes. For each genomic region, mean TPM values were calculated. These levels were compared to the mean XX level (from *Rnf12*^+/−^) and 50% of the mean XX level, representing the expected expression level for a single X chromosome without upregulation.

To account for copy number differences, gene expression was normalized to copy number-corrected values by dividing TPM values by the number of copies present, based on the genomic locations of each deletion. Mean copy number-corrected TPMs were then calculated for genes within and outside deletion regions and compared to the mean copy number-corrected TPM in XX samples.

To validate allelic upregulation detected in non-allelic TPM values, we selected X-linked genes with a fold change > 1.2 in copy number-corrected TPMs between XO and XX cells. For this subset of upregulated genes, allelic *Cast* expression data was filtered, and the log_2_ fold change between XO and XX cells was calculated. The allelic upregulation status in XO cells for each gene, annotated by overlapping deletion region, was visualized in a heatmap. The level of upregulation in the deletion samples was assessed by analyzing the copy number-corrected expression of genes upregulated in XO cells. For each gene, the log_2_ fold change relative to the mean expression in XX cells was calculated. These values were plotted separately for genes located inside and outside each deletion, with median values per sample indicated. For visualization, extreme values were clipped at −1 and 4. Statistical significance was assessed using two-sided paired t-tests on the mean expression per genotype, with Bonferroni correction for multiple comparisons. No statistical testing was performed for genes located within the deletions due to the limited number of genes per deletion region.

### Autosomal upregulation analysis

We reanalyzed a bulk RNA-seq dataset from GSE119602 using the same approach as described in “Bulk RNA-seq analysis”. Inactive genes were defined as genes whose fold change was less than 0.15 when comparing samples with doxycycline to samples without doxycycline. The inactive region was defined as the region from 80 Mb to the 3′ telomere. Upregulated genes were defined as genes with a fold change greater than 0.5 when comparing samples with doxycycline to samples without doxycycline. Characteristics of the upregulated genes were evaluated as described in “Characteristics of XCU genes”. Mean normalized gene expression within/outside the inactive region for each allele was calculated using genes with expression between the 5th and 95th percentile for each sample.

### RT-qPCR

mESCs were pre-plated as described. Cell pellets were lysed and RNA was extracted using the ReliaPrep™ RNA Miniprep kit (Promega, Z6012) with increased DNase treatment (25 min at room temperature). 500 ng RNA was reverse transcribed using Superscript III (Invitrogen, 18080093) and random hexamers (Invitrogen, N8080127) with the addition of RNaseOUT (Invitrogen, 10777019). cDNAs were diluted 1:1 in water. RT-qPCRs were performed in triplicate in the GoTaq qPCR Master Mix (Promega, A6002) in a CFX384 Touch Real-Time PCR Detection System (BioRad, LJB22YE8Z). *Rplp0* and *H2afz* were used as normalization controls. Allele-specific primer pairs were optimized using pure gDNA of 129/Sv and Cast/Ei mice. All primers are included in (Supplementary Table 6).

### Proteomics

Proteomics experiments were performed on X^Cast^X^Mus^ (*Rnf12*^+/−^), X^Mus^Y (F1 2-3), and X^Cast^O^Mus^ (*Rnf12*^+^) ESCs. Additionally, two deletion cell lines (Deletion E and K in *Rnf12*^+/−^) were included, selected based on their single-region deletions and a high proportion of transcriptionally upregulated genes.

For global proteome analysis of whole cell extracts, cells were lysed in 100 mM Tris/HCl, pH 8.2, containing 1% sodium deoxycholate (SDC) using sonication in a Bioruptor Pico (Diagenode). Protein concentrations were measured using the BCA assay (ThermoFisher Scientific). 100 μg protein was reduced in lysis buffer with 5 mM dithiothreitol and alkylated with 10 mM iodoacetamide. Next, proteins were digested with 2.5 μg trypsin (1:40 enzyme:substrate ratio) overnight at 37 °C. After digestion, peptides were acidified with trifluoroacetic acid (TFA) to a final concentration of 0.5% and centrifuged at 10,000 × *g* for 10 min to spin down the precipitated SDC. Peptides in the supernatant were desalted on a 50 mg C18 Sep-Pak Vac cartridge (Waters). After washing the cartridge with 0.1% TFA, peptides were eluted with 50% acetonitrile and dried in a Speedvac centrifuge. Peptides were then analyzed by nanoflow LC-MS/MS as described below.

Nanoflow LC-MS/MS was performed on an Vanquish Neo LC system coupled to an Orbitrap Exploris 480 mass spectrometer (both ThermoFisher Scientific), operating in positive mode and equipped with a nanospray source. Peptide mixtures were trapped on a PepMap trapping column (2 cm × 100 µm, Thermo, 164750) at a flow rate of 1 µl/min. Peptide separation was performed on ReproSil C18 reversed phase column (Dr Maisch GmbH; column dimensions 25 cm × 75 µm, packed in-house) using a linear gradient from 0 to 80% B (A = 0.1% FA; B = 80% (v/v) AcN, 0.1 % FA) in 120 min and at a constant flow rate of 250 nl/min. The column eluent was directly sprayed into the ESI source of the mass spectrometer.

For data independent acquisition (DIA), all spectra were recorded at a resolution of 120,000 for full scans in the scan range from 350 to 1100 m/z. The maximum injection time was set to 50 ms (AGC target: 4E5). For MS2 acquisition, the mass range was set to 336–1391 m/z with variable isolation windows ranging from 7 to 82 m/z with a window overlap of 1 m/z. The Orbitrap resolution for MS2 scans was set to 30,000. The maximum injection time was at 54 ms (AGC target: 5E4; normalized AGC target: 100%).

### Proteomics analysis

DIA raw data files were analyzed with the Spectronaut Pulsar X software package (version 17.0.221202, www.biognosys.com), using directDIA for DIA analysis, including MaxLFQ as the LFQ method and Spectronaut’s IDPicker algorithm for protein inference. The *Q*-value cutoff at precursor and protein level was set to 0.01. All imputation of missing values was disabled.

Proteins detected at least once in each sample were retained for further analysis. The mean abundance of all X-linked proteins in each XX, XO, and XY sample was plotted with confidence intervals using seaborn pointplot. To avoid a detection bias of low-abundance proteins between X-linked (1n in XO and XY cells) and autosomal proteins (2n), X:A ratios were calculated using only proteins with a mean abundance greater than 12,000,000 in the XX samples (2n for all proteins). The X:A ratio was defined as the abundance of each X-linked protein divided by the mean autosomal abundance in the same sample, and visualized using seaborn pointplot.

Since proteomics data lacks allele-specific resolution, we corrected the data for the copy number to identify significantly upregulated proteins. The abundances in XX samples were divided by 2 to account for two alleles, while abundances of XO and XY samples remained unchanged. Moreover, autosomal abundances were divided by 2 in all samples. Differential expression analyses were performed between XO and XX and between XY and XX using a Tuckey’s HSD test. Upregulated proteins were selected based on the criteria of log_2_(fold change) > 0 and *p*-value < 0.05 in both XY and XO comparisons. The results for all X-linked proteins were visualized using volcano plots, and the number of upregulated proteins per chromosome were displayed in a barplot. To assess the overlap in upregulation between XO and XY cells, gene lists identified in each analysis were compared using a Venn diagram. In addition, a scatter plot was generated to visualize the correlation between cell lines, showing the log_2_ fold change in copy number-corrected abundances for XO vs XX and XY vs XX. The correlation between transcriptomic and proteomic upregulation was explored using a scatter plot showing the log_2_ fold change of the copy number-corrected abundances in XO versus XX and the copy number-corrected transcript expression in XO versus XX.

Samples with deletions E and K were analyzed by labeling proteins according to the genomic location of the gene encoding the protein (inside or outside the deleted region). For each region separately, the mean normalized protein abundance was plotted, comparing levels outside and inside the deletion to the XX reference level and 50% of the XX reference level, respectively. Abundances were copy number-corrected by halving abundances for two-copy proteins. These corrected abundances were visualized in a heatmap, focusing on proteins significantly upregulated in XO and XY samples.

### ChIP-seq

mESCs were depleted of MEFs 16 h before the harvest by pre-plating dissociated cells for 45 min at 37 °C in non-gelatinized plates. In total, 1 × 10^8^ cells were crosslinked by the addition of 1% formaldehyde (Sigma-Aldrich, F1635-25ML) to the dish and incubated at room temperature for 10 min on a rocking platform. Formaldehyde was quenched by adding 125 mM glycine for 5 min. Subsequently, cells were washed once with 1 × PBS before scraping in 1 × PBS supplemented with 1× protease inhibitors (Roche, 11836170001). Cells were pelleted, resuspended and incubated for 10 min at 4 °C in 1 × LB1 (50 mM HEPES pH 8.0, 140 mM NaCL, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X−100, 1× protease inhibitors), in 1 × LB2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1× protease inhibitors) and in 1× LB3 (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% SDC, 0.5% N-laurolylsarcosine, 1× protease inhibitors). DNA was sonicated to an average fragment length of 100–300 bp using a Bioruptor Pico (Diagenode, B01060001) for 10 cycles of 30 s on and 30 s off. 1/20th volume of 20% Triton X−100 was added to the sonicated chromatin, and incubated for 10 min at 4 °C before centrifugation for 10 min at 4500 × *g* 10 at 4 °C to remove debris. 10 µl chromatin was used to measure the chromatin concentration by nanodrop and check the sonication efficiency. Sheared chromatin was flash frozen in liquid nitrogen and stored at −80 °C until further use. For H4K16ac ChIPs, 30 µg of chromatin was diluted to 500 µl in ChIP dilution buffer (16.7 mM Tris-HCl pH 8.0, 167 mM NaCl, 1.2 mM EDTA, 1.1% Triton X−100, 0.01% SDS, 1× protease inhibitors) and incubated while rotating overnight at 4 °C with 2 µg H4K16ac antibody (Sigma-Aldrich, 07-329, lot: 3772263) or IgG (Sigma-Aldrich, 12-370). 30 µl of Magnetic beads (Life Technologies, 10004D) were washed once in ChIP dilution buffer, added to each sample and incubated while rotating for 4 h at 4 °C. Beads were washed 3× in Low salt buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X−100, 0.1% SDS, 1× protease inhibitors), 1× in High salt buffer (20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X−100, 0.1% SDS, 1× protease inhibitors), 1× in LiCl buffer (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 1 mM EDTA, 1% NP-40, 1% SDC, 1× protease inhibitors) and rinsed once in TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA), 10 min rotating at 4 °C each wash. Chromatin was eluted in 200 µL Elution Buffer (1% SDS, 0.1 M NaHCO3) with 5 µL protease K (10 mg mL^−1^) and 2 µL RNAse A (10 mg mL^−1^) while shaking at 1000 rpm on an orbital thermal-mixer for 2 h at 37 °C followed by 65 °C overnight. DNA was purified using the Zymo ChIP DNA clean concentrator kit (Zymo Research, D5202) according to the manufacturer’s instructions and eluted in 15 µL H2O. 0.1 µL DNA was used per qPCR to validate ChIP enrichment.

The ChIP-seq libraries were prepared with the ChIPThruPLEX method (Takara Bio, R400675). These libraries were subsequently sequenced on an Illumina NextSeq2000 sequencer. Paired-end clusters were generated of 50 bases in length.

### ChIP-seq analysis

The ChIP-seq samples were analyzed allele-specifically, similar to the bulk RNA-seq analysis. The reads were trimmed using Trim Galore and mapped to the N-masked reference genome using Bowtie2^87^ (v2.5.0). Bam files were split by allele using SNPsplit and the resulting allele-specific bam files were normalized to counts per ten million (CP10M) using the bamCoverage tool (-bs 1 --normalizeUsing CPM) from deepTools^88^ (v3.5.5). Moreover, allele-specific tracks from GSE116480 were downloaded, including CP10M-normalized data for H3K17me3, H3K27ac, H4ac, H2AK119Ub, H3K4me1, H3K4me3, and H3K9ac after 0, 4, 12, and 24 h of doxycycline.

Enrichment of all ChIP-seq tracks was plotted for each allele separately on the genomic regions of upregulated and not upregulated genes, selected based on the scRNA-seq analysis. Mean enrichment per bin was calculated using deepTools computeMatrix (scale-regions -bs 100 --averageTypeBins mean --missingDataAsZero -m 3000 --upstream 1500 --downstream 1500). Profile plots were generated using custom Python (v3.9.16) scripts. The matrix file from deepTools was loaded, and average enrichment profiles per bin were plotted using seaborn line plot, including standard error bands.

To evaluate temporal patterns and assess statistical significance, we calculated the mean signal in two genomic regions: (1) the promoter region, defined as 1 kb upstream of the TSS to the TSS, and (2) the gene body, defined as the region spanning from TSS to TES. For each region, bed files were generated containing the corresponding genomic coordinates for all genes. These bed files were used as input for deepTools multiBigwigSummary, along with all allele-specific bigwig files, to calculate the average scores in these regions. Changes over time were visualized with line plots, showing the mean CP10M score with standard errors for upregulated and not upregulated genes separately.

Statistical testing was performed for each gene set separately. Significant differences between 0 and 24 h were calculated using two-sided paired *t*-tests, with *P*-values corrected for multiple testing with the Benjamini–Hochberg approach. These adjusted *P*-values were added next to each gene set in the ChIP-seq line plots. Additionally, differences between upregulated and not upregulated genes were tested using two-sided Student’s *t*-tests, also corrected for multiple testing. The resulting significance was added above the corresponding regions in the profile plots.

Genome browser overviews were created to show ChIP-seq enrichment on the active upregulated allele at the loci of three upregulated genes. Tracks were selected based on significant differences in enrichment between 0 and 24 h, as well as between upregulated and non-upregulated genes at 24 h. CP10M-normalized allele-specific tracks for the significantly enriched marks were visualized using IGV v2.19.4^89^.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. One cell was excluded from the scRNA-seq analysis due to ambiguous allelic expression from the X chromosome. One deletion A clone and both deletion G clones were excluded from RNA-seq analysis due to suspected recombination events or partial XO genotype, rather than the intended deletion.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

## Source data

Source data

## Data Availability

The RNA-seq and ChIP-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE282792. Moreover, RNA-seq and ChIP-seq datasets from GSE119602 and GSE116480 were reanalyzed. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD057399. Source data are provided with this paper.

# Supplementary material for: X-chromosome upregulation operates on a gene-by-gene basis at RNA and protein levels
**Source:** Nat Commun. 2025 Sep 30;16:8352. doi: 10.1038/s41467-025-64195-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **X-chromosome upregulation operates on a gene-by-gene basis at RNA and protein levels**

Ryan N. Allsop<sup>1,2</sup>, Jeffrey Boeren<sup>3</sup>, Beatrice F. Tan<sup>3</sup>, Sarra Merzouk<sup>3</sup>, Suresh Poovanthinal<sup>2,4</sup>, Wilfred F.J. van IJcken<sup>5</sup>, Jeroen A.A. Demmers<sup>6</sup>, Hegias Mira Bontenbal<sup>3</sup>, Cristina Gontan<sup>3</sup>, Joost Gribnau<sup>3,\*</sup>, Vincent Pasque<sup>1,2,\*</sup>.

These authors contributed equally: Ryan N. Allsop, Jeffrey Boeren, Beatrice F. Tan

These authors jointly supervised this work: Joost Gribnau, Vincent Pasque

**Supplementary Figure 1-9**

**Supplementary Table 1-6**

Supplementary Figure 1

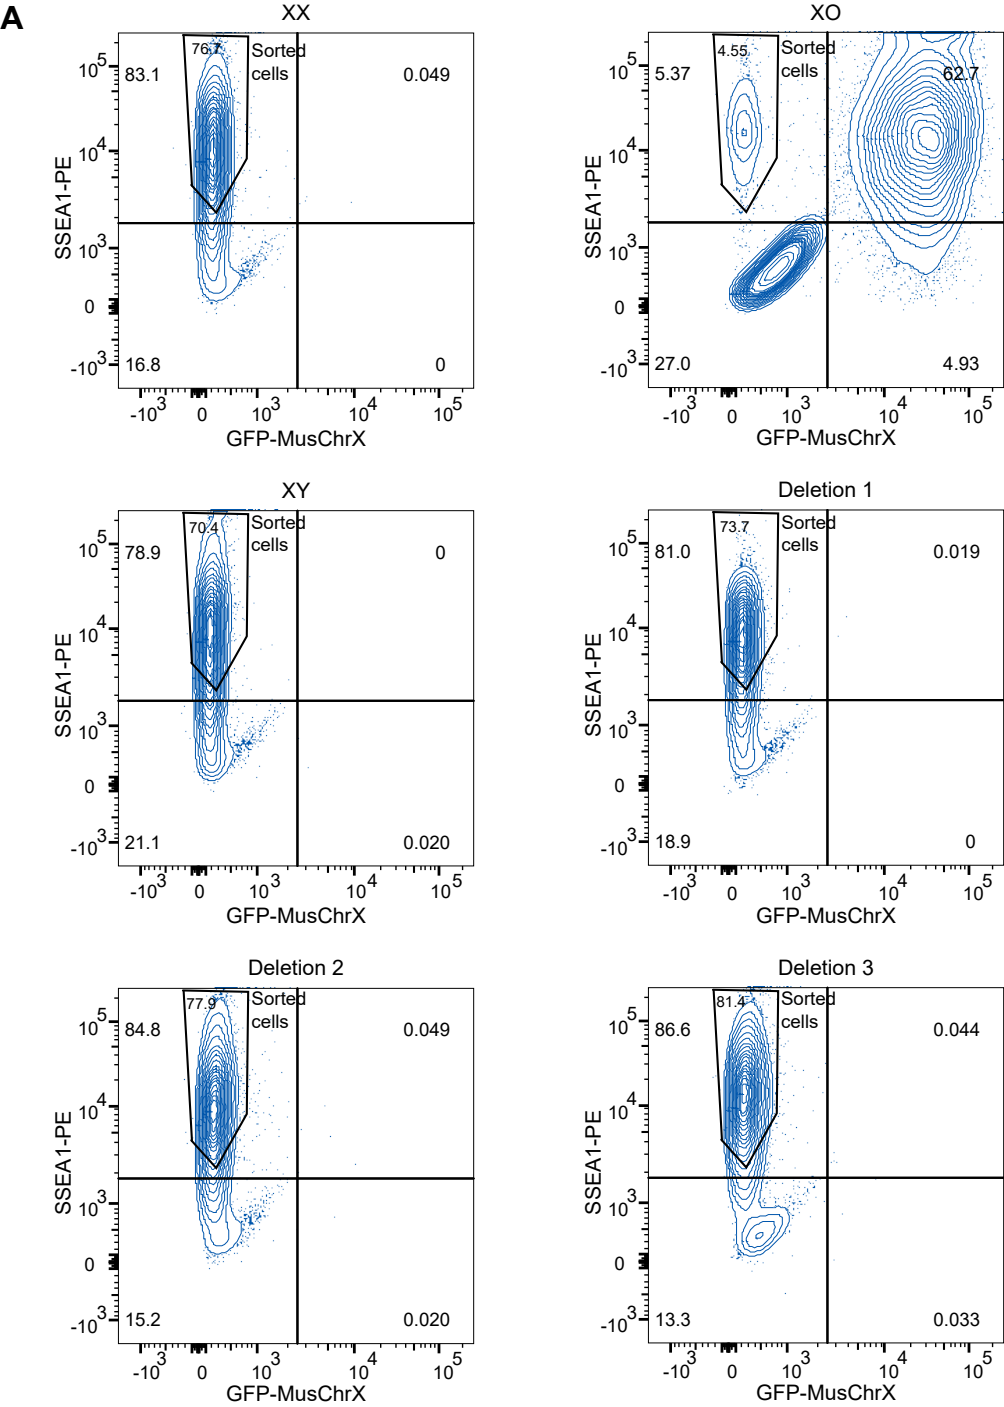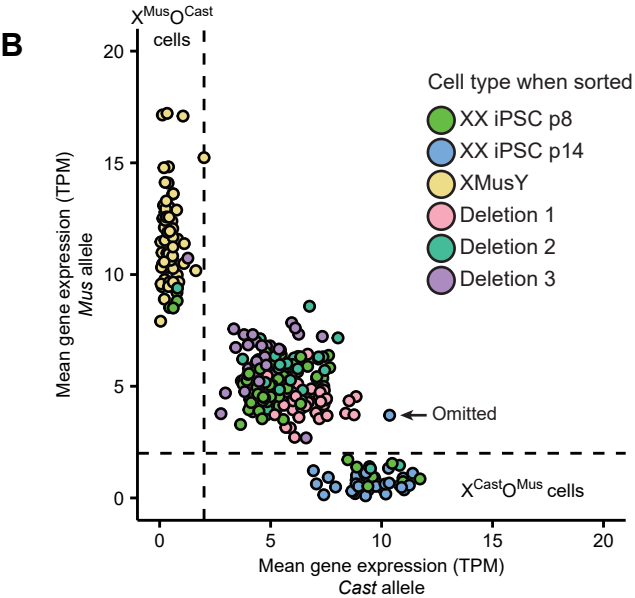

**Supplementary Fig. 1. FACS sorting and classifying single cells after sequencing.**

**a.** Flow cytometry contour plots of passage 8 iPSCs (XX), passage 14 iPSCs (XO), XY mESCs, and cells with Deletion 1, 2 and 3. Cells were sorted for positive SSEA1 signal and no transgenic GFP expression.

**b.** Scatter plot of average X-linked gene expression from each allele for each cell. Cells are colored by identity when sorting. Each dot represents a cell. Dashed lines indicate thresholds for defining a cell as XO: Cast expression > 2 (vertical line) and Mus expression > 2 (horizontal line). One XX p14 cell was omitted from the dataset due to ambiguous levels of expression from both X chromosomes.

# Supplementary Figure 2

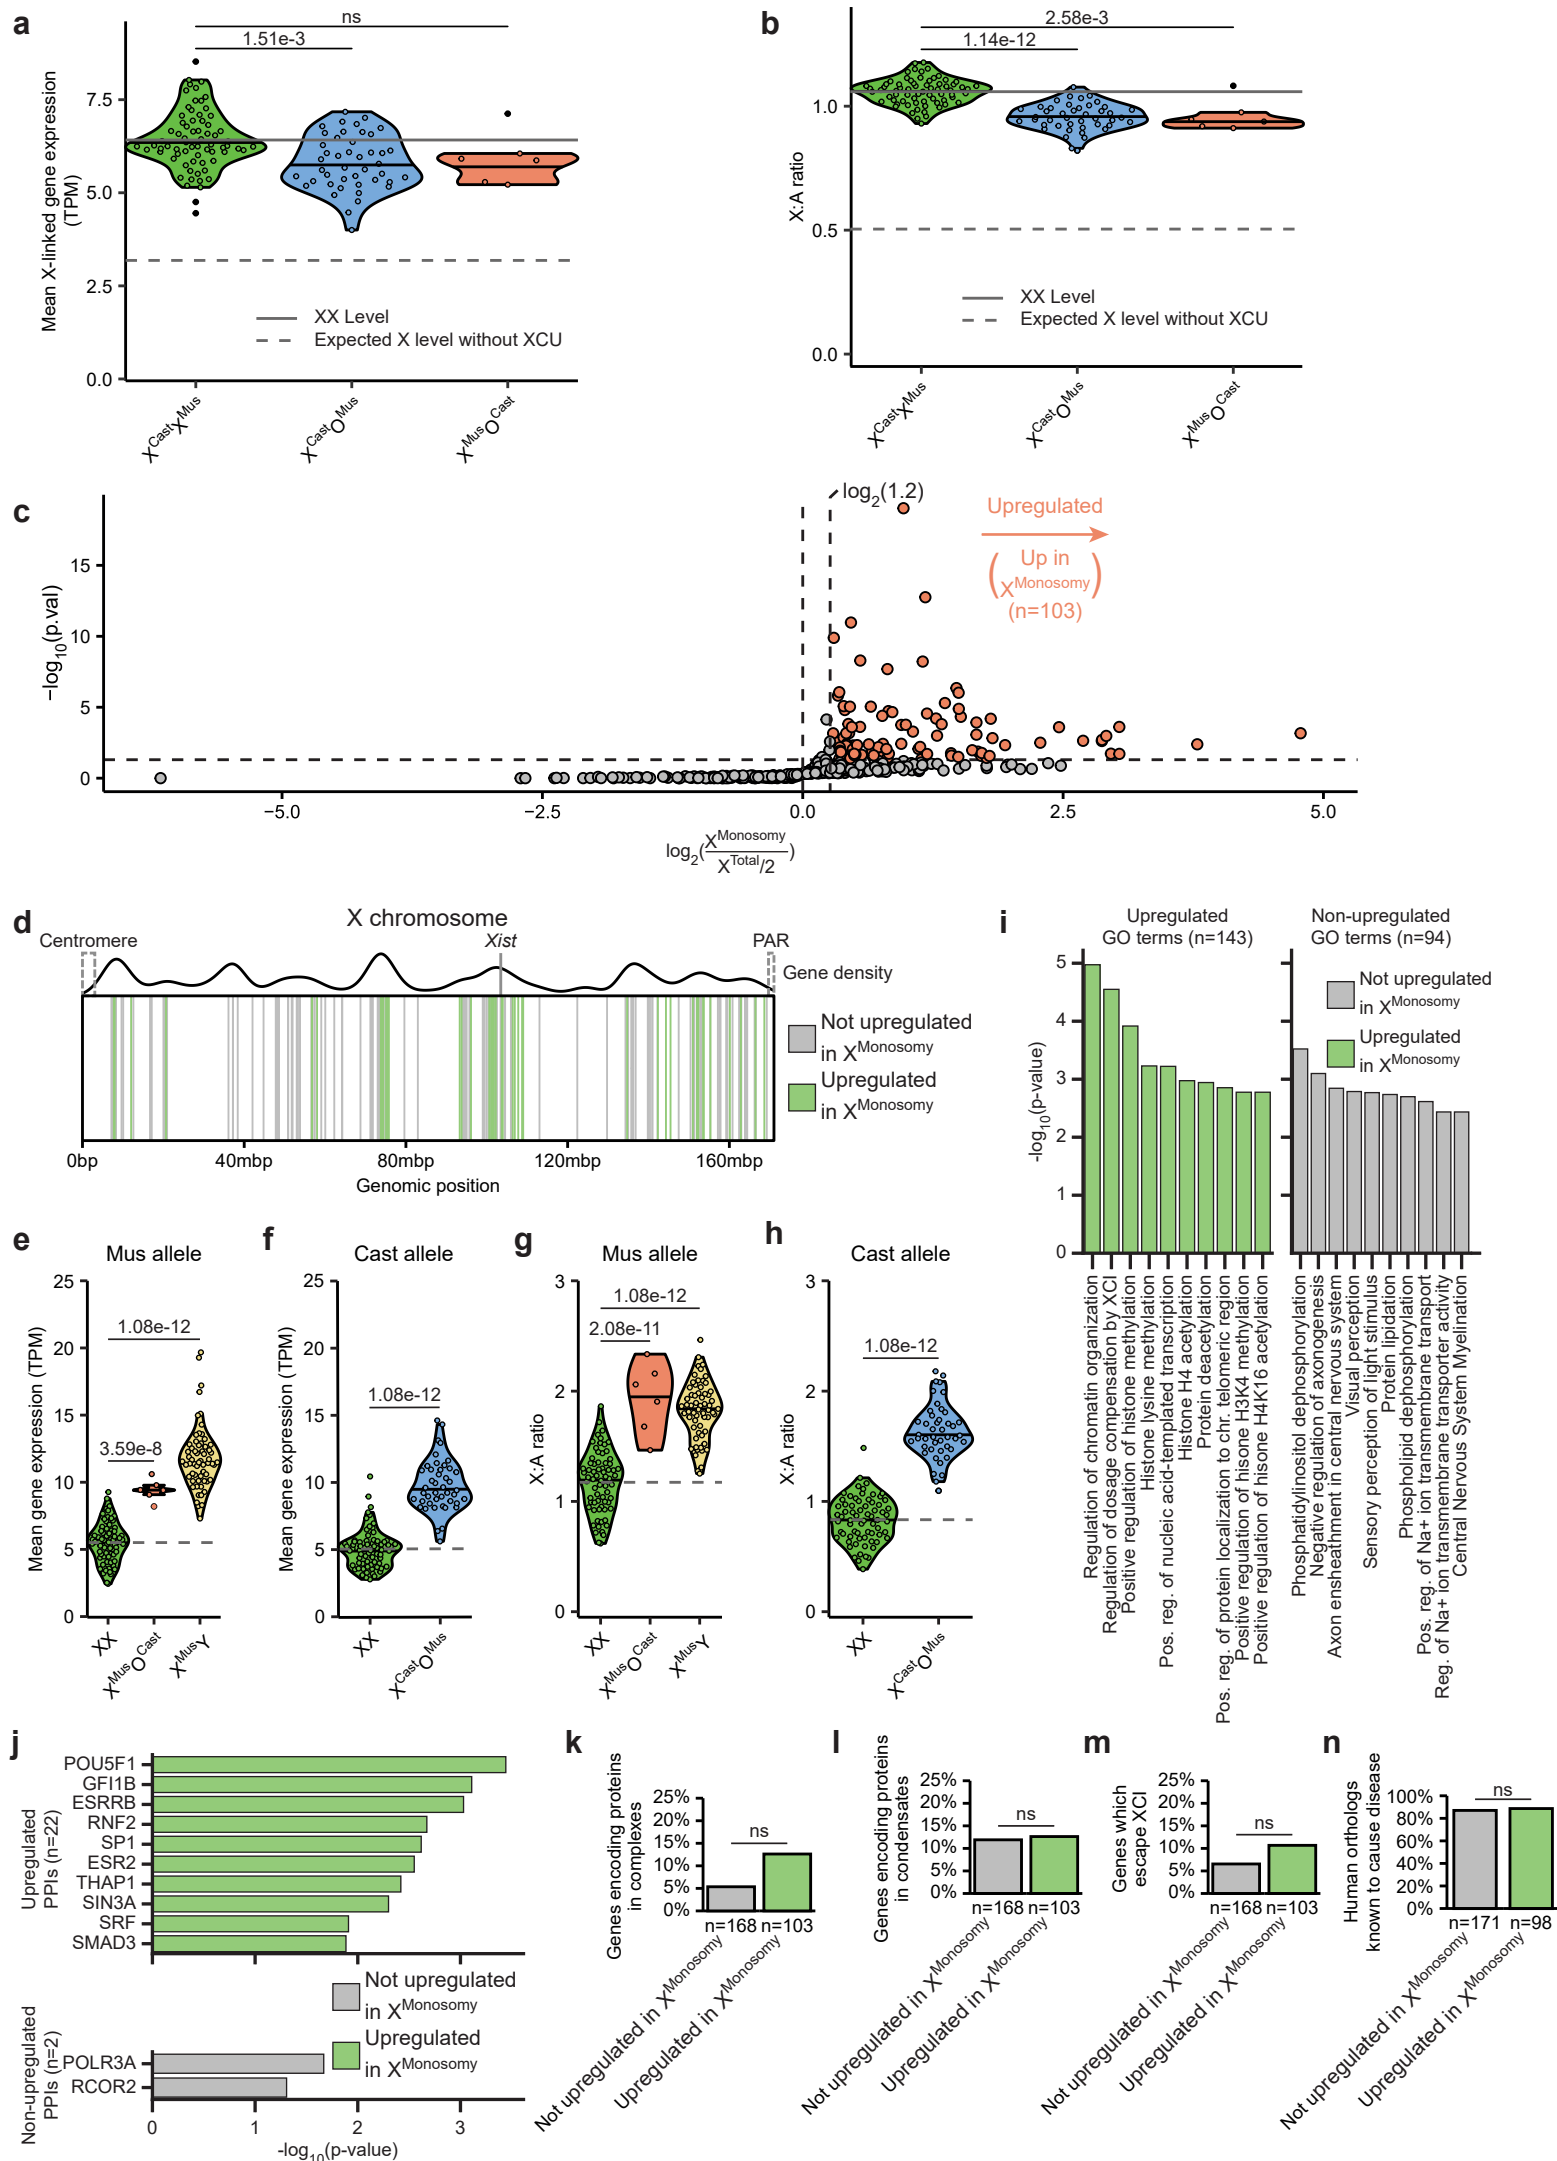

**Supplementary Fig. 2. Identification of upregulated genes in cell lines with total X-chromosome monosomy.**

**a.** Violin plots of mean X-linked gene expression per cell for  $X^{\text{Cast}}X^{\text{Mus}}$ ,  $X^{\text{Cast}}O^{\text{Mus}}$ , and  $X^{\text{Mus}}O^{\text{Cast}}$  cells. The solid line indicates the mean value of  $X^{\text{Cast}}X^{\text{Mus}}$  cells, and the dashed line indicates half of the mean value of  $X^{\text{Cast}}X^{\text{Mus}}$  cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. P-values were calculated via the Tukey HSD test.

**b.** Violin plots of X-to-Autosome (X:A) ratio per cell for  $X^{\text{Cast}}X^{\text{Mus}}$ ,  $X^{\text{Cast}}O^{\text{Mus}}$ , and  $X^{\text{Mus}}O^{\text{Cast}}$  cells. The solid line indicates the mean value of  $X^{\text{Cast}}X^{\text{Mus}}$  cells, and the dashed line indicates half of the mean value of  $X^{\text{Cast}}X^{\text{Mus}}$  cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. P-values were calculated via the Tukey HSD test.

**c.** Volcano plot of X-linked genes in X-monosomic cells ( $X^{\text{Cast}}O^{\text{Mus}}$ ,  $X^{\text{Mus}}O^{\text{Cast}}$ ,  $X^{\text{Mus}}Y$  together) and  $X^{\text{Cast}}X^{\text{Mus}}$  cells. Each dot represents a gene. P-values are calculated via one-sided Student's t-test with alternative hypothesis of  $X^{\text{monosomy}} > X^{\text{Cast}}X^{\text{Mus}} \times 0.5$ . Horizontal dashed lines represent  $P\text{-value} = 0.05$ ; vertical dashed lines represent fold change = 1.2.  $X^{\text{Cast}}X^{\text{Mus}}$  expression values are copy number-corrected (50% of total allelic expression).

**d.** Schematic depiction showing the locations of all upregulated (green) and non-upregulated (gray) genes, as well as the location of the centromere, *Xist* locus, and pseudo-autosomal region (PAR), and the gene density across the X chromosome.

**e, f.** Violin plots of the mean normalized gene expression from the *Mus* (**e**) and *Cast* (**f**) allele of upregulated genes in  $X^{\text{Cast}}X^{\text{Mus}}$ ,  $X^{\text{Cast}}O^{\text{Mus}}$ ,  $X^{\text{Mus}}O^{\text{Cast}}$ , and  $X^{\text{Mus}}Y$  cells. Dashed line indicates the mean value of XX cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. P-values were calculated via the Tukey HSD test.

**g, h.** Violin plots of the mean X:A ratio of upregulated genes of the *Mus* (**g**) and *Cast* (**h**) allele in  $X^{\text{Cast}}X^{\text{Mus}}$ ,  $X^{\text{Cast}}O^{\text{Mus}}$ ,  $X^{\text{Mus}}O^{\text{Cast}}$ , and  $X^{\text{Mus}}Y$  cells. The dashed line indicates the mean value of XX cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. P-values were calculated using the Tukey HSD test.

**i.** GO enrichment analysis on upregulated (green, left) and non-upregulated (gray, right) gene lists. The p-values of the top 10 GO terms in each gene list are shown separately. Total number of upregulated terms per gene list is displayed on the top. Pos. reg. = positive regulation.

**j.** Enrichment of transcription factor protein-protein interactions (PPI) in the upregulated (green, top) and non-upregulated (gray, bottom) gene lists. The p-values of the top 10 significant transcription factors in each gene list are shown separately. Total number of upregulated transcription factors per gene list is displayed on the left.

**k-n.** Bar plots showing the percentage of genes which code for complex-forming proteins (**k**), proteins which form condensates (**l**), genes which escape XCI (**m**) and genes with human orthologs known to cause disease (**n**) in the upregulated (green) and non-upregulated (gray) gene lists. P-values calculated via the Chi-square test (ns - not significant).

Supplementary Figure 3

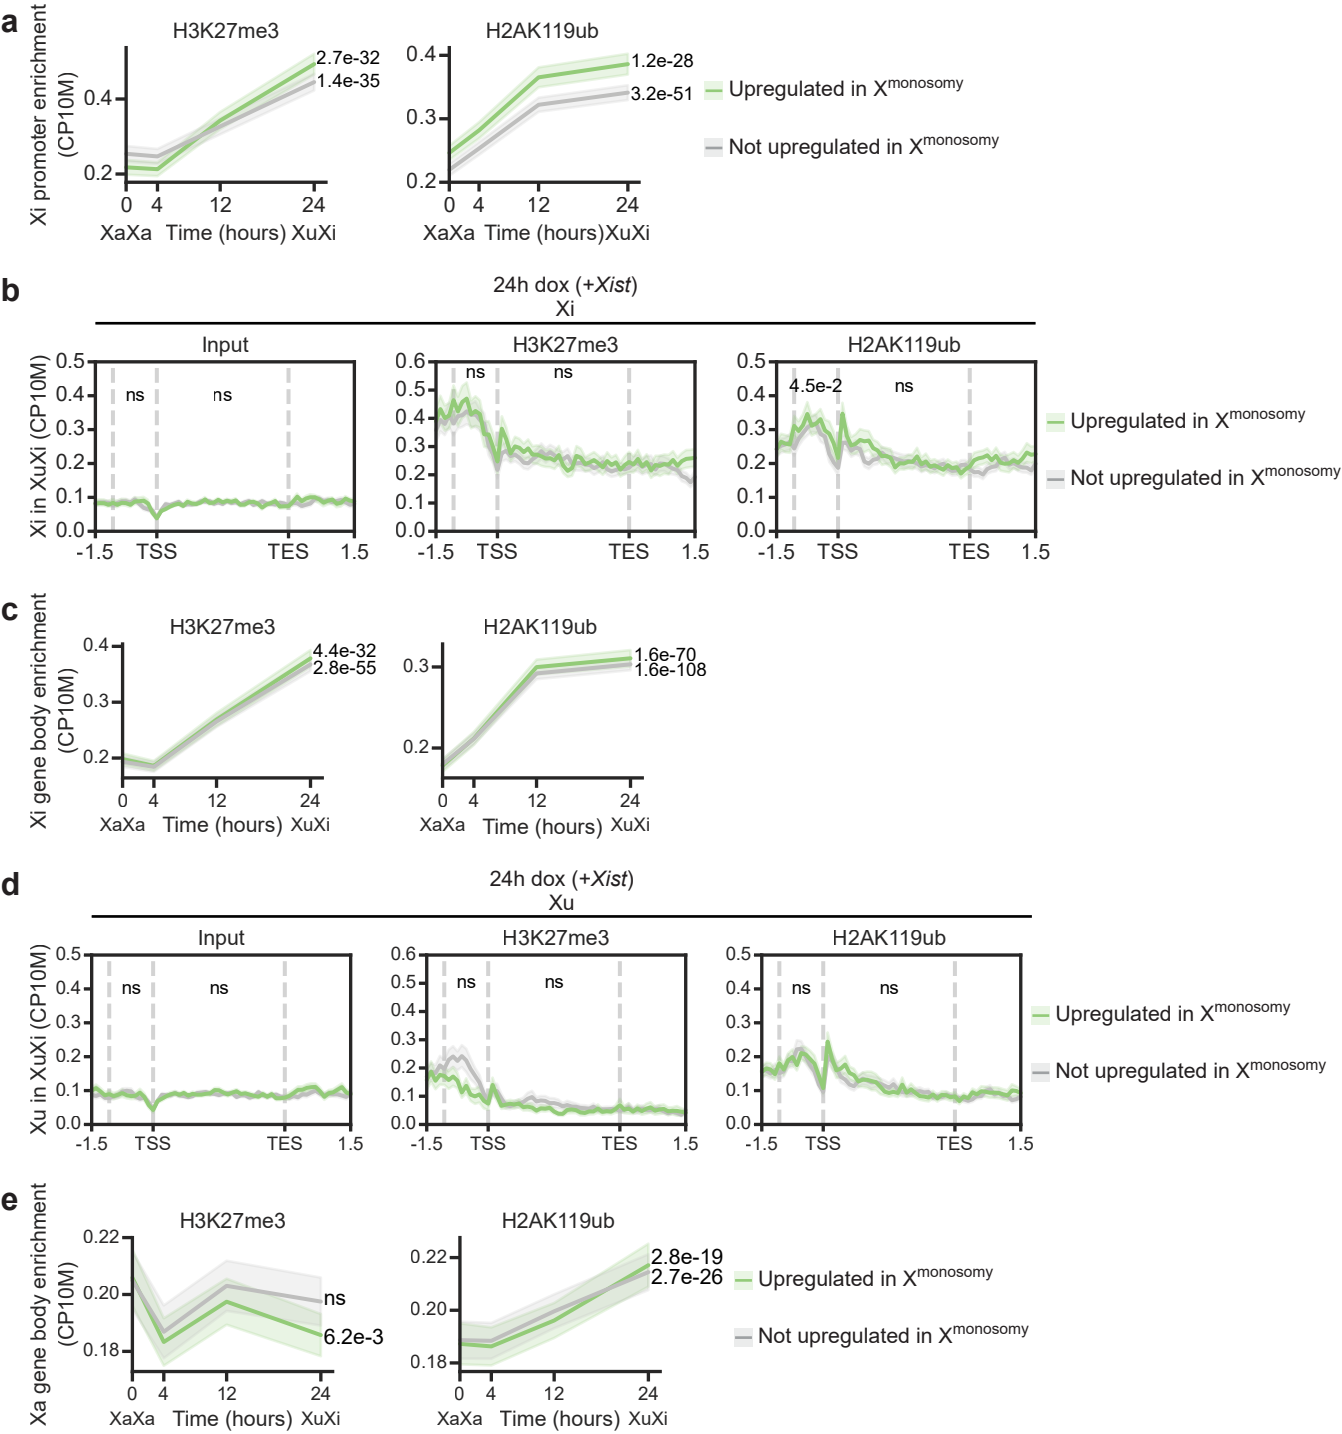

### **Supplementary Fig. 3. Repressive hPTMs analysis.**

**a, c.** Line plots showing promoter (**a**) and gene body (**c**) enrichment of repressive histone modifications on the inactive allele during XCI. Enrichment was quantified by the mean counts per 10 million (CP10M) in the promoter region (1kb region upstream of the TSS, **a**) or gene body (TSS to TES, **c**). Mean enrichment is plotted for upregulated (green) and not upregulated (gray) genes separately, with shaded areas indicating the standard error. P-values comparing enrichment at 0 and 24 hours were calculated using two-sided paired t-tests, corrected for multiple testing with the Benjamini-Hochberg method, and shown to the right of each gene set.

**b, d.** Profile plots showing ChIP-seq enrichment at genomic regions of upregulated (green) and not upregulated genes (gray). The CP10M-normalized tracks of the inactive (**b**) or active upregulated (**d**) allele after 24 hours of dox are plotted, with shaded areas indicating the standard error. Promoter and gene body regions are indicated by dashed lines. P-values comparing enrichment between upregulated and not upregulated genes within these regions were calculated using two-sided Student's t-tests, corrected for multiple testing with the Benjamini-Hochberg method, and are shown above the corresponding region.

**e.** Same as in **c**, but showing gene body enrichment on the active upregulated allele. Reanalysis of data from Zylitz et al.<sup>57</sup>

**a**

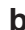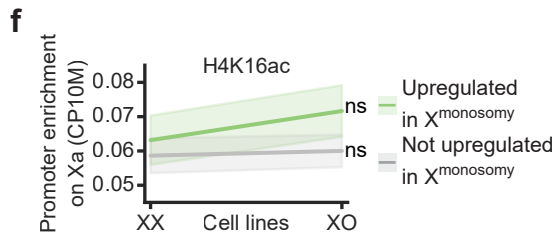

#### Supplementary Fig. 4. Active hPTMs analysis.

**a.** Line plots showing promoter enrichment of active histone modifications on the inactive allele during XCI. Promoter enrichment was quantified as the mean counts per 10 million (CP10M) in the promoter region (1kb region upstream of the TSS). Mean enrichment is plotted for the promoters of upregulated (green) and not upregulated (gray) genes separately, with shaded areas indicating the standard error. P-values comparing enrichment at 0 and 24 hours were calculated using two-sided paired t-tests, corrected for multiple testing with the Benjamini-Hochberg method, and shown to the right of each gene set.

**b-c.** Profile plots showing ChIP-seq enrichment at genomic regions of upregulated (green) and not upregulated genes (gray). The CP10M-normalized tracks of the inactive allele (**b**) or active upregulated allele (**c**) after 24 hours of dox are plotted, with shaded areas indicating the standard error. P-values comparing enrichment between upregulated and not upregulated genes within the promoter region were calculated using two-sided Student's t-tests, corrected for multiple testing with the Benjamini-Hochberg method, and are shown above the promoter region (indicated with dashed lines).

**d.** Genome browser views showing histone modification tracks at loci of upregulated genes *Flna*, *Sat1* and *Slc10a3*. Promoter regions display increased enrichment of H3K9ac and H2AK119Ub between 0 hours (blue) and 24 hours (orange), consistent with significant changes shown in **Figure 1h-i**. Additionally, promoter enrichment of H3K27ac and H4ac is observed at 24h, as described in **c**.

**e.** Same as in **c**, but for H4K16ac enrichment on the active allele.

**f.** Same as in **a**, but for H4K16ac promoter enrichment on the active allele.

# Supplementary Figure 5

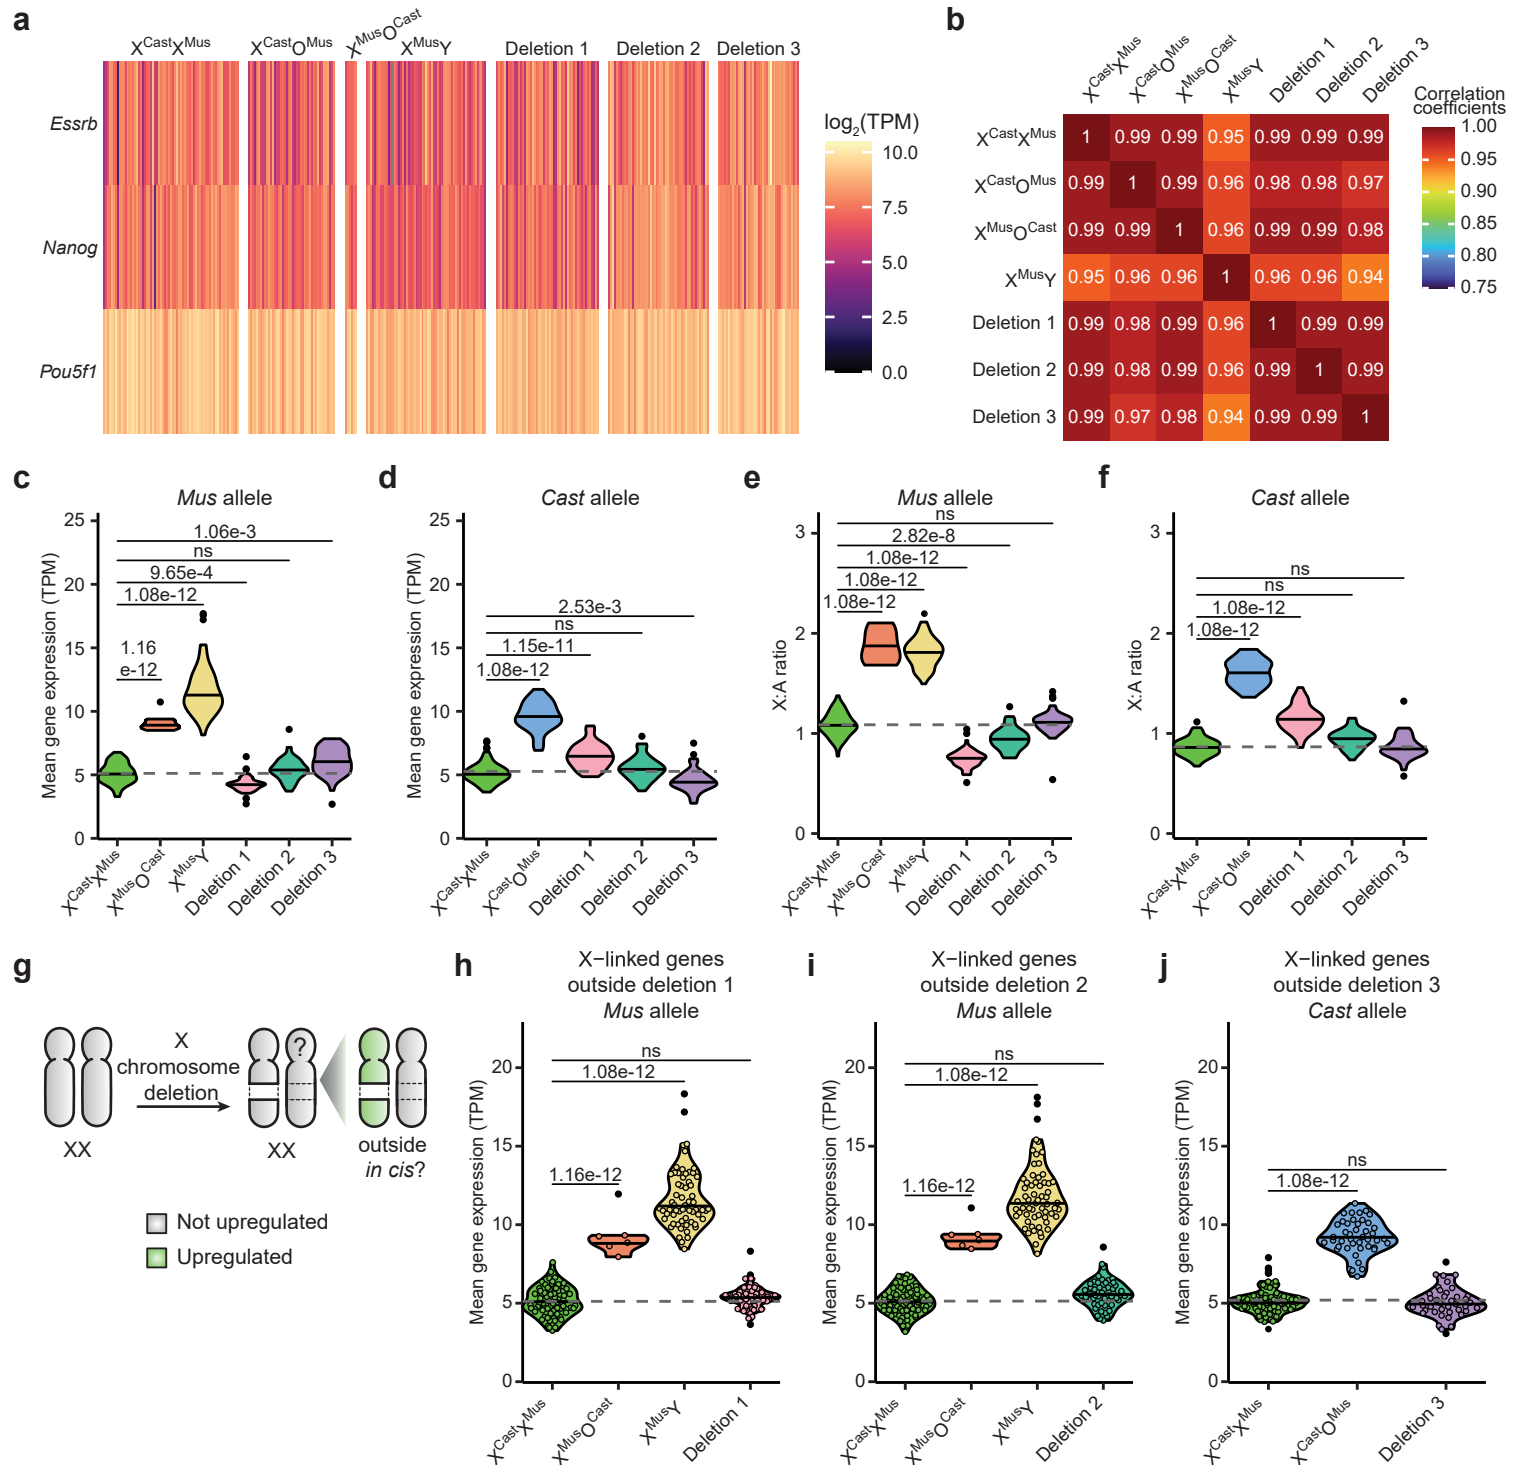

**Supplementary Fig. 5. Genomic and transcriptomic characterisation of cell lines with heterozygous deletions from scRNA-seq experiment.**

**a.** Heatmap showing expression of pluripotency genes *Essrb*, *Nanog* and *Pou5f1*.

**b.** Correlation heatmap showing the Pearson correlation coefficients of the mean total allelic expression of autosomal genes between all cell lines used in the scRNA-seq experiment.

**c, d.** Violin plots separated by cell line show the mean gene expression from the *Mus* (**c**) and *Cast* (**d**) allele of expressed X-linked genes. Dashed line indicates the mean value of XX cells. Each dot represents a cell.

**e, f.** Violin plots separated by cell line show the mean X-to-Autosome ratio (X:A ratio) from the *Mus* (**e**) and *Cast* (**f**) allele of expressed X-linked genes. Dashed line indicates the mean value of XX cells. Each dot represents a cell.

**g.** Schematic depiction of the “XCU center” hypothesis, such that deletion of a region of one X chromosome induces transcriptional upregulation for genes located outside of the deletion region *in cis*.

**h-j.** Violin plots separated by cell line show the mean gene expression from the *Mus* (**h, i**) and *Cast* (**j**) allele of genes located outside of Deletion 1 (**h**), Deletion 2 (**i**), and Deletion 3 (**j**). The dashed line indicates the mean value of  $X^{Cast}X^{Mus}$  cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell.

P-values were calculated via the Tukey HSD test (ns - not significant).

**a**

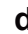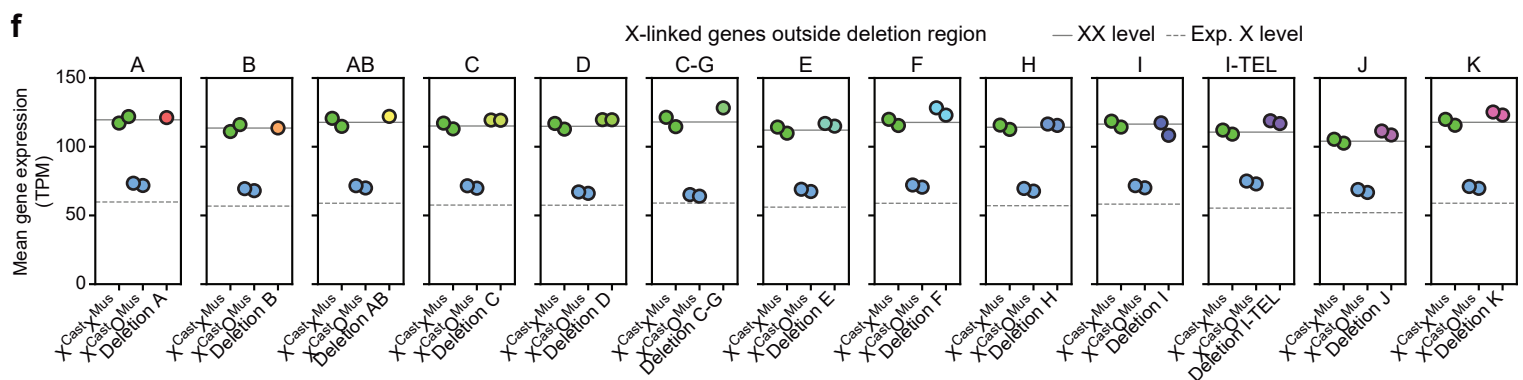

**Supplementary Fig. 6. Genomic and transcriptomic characterization of cell lines with heterozygous deletions from bulk RNA-seq experiment.**

- a.** Genotyping gels validating the deletions in the Deletion A, B, AB, C, D, C-G, E, F, G, H, I, I-TEL, J, K cell lines as well as  $X^{\text{Cast}}O^{\text{Mus}}$  and  $X^{\text{Mus}}O^{\text{Cast}}$  cell lines used for the bulk RNA-seq experiment.
- b.** Schematic depiction of the deleted regions relative to TAD boundary positions (data from Dixon et al., 2012<sup>60</sup>).
- c.** Scatter plot comparing gene expression in transcripts per million (TPM) between WT XX and *Rnf12*<sup>+/-</sup> XX samples. Each dot represents a gene. Significantly down- and upregulated genes are highlighted in blue and red, respectively. The Pearson correlation coefficient between WT and *Rnf12*<sup>+/-</sup> XX is displayed.
- d.** Heatmap of log2 TPM values of pluripotency genes *Essrb*, *Nanog* and *Pou5f1* for each sample in the bulk RNA-seq experiment.
- e.** Correlation heatmap showing the Pearson correlation coefficients of the expression of autosomal genes between all cell lines used in the bulk RNA-seq experiment.
- f.** Scatter plots separated by deletion show the mean expression levels of genes located outside each deletion for  $X^{\text{Cast}}X^{\text{Mus}}$ ,  $X^{\text{Cast}}O^{\text{Mus}}$ , and cells with the corresponding deletion. The solid line represents the average expression level from the XX samples, while the dashed line indicates 50% of the  $X^{\text{Cast}}X^{\text{Mus}}$  expression level, serving as a reference line for expected expression without upregulation. Each dot represents a sample

# Supplementary Figure 7

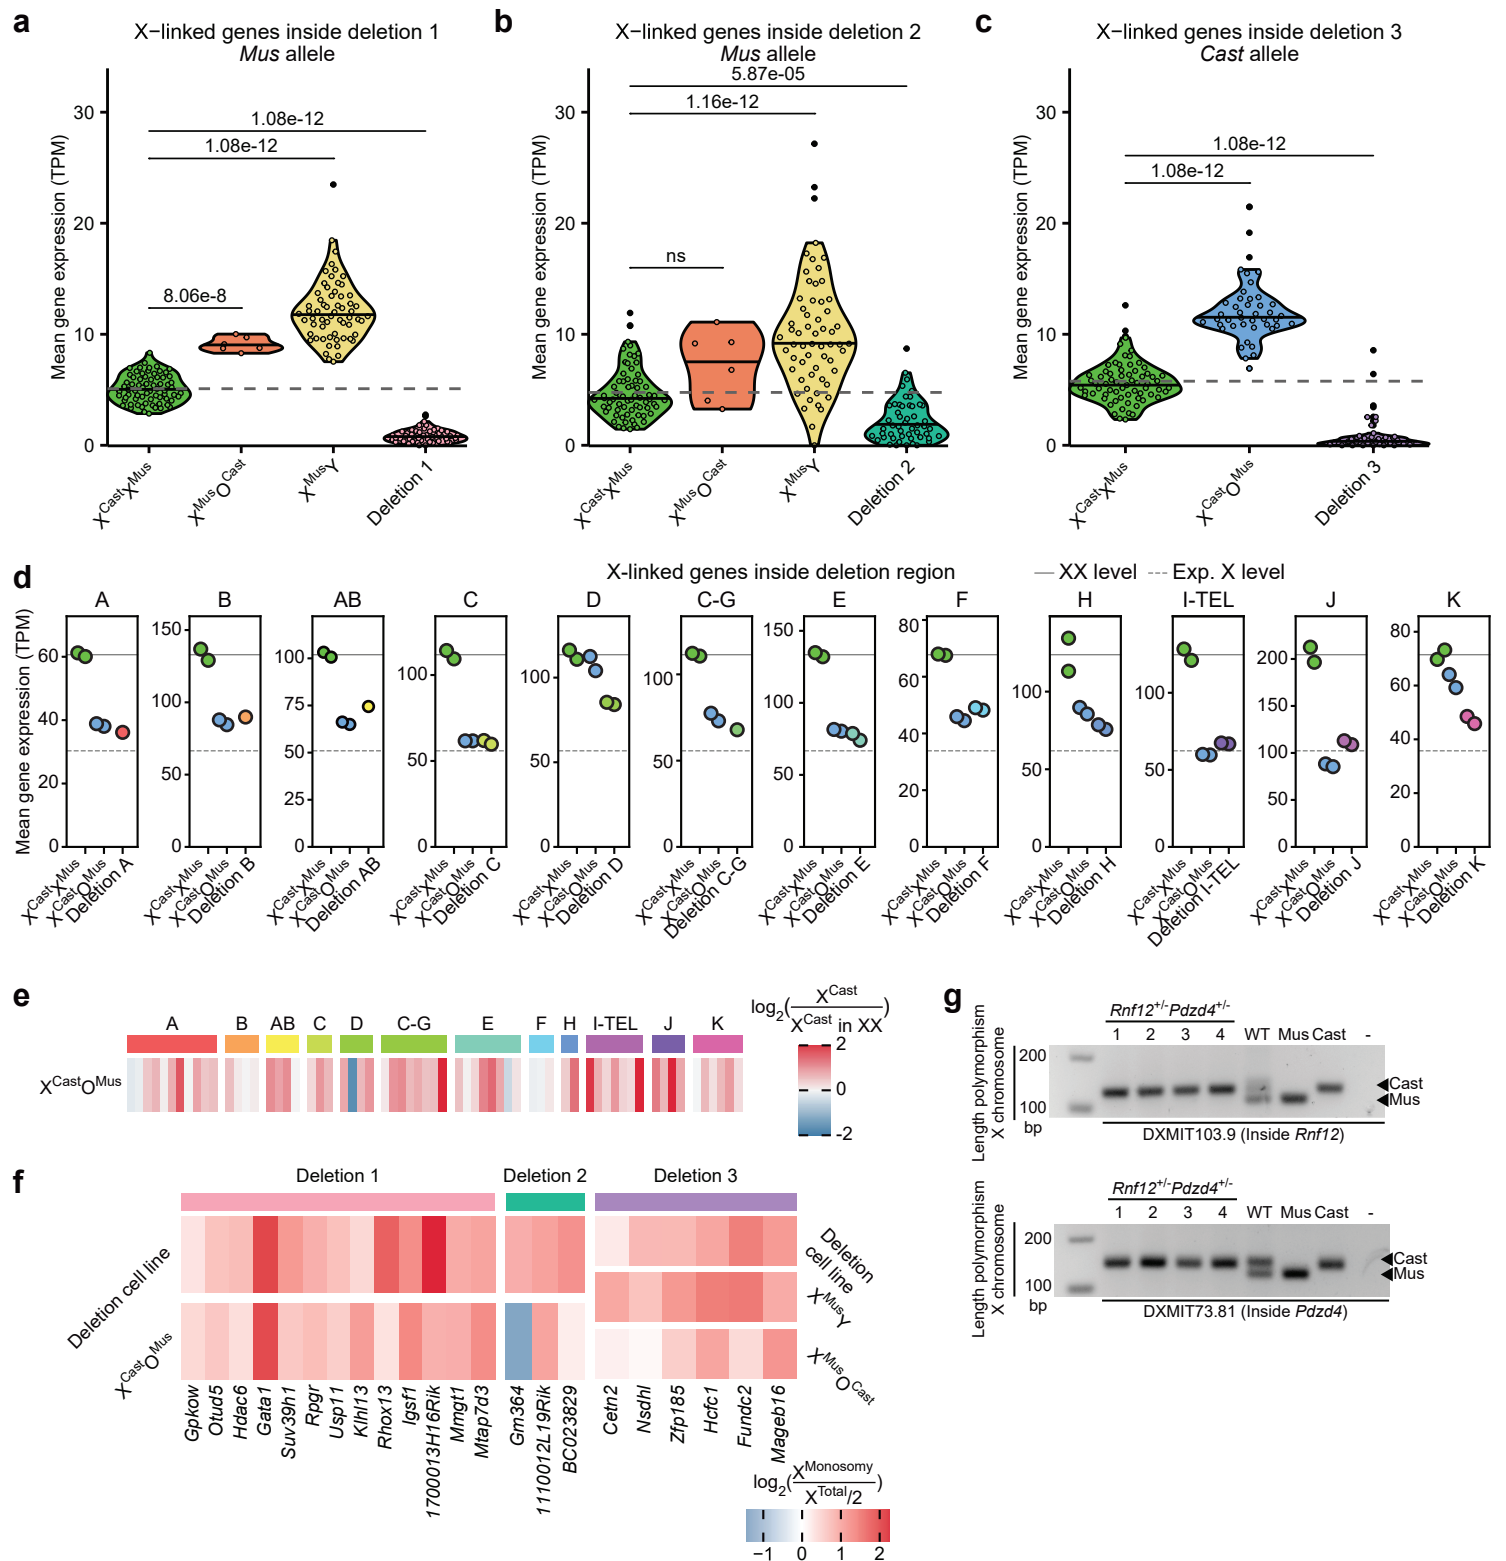

**Supplementary Fig. 7. Transcriptomic characterization of cell lines with heterozygous deletions using genes located inside the deleted regions.**

**a-c.** Violin plots separated by cell line show the mean gene expression from the non-deleted allele inside the region of Deletion 1 (a, *Mus* allele), Deletion 2 (b, *Mus* allele), and Deletion 3 (c, *Cast* allele). The dashed line indicates the mean value of XX cells, serving as a reference line for expected expression without upregulation. Each dot represents a cell. P-values were calculated via the Tukey HSD test (ns - not significant).

**d.** Scatter plots separated by deletion show the mean expression levels of genes located within each deletion for  $X^{Cast}X^{Mus}$ ,  $X^{Cast}O^{Mus}$ , and cells with the corresponding deletion. The solid line represents the average expression level from the XX samples, while the dashed line indicates 50% of the  $X^{Cast}X^{Mus}$  expression level, serving as a reference line for expected expression without upregulation. Deletion 1 did not contain sufficient expressed genes and has been omitted. Each dot represents a sample.

**e.** Heatmap showing the fold change in  $X^{Cast}$  expression in  $X^{Cast}O^{Mus}$ . Only upregulated genes identified from the non-allelic analysis between  $X^{Cast}O^{Mus}$  and  $X^{Cast}X^{Mus}$  are shown. Genes are ordered by genomic location and labeled according to the deletion region.

**f.** Heatmap showing the fold change in expression of genes within each deletion and significantly upregulated in cells with the deletion compared to  $X^{Cast}X^{Mus}$ . Fold change is calculated between *Cast* expression from either  $X^{Cast}O^{Mus}$ , Deletion 1, or Deletion 2 cells and total allelic expression divided by 2 from XX cells, or *Mus* expression from  $X^{Mus}O^{Cast}$ ,  $X^{Mus}Y$ , or Deletion 3 cells and total allelic expression divided by 2 from  $X^{Cast}X^{Mus}$  cells.

**g.** Genotyping gels validating the heterozygous deletion of *Pdzd4* in the *Rnf12*<sup>+/-</sup> parental line.

Supplementary Figure 8

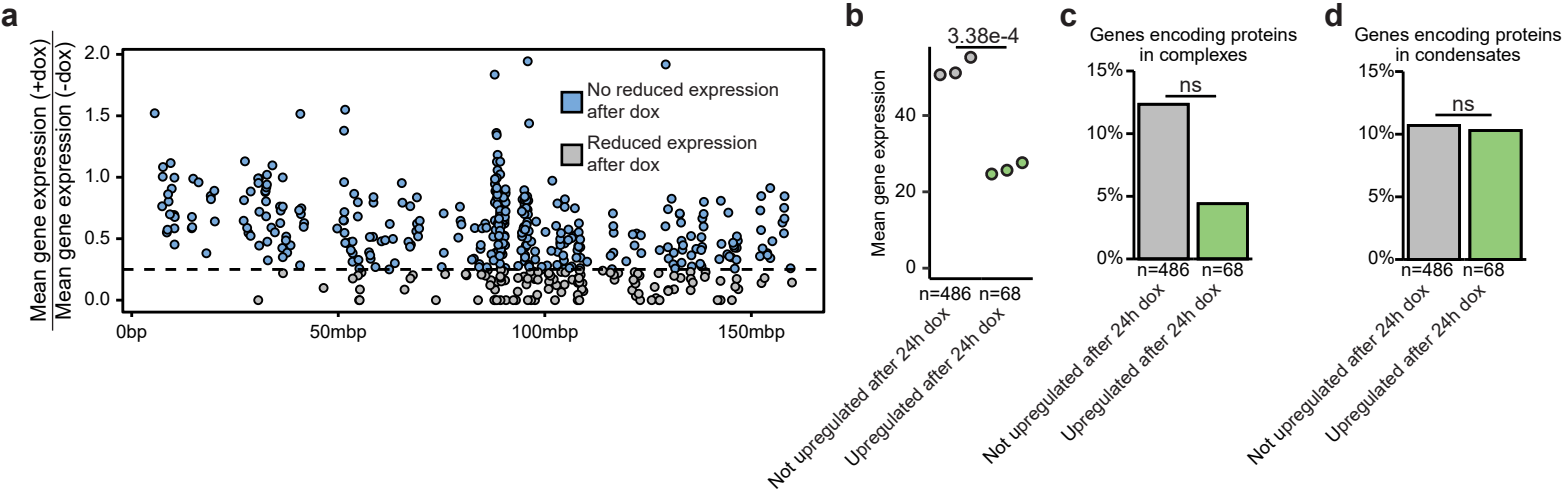

**Supplementary Fig. 8. Characterization of chromosome 3 genes with reduced expression.**

**a.** Scatter plot of the fold change of expression of chromosome 3 genes before and after addition of doxycycline for 24 hours. The dashed line indicates a fold change of 0.25. All genes which fall below the dashed line are defined as genes with reduced expression. Each dot represents a gene.

**b.** Normalized expression of genes annotated as upregulated (n=68, green) or non-upregulated (n=486, gray) identified on chromosome 3 in  $X^{\text{Cast}}X^{\text{Mus}}$  cells prior to addition of doxycycline (ns - not significant). Each dot represents a sample.

**c, d.** Bar plots showing the proportion of genes which code for complex-forming proteins (**c**) or proteins which form condensates (**d**) in the upregulated (n=68, green) and non-upregulated (n=486, gray) gene lists identified on chromosome 3. Each dot represents a sample.

Supplementary Figure 9

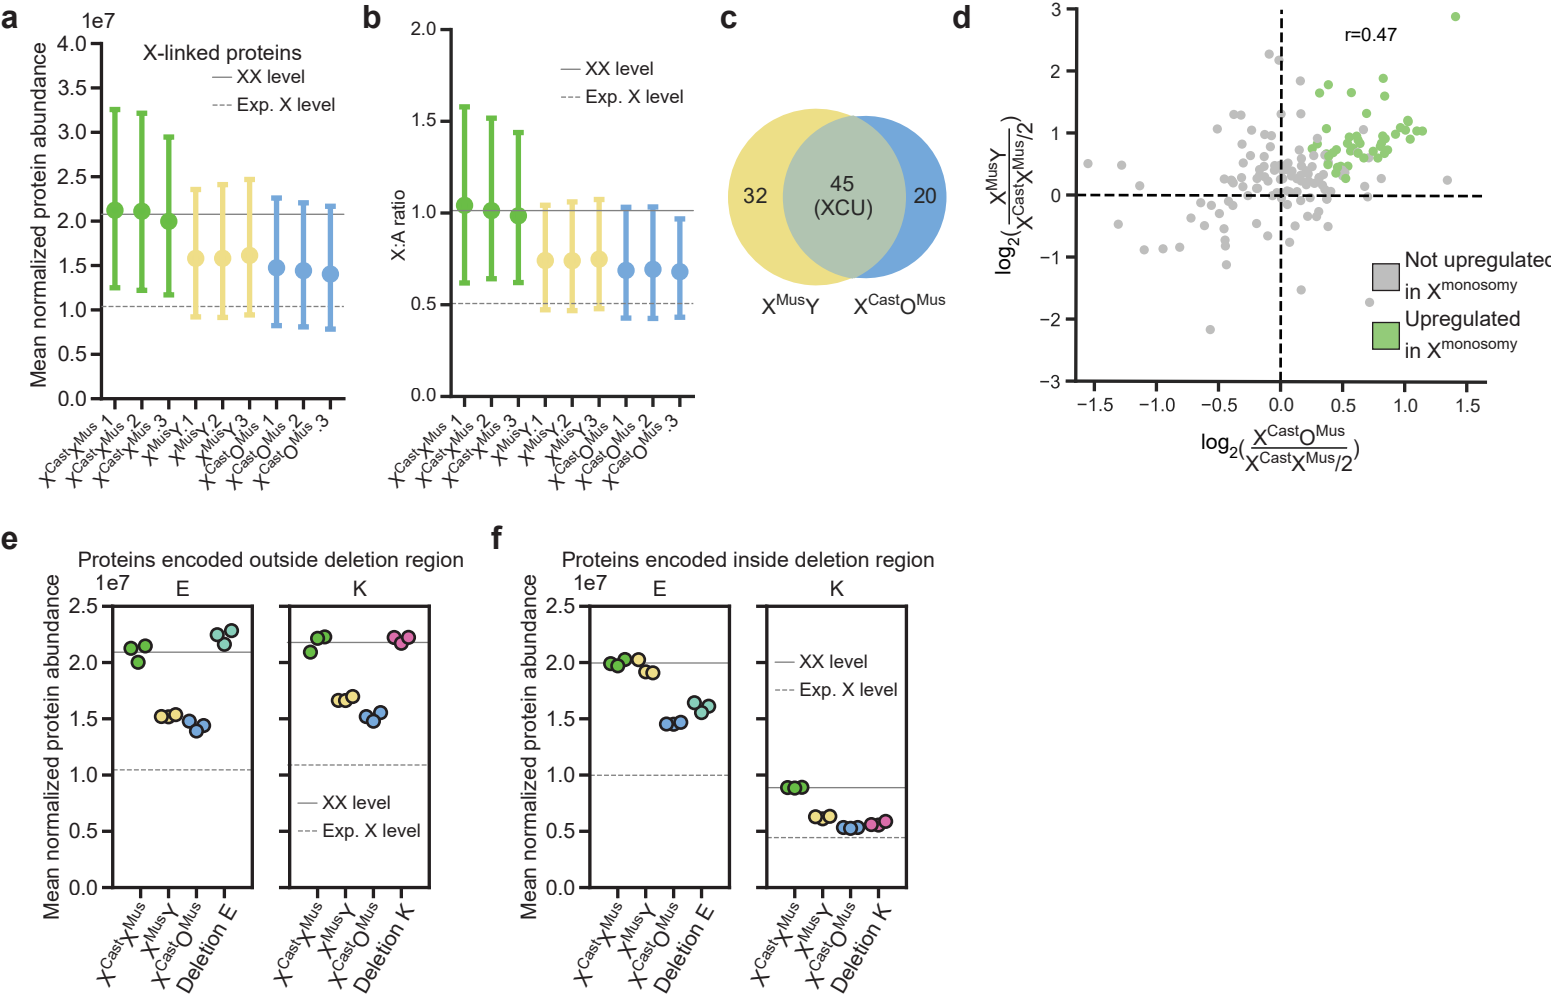

**Supplementary Fig. 9. Characterization of proteomics samples.**

**a, b.** Mean normalized protein abundance (**a**) and X:A ratio (**b**) for all X-linked proteins in XX, XY and  $X^{\text{CastO}^{\text{Mus}}}$ . The mean of each sample is depicted with a dot, with the corresponding 95% confidence intervals shown as error bars. The solid line represents the average abundance levels from the XX samples, while the dashed line indicates 50% of the XX level, serving as a reference line for expected abundance without upregulation.

**c.** Venn diagram showing overlap between proteins upregulated in  $X^{\text{MusY}}$  (yellow) and  $X^{\text{CastO}^{\text{Mus}}}$  (blue) samples. The 45 overlapping proteins were used in subsequent analyses of upregulated proteins.

**d.** Scatter plot of the  $\log_2$  fold change in copy number-corrected protein abundance in both  $X^{\text{CastO}^{\text{Mus}}}$  and  $X^{\text{MusY}}$  samples compared to controls. Proteins are colored by upregulation status, and Pearson correlation coefficient is shown. Each dot represents a protein.

**e, f.** Scatter plots separated by region showing the mean normalized abundance levels of proteins encoded by genes located outside (**e**) and within (**f**) region E and K for XX, XY,  $X^{\text{CastO}^{\text{Mus}}}$  and cells with the corresponding deletion. The solid line represents the average abundance levels from the XX samples, while the dashed line indicates 50% of the XX level, serving as a reference line for expected abundance without upregulation. Each dot represents a sample.

**Supplementary Table 1. Upregulated genes**

**Supplementary Table 2. Metadata of cell lines**

| Deletion | ChrX coordinates |             | Size<br>(Mbp) | Number of genes in deletion |           |             | %<br>upregulated |
|----------|------------------|-------------|---------------|-----------------------------|-----------|-------------|------------------|
|          | Start            | End         |               | Total                       | Expressed | Upregulated |                  |
| 1        | 7,640,796        | 57,081,805  | 49.4          | 308                         | 120       | 13          | 10.8             |
| 2        | 57,075,843       | 72,687,204  | 15.6          | 52                          | 27        | 3           | 11.1             |
| 3        | 72,683,014       | 85,235,510  | 12.6          | 102                         | 62        | 7           | 11.3             |
| A        | 5,977,301        | 9,126,867   | 3.1           | 65                          | 33        | 7           | 21.2             |
| B        | 19,965,047       | 36,657,607  | 16.7          | 80                          | 21        | 4           | 19.0             |
| AB       | 5,977,301        | 36,657,607  | 30.7          | 187                         | 69        | 18          | 26.1             |
| C        | 36,657,607       | 51,952,154  | 15.3          | 99                          | 39        | 8           | 20.5             |
| D        | 51,952,154       | 68,014,381  | 16.1          | 64                          | 22        | 4           | 18.2             |
| C-G      | 23,219,171       | 104,671,164 | 81.5          | 461                         | 176       | 38          | 21.6             |
| E        | 68,651,334       | 75,601,939  | 7.0           | 103                         | 52        | 13          | 25.0             |
| F        | 75,567,564       | 94,452,400  | 18.9          | 58                          | 16        | 2           | 12.5             |
| G        | 94,460,524       | 102,939,806 | 8.5           | 69                          | 34        | NA          | NA               |
| H        | 104,088,048      | 114,560,591 | 10.5          | 48                          | 19        | 3           | 15.8             |
| I        | 114,561,262      | 134,111,786 | 19.6          | 36                          | 4         | 2           | 50.0             |
| J        | 134,112,553      | 145,486,844 | 11.4          | 105                         | 45        | 11          | 24.4             |
| K        | 145,506,466      | 153,393,474 | 7.9           | 44                          | 26        | 8           | 30.8             |
| I-TEL    | 114,561,262      | 169,370,103 | 54.8          | 275                         | 115       | 33          | 28.7             |

**Supplementary Table 3. Upregulated proteins**

| <b>Protein name</b> | <b>Ensembl ID</b>   |
|---------------------|---------------------|
| UBE2A               | ENSMUSG00000016308  |
| PLS3                | ENSMUSG00000016382  |
| CUL4B               | ENSMUSG000000031095 |
| MED14               | ENSMUSG000000064127 |
| MED12               | ENSMUSG000000079487 |
| SHROOM2             | ENSMUSG000000045180 |
| LAS1L               | ENSMUSG000000057421 |
| FLNA                | ENSMUSG000000031328 |
| RPL10               | ENSMUSG000000008682 |
| KDM6A               | ENSMUSG000000037369 |
| RBM3                | ENSMUSG000000031167 |
| UBL4A               | ENSMUSG000000015290 |
| MSN                 | ENSMUSG000000031207 |
| PDHA1               | ENSMUSG000000031299 |
| GDI1                | ENSMUSG000000015291 |
| VBP1                | ENSMUSG000000031197 |
| RPS4X               | ENSMUSG000000031320 |
| RPL39               | ENSMUSG000000079641 |
| IDH3G               | ENSMUSG000000002010 |
| SMS                 | ENSMUSG000000071708 |
| CDK16               | ENSMUSG000000031065 |
| GSPT2               | ENSMUSG000000071723 |
| RBBP7               | ENSMUSG000000031353 |
| HCFC1               | ENSMUSG000000031386 |
| DDX3X               | ENSMUSG000000000787 |
| ZIC3                | ENSMUSG000000067860 |
| UTP14A              | ENSMUSG000000063785 |
| SMARCA1             | ENSMUSG000000031099 |
| GNL3L               | ENSMUSG000000025266 |
| CSTF2               | ENSMUSG000000031256 |
| RAP2C               | ENSMUSG000000050029 |
| PQBP1               | ENSMUSG000000031157 |
| NONO                | ENSMUSG000000031311 |
| SMC1A               | ENSMUSG000000041133 |
| PDZD11              | ENSMUSG000000015668 |
| PHF6                | ENSMUSG000000025626 |
| MCTS1               | ENSMUSG000000000355 |
| APOO                | ENSMUSG000000079508 |
| DKC1                | ENSMUSG000000031403 |
| CCDC22              | ENSMUSG000000031143 |
| ACSL4               | ENSMUSG000000031278 |
| MORF4L2             | ENSMUSG000000031422 |
| RBMX                | ENSMUSG000000031134 |
| HDAC6               | ENSMUSG000000031161 |

**Supplementary Table 4. List of gRNA sequences**

| <b>Name</b>            | <b>Sequence (5' - 3')</b> | <b>Additional info</b>                           | <b>Reference</b> |
|------------------------|---------------------------|--------------------------------------------------|------------------|
| gRNA_Del_A-5'          | TTAAGCACATACTACCATAG      |                                                  |                  |
| gRNA_Del_A-3'          | TCTGGCTTCTTTCAATACAG      |                                                  |                  |
| gRNA_Del_B-5'          | TGACAAGTGCTAATGAACAA      |                                                  |                  |
| gRNA_Del_B-3'_Del_C-5' | TTTCTGGGTATGATTACCA       |                                                  |                  |
| gRNA_Del_C-3'_Del_D-5' | CAGGGGCATGGACTGCCGAG      |                                                  |                  |
| gRNA_Del_D-3'          | CCATTGCTAATGTGTCCATG      |                                                  |                  |
| gRNA_Del_E-5'          | TTAATAATATGCTAAACCAG      |                                                  |                  |
| gRNA_Del_E-3'          | TTATGGTTGCAGTTTGCGGG      |                                                  |                  |
| gRNA_Del_F-5'          | AATCACCTGGTATGAGACGG      |                                                  |                  |
| gRNA_Del_F-3'          | GGAGACCACCATGACCGGGT      |                                                  |                  |
| gRNA_Del_G_5'          | GCTTAGTGTTTCAGACAACGG     |                                                  |                  |
| gRNA_Del_G_3'          | CAGGCATGAGGTTTCCGTAG      |                                                  |                  |
| gRNA_Del_H-5'          | GCACTATTAGCAGAATGATC      |                                                  |                  |
| gRNA_Del_H-3'          | ATATTGTTTTGTCATTAGGG      |                                                  |                  |
| gRNA_Del_I-5'          | TAGTGCTATTTACATTAGCA      |                                                  |                  |
| gRNA_Del_I-3'          | GTCAGAAGTTTCTCTCCCGA      |                                                  |                  |
| gRNA_Del_J-5'          | CAGAATGCTTCCAGACGGAT      |                                                  |                  |
| gRNA_Del_J-3'          | GAGCATCGCCTGAACCAGCC      |                                                  |                  |
| gRNA_Del_K-5'          | CAGTTGGGGGATAACGGTTT      |                                                  |                  |
| gRNA_Del_K-3'          | GAGTCTCATGCTAACCGTGA      |                                                  |                  |
| gRNA_Rnf12_5'-1        | AAAGCGCTGTACAAAAAGTT      | Rnf12+/- line for del A to I & K, Rnf12+/-Pdzd4+ | 1                |
| gRNA_Rnf12_3'-1        | GGAACAAGTACTCTAAACTA      |                                                  | 1                |
| gRNA_Rnf12_5'-2        | CATATTGAACTGTACTAAAG      | Rnf12+/- line del J and I-TEL                    |                  |
| gRNA_Rnf12_3'-2        | TTACTTGGAAGTACAATGC       |                                                  |                  |
| gRNA_Pdzd4_5'-1        | ATGCTAGGGCCCAAGCAATG      | 5'-1 and 3'-2 gRNAs for clone 1 and 2            |                  |
| gRNA_Pdzd4_3'-2        | ATTGGCATTATCTGGTCTCA      |                                                  |                  |
| gRNA_Pdzd4_5'-2        | CAACAACCCACCCCATTTGCT     | 5'-2 and 3'-1 gRNAs for clone 3 and 4            |                  |
| gRNA_Pdzd4_3'-1        | GGGCCTCAGGAGTCGGCGCA      |                                                  |                  |

**Supplementary Table 5. List of genotyping primers**

| Name          | Sequence (5' - 3')          | Description                | Reference                                               |
|---------------|-----------------------------|----------------------------|---------------------------------------------------------|
| DXMIT9.1_Fw   | TCCTTTTCCCACTGACAGGC        | Inside deletion A          | Whitehead institute at MIT; Center for genomic research |
| DXMIT9.1_Rv   | CAAAGCCTCCACGACTTCCT        |                            |                                                         |
| DXMIT9.6_Fw   | CCTGTGTAAGCAAGTGCAGC        | Inside deletion AB         |                                                         |
| DXMIT9.6_Rv   | CAGCTGCCATCCCTTCCTTT        |                            |                                                         |
| DXMIT20.0_Fw  | CCAGCAATCCTTTGTCACTTCC      | Inside deletion B          |                                                         |
| DXMIT20.0_Rv  | GCAGGCTTGTGCATGCTAGT        |                            |                                                         |
| DXMIT37_Fw    | TCCCAGACATTGACCAAACA        | Inside deletion C          |                                                         |
| DXMIT37_Rv    | TACAAATGGCTGGTCTCTCCA       |                            |                                                         |
| DXMIT57_Fw    | ACCCTAGCCGTTACTATCTCC       | Inside deletion D          |                                                         |
| DXMIT57_Rv    | TCTCTCTATTCCCCCCC           |                            |                                                         |
| DXMIT74.0_Fw  | AAGCACAAAGATCGGTCAGG        | Inside deletion E          |                                                         |
| DXMIT74.0_Rv  | CGCAACACACATGTACACACA       |                            |                                                         |
| DXMIT94.3_Fw  | CTATGACCAGCAAGAGTGGCT       | Inside deletion F          |                                                         |
| DXMIT94.3_Rv  | ACTTCCCTCCAGGGTAGCTT        |                            |                                                         |
| DXMIT95_Fw    | CCCTGAGGCTGGGAGTCTAT        | Inside deletion G          |                                                         |
| DXMIT95_Rv    | AGGACGTAAGGAGAGTTAGAGAGA    |                            |                                                         |
| DXMIT103.3_Fw | AGCACTCATGGAGCCCAAAA        | Inbetween deletion G and H |                                                         |
| DXMIT103.3_Rv | AGCCAACACAGTGCCCATAA        |                            |                                                         |
| DXMIT65_Fw    | ATATTAAGGGAGGTAACAAAGACCC   | Inside deletion H          |                                                         |
| DXMIT65_Rv    | GGTTTCTGTGATTGCTATAGGACA    |                            |                                                         |
| DXMIT133_Fw   | TGGGGCTCAGTGGA AAAACA       | Inside deletion I          |                                                         |
| DXMIT133_Rv   | GCTGGTAGTGACAGATCACTTG      |                            |                                                         |
| DXMIT140.3_Fw | ACAGGACACCACGACTTAGT        | Inside deletion J          |                                                         |
| DXMIT140.3_Rv | GTGGGAGAGGAAGCAGAGAC        |                            |                                                         |
| DXMIT151_Fw   | TGTTCTATATTGCTTTGTTAGGTTTCT | Inside deletion K          |                                                         |
| DXMIT151_Rv   | GCAAAAAGAAACCAACCCA         |                            |                                                         |
| DXMIT168_Fw   | GTCTGGATTGGGTTCTAAATATTT    | Outside deletion K 3'      |                                                         |
| DXMIT168_Rv   | AAGCACATACACACATACGTTCTC    |                            |                                                         |
| DXMIT103.9_Fw | GCCAGCCTGGTCTACAAAGT        | Inside Rnf12               |                                                         |
| DXMIT103.9_Rv | AGGAGATGCAAAATGGCAGT        |                            |                                                         |
| DXMIT73.81_Fw | CAGGACACATGCATCTTGGG        | Inside Pdzd4               |                                                         |
| DXMIT73.81_Rv | GGAAAGTGAGCAAGACTGGCA       |                            |                                                         |

**Supplementary Table 6. List of allele-specific qPCR primers**

| Name          | Sequence (5' - 3')     | Description                | Reference         |
|---------------|------------------------|----------------------------|-------------------|
| Rplp0_qPCR_FW | TCCAGAGGCACCATTTGAAATT |                            | 2                 |
| Rplp0_qPCR_RV | TCGCTGGCTCCACCTT       |                            | 2                 |
| H2afz_qPCR_FW | GGCCGTATTCATCGACACCTGA |                            | Origene, MP205904 |
| H2afz_qPCR_RV | GACGCATTTCTGCCAACTCAAG |                            | Origene, MP205904 |
| PDZD4_129_F1  | TCCCTTCTTGGGGCTTTCTATT | SNP rs31667483 PDZD4 3'UTR |                   |
| PDZD4_Cast_F1 | TCCCTTCTTGGGGCTTTCTATC | SNP rs31667483 PDZD4 3'UTR |                   |
| PDZD4_R1      | ACCCTCACCTCCCTTAGAA    | SNP rs31667483 PDZD4 3'UTR |                   |

### Supplementary references

1. Gontan, C. *et al.* REX1 is the critical target of RNF12 in imprinted X chromosome inactivation in mice. *Nat. Commun.* **9**, 4752 (2018).
2. Nora, E. P. *et al.* Spatial partitioning of the regulatory landscape of the X-inactivation centre. *Nature* **485**, 381–385 (2012).

# Supplementary material for: X-chromosome upregulation operates on a gene-by-gene basis at RNA and protein levels
**Source:** Nat Commun. 2025 Sep 30;16:8352. doi: 10.1038/s41467-025-64195-3
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Jun 17, 2025

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection BD FACSDiva (v9.0)

Data analysis zUMIs (v2.9.7), STAR (v2.7.1a), Seurat (v4.2.1), SNPsplite (v0.3.4), TrimGalore (v0.6.7), HISAT2 (V2.2.1), Samtools (v1.10), featureCounts (v2.0.6), DESeq (v1.30.1), Spectronaut Pulsar X (v17.0.221202), Bowtie2 (v2.5.0), deepTools (v3.3.5), FlowJo (v10)  
Additional code used for analysis can be found at <https://github.com/pasquelab/Mice-XCU>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed high-throughput sequencing data (scRNA-seq, RNA-seq and CHIP-seq) generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE282792 (reviewers link: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282792>, token:

ufqjkgmkplgtpwv). Moreover, RNA-seq and ChIP-seq datasets from GSE119602 and GSE116480 were reanalyzed. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD057399 (reviewers link: <https://www.ebi.ac.uk/pride/login>, token: GlqL6rwaGy93).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences
 ☐ Behavioural & social sciences
 ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed. For bulk RNA-seq and proteomics experiments, a minimum sample size of two was chosen. Due to quality filtering, some samples were excluded. Deletions A–B and C–G resulted from CRISPR-Cas9 targeting that caused larger than intended deletions extending beyond the initial target site, which prevented the generation of replicates. For single cell experiments, one 384-well plate was used to analyze 5 different samples, therefore we aimed for ~70 cells of each sample type. Sex was considered in the study design. No statistical method was used to predetermine sample size. |
| Data exclusions | One deletion A clone and both deletion G clones were excluded from RNA-seq analysis due to suspected recombination events or partial XO genotype, rather than the intended deletion. One cell from the XO sample was omitted due to ambiguous X-linked gene expression levels.                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | As noted above, we attempted to include a suitable amount of replicates (n>=2), but some replicates required exclusion. We performed correlation analyses to ensure that replicates accurately reproduce experimental findings.                                                                                                                                                                                                                                                                                                                                                                                                       |
| Randomization   | Randomization was not relevant to our study, as we did not need to subset samples into experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Blinding was not relevant to our study, as we did not test the effect of differential treatment between experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                           | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                     | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |                                     |                                                    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | SSEA-PE (RNDSystems, FAB2155P-025, clone: MC-480)<br>H4K16ac (Sigma-Aldrich, 07-329, Lot: 3772263)<br>IgG (Sigma-Aldrich, 12-370)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Validation      | SSEA-PE validation statement on RNDSystems website: "D3 mouse embryonic stem cell line was stained with Mouse Anti-Human/Mouse SSEA-1 PE-conjugated Monoclonal Antibody..." <a href="https://www.rndsystems.com/products/human-mouse-ssea-1-pe-conjugated-antibody-mc-480_fab2155p">https://www.rndsystems.com/products/human-mouse-ssea-1-pe-conjugated-antibody-mc-480_fab2155p</a><br>H4K16ac validation statement on Sigma website: "...published and validated in ChIP, WB, Mplex, PIA, DB, ChIP-seq" <a href="https://www.sigmaaldrich.com/BE/en/product/mm/07329">https://www.sigmaaldrich.com/BE/en/product/mm/07329</a><br>IgG validation statement on Sigma website: "...Routinely evaluated by IP/WB as a non-specific IgG control" <a href="https://www.sigmaaldrich.com/BE/en/product/mm/12370">https://www.sigmaaldrich.com/BE/en/product/mm/12370</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | <ul style="list-style-type: none"> <li>- Female F1 2-1 (129/Sv-Cast/Ei) mESCs used for bulk RNA-seq, qPCR and proteomic experiments were obtained from Rudolf Jaenisch (Whitehead Institute), cited in Monkhorst et al., Cell, 2008</li> <li>- Male F1 2-3 (129/Sv-Cast/Ei) mESCs used for proteomic experiments were obtained from Rudolf Jaenisch (Whitehead Institute), cited in Gribnau et al., Genes Dev., 2003</li> <li>- Female XX F1 2-1 (129/Sv-Cast/Ei) cells were used to derive deletion cell lines used for bulk RNA-seq, qPCR, and proteomics experiments.</li> <li>- Male XY mESC line (BxC5.1 clone #1, C57BL/6J-Cast/EiJ) used for single cell RNA-seq experiments were obtained from the laboratory of Qiaolin Deng and were generated in Chen et al., Genome Res., 2016</li> <li>- Female XO (X-GFP) iPSCs (129/Sv-Cast/EiJ) used in single cell RNA-seq experiments were generated by culturing XX-GFP iPSCs (clone 4) from Talon et al., Genome Biol., 2021 to passage 14. Female XX iPSCs (129/Sv-Cast/EiJ) were derived as described in Talon et al., Genome Biol., 2021 and sorted at passage 8.</li> <li>- Female XX deletion lines (XX mESC, 129/Sv-Cast/EiJ) used for single cell RNA-seq experiments were reused from Song et al., Stem Cell Rep., 2019. LF1 4-6 was renamed to Deletion 1, LF2 6-35 was renamed to Deletion 2, LF3 10-5 was renamed to Deletion 3.</li> </ul> |
| Authentication                                                       | Cell lines were not authenticated                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                   |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282792">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282792</a><br>token: ufqjkgmkplgtpwv |
| Files in database submission                                       | GSM8650614_H4K16ac_RNF12.129.bw<br>GSM8650614_H4K16ac_RNF12.bw<br>GSM8650614_H4K16ac_RNF12.Cast.bw<br>GSM8650616_H4K16ac_XO.129.bw                                |

Genome browser session  
(e.g. [UCSC](#))

GSM8650616\_H4K16ac\_XO.bw  
GSM8650616\_H4K16ac\_XO.Cast.bw

IGV (v2.19.4)

## Methodology

Replicates

No replicates were included

Sequencing depth

ChIP-seq libraries were prepared using the ChIPThruPLEX method (Takara Bio, R400675) and sequenced on an Illumina NextSeq2000 platform. Paired-end reads of 50 base pairs in length were generated. For each sample, between 43 million and 49 million reads were obtained, of which 90.7–91.9% mapped uniquely.

Antibodies

H4K16ac antibody (Sigma-Aldrich, 07-329, Lot: 3772263)

Peak calling parameters

We did not perform peak calling.

Data quality

Sequencing quality was monitored using FastQC (v0.12.1). Adapter and low-quality bases were trimmed with TrimGalore (v0.6.7). Signal distribution and enrichment over expected regions were visually inspected in IGV (v2.19.4) and quantified using deepTools (v3.5.5) to confirm overall data quality.

Software

FastQC (v0.12.1), TrimGalore (v0.6.7), Bowtie2 (v2.5.0), SNPsplit (v0.3.4), deepTools (v3.5.5; bamCoverage, computeMatrix, multiBigwigSummary), Python (v3.9.16), IGV (v2.19.4)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells were filtered (40um) and counted. 10,000 cells were resuspended in PBS with 0.5% BSA. Antibody was added and cells were incubated for 30mins at 4C. DAPI was added prior to sorting.

Instrument

BD FACSAria Fusion (FACSAriaIII)

Software

BD FACSDiva (v9.0), FlowJo (v10)

Cell population abundance

Relevant cell populations (SSEA1+/DAPI-) were sufficiently abundant for all samples. Cells maintained pluripotency as shown by low SSEA1- percentage.

Gating strategy

Live cells were gated by DAPI/FSC-A. Debris was excluded by SSC-A/FSC-A gating. Singlets were obtained by FSC-H/FSC-A gating, followed by SSC-H/SSC-A gating. Finally, Pluripotent cells with unambiguous X-chromosome state were obtained by selected high SSEA1+ and GFP- cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

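Bulk RNA-seq was analysed for 30 libraries of 17 conditions: XX wild type, XX *Rnf12*+/-, X CastO Mus and X MusO Cast mESCs with 2 libraries each, and the 13 deletion lines, of which 9 have 2 clones and 4 (A, B, AB and C-G) have 1. The label of each library gives its line and clone, and these were used as the groups. The authors trimmed the reads with TrimGalore 0.6.7, aligned them with HISAT2 2.2.1 to mm10 masked at the SNPs between 129/Sv and Cast/Ei, split them by allele with SNPsplit 0.3.4, merged them with Samtools 1.10 and counted them per gene with featureCounts 2.0.6 on the exons of Ensembl release 98. The deposited table holds these counts, without normalization, in 90 columns: for each library the count of all reads, of reads assigned to the 129/Sv (*Mus*) allele and of reads assigned to the *Cast* allele. TPM were computed anew from these counts. The XO libraries were read as single reads and all others as paired reads, of 50 bases each.

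Of the 55421 genes in the table, 55240 were matched by identifier to GENCODE M21 (GRCm38), from which gene positions, gene types and the length of the union of exons were taken. The 181 genes without a match held at most 0.004% of the counts of a library and were left out. In 354 of 1662630 pairs of a gene and a library the counts of both alleles together exceeded the count of all reads, and these values were kept as deposited. TPM were the counts divided by exon length and scaled to a common total. Copy numbers per gene and line followed the deletion borders in the paper, with a gene called inside a deletion when it lies wholly within it. *Rlim* (*Rnf12*) was counted with 2 copies in XX *Rnf12*+/- and in the deletion lines outside their deletions, although 1 copy is deleted there. Expressed genes had a mean TPM over 5 in XX *Rnf12*+/-, and upregulated genes a mean TPM per copy in X CastO Mus over 1.2 times that in XX *Rnf12*+/-.

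Depth was lowest in the library batch of 20 deletion libraries, with 8816184 to 10680026 counts per library, and highest at 21181405 counts in deletion E. Allelic counts are a fraction of these, so that only genes with at least 20 *Cast* counts in both XX *Rnf12*+/- libraries were used for changes of the *Cast* allele.

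Tests per gene used edgeR 4.0.16 (quasi-likelihood test) in R 4.3.3 on all 30 libraries with 1 term per condition, the log of the copy number in the offset and TMM factors of autosomal genes, and were adjusted by the Benjamini-Hochberg method over all expressed genes at 0.05. XX *Rnf12*+/- and XX wild type were compared on their 4 libraries alone, with genes of at least 10 counts in 2 libraries and a log2 fold change beyond 1. DESeq2 1.42.0 was the other tool. Sets of genes inside and outside each deletion were tested with fry of limma 3.58.1 on log2 CPM per copy (prior count 2), with camera as the other set test. Means per library were compared with exact permutation tests, two-sided, computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The 10 single regions were compared over the paired-read libraries, without those whose deletion covers only part of the region's genes (1 library for B and H, 2 for E and F). Lists of genes were compared with 10000 random lists of the same size, and correlations with 100000 permutations. Because gene sets and reference share the XX *Rnf12*+/- libraries, 100 draws of simulated counts without change were put through the same steps.

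The tests were tried on simulated data. For X CastO Mus against XX *Rnf12*+/-, edgeR called 79 of 100 genes changed by a log2 of 1 and 91 of 100 changed by 2, and 6 of 11503 unchanged genes. DESeq2 called 74 and 92 of these, and 13 unchanged genes. For deletion I-TEL with 2 clones edgeR called 82 and 95, and for deletion A with 1 clone 65 and 93. On the 4 libraries of XX wild type and XX *Rnf12*+/- it called 28 and 75, and 15 of 16744 unchanged genes, by the adjusted p alone. The log2 threshold of 1 used on the data was not applied there, so recovery by the full rule was not measured. Libraries were drawn independently, without the difference that libraries of the same replicate number share in the data. For genes inside the deletions raised by a log2 of 0.5, fry called 6 of 6 raised deletions and 0 of the 7 others.

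Genes named one by one are those the paper names for this experiment, as deletion borders or as examples of XCU (the pluripotency markers, *Rlim*, *Xist* and 12 X-linked genes among them), the 5 largest rises and falls per copy in X CastO Mus among called genes that change the same way in both clones, the largest called rise inside each deletion line with 2 clones, and up to 3 rises and 3 falls in XX *Rnf12*+/- against XX wild type. A gene that this rule names is not reported here. Other genes, such as *Bgn* and the largest contributors to the mean, were singled out after their values were seen.

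Alternatives covered the tool, the normalization, filters on counts and TPM, the pseudocount, the reference, the gene set, the libraries in the fit, the replicate number as a block, and each replicate left out in turn. Protein-coding genes alone, and the other deletion lines as a reference for these and for the set outside the deletions, were added after the values were seen. The experiments of the paper without counts in this table (the single-cell RNA-seq with deletions 1 to 3, RT-qPCR, the induced X inactivation and the proteomics) were left out. Deletion G and a second deletion A clone, which the paper excludes, are not in the table.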

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

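The tests of extra chromosome copies, of the allele deleted in deletion I and of the difference between the 2 XO lines were chosen after these results were seen.

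A direct comparison of the 2 XO lines, which differ in the X chromosome they keep, drew attention because the lines changed differently from the same XX *Rnf12*+/- reference. The lines also differ in *Rlim* (*Rnf12*), with a mean TPM of 74.5 in X CastO Mus and 3.53 in X MusO Cast, which keeps the X with the *Rnf12* deletion. By edgeR 101 of 477 X-linked genes differed between X CastO Mus and X MusO Cast, 58 higher in X CastO Mus and 43 lower, with 172 at an unadjusted p under 0.05. The libraries of both lines come from 1 batch of single reads, which argues against read type or batch. A general difference between the lines, such as in culture, would move autosomal genes as often, and 8.35% of autosomal genes differed against 21.2% of X-linked genes (23.8% of the protein-coding ones, Fisher's exact test over all X-linked against autosomal genes, two-sided, p = 3.4e-17), so it does not account for the excess on the X chromosome. Across 220 protein-coding genes the log ratio of *Cast* to *Mus* reads in XX wild type correlated with the change between the lines (Spearman's rho 0.39, Pearson's r 0.376, permutation p = 1e-05 for both, the smallest that the permutations can give; genes are not independent replicates). This is consistent with a difference between the *Cast* and *Mus* alleles that is also present in XX cells. Whether this is a difference in expression between the strains or in how well reads of each allele are aligned was not tested, and both stay open. An effect of the difference in *Rlim* was not tested and also stays open.

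Autosomal genes, whose levels by chromosome the paper does not report for these libraries, showed whole chromosomes shifted in some lines or clones, above the level of the XX *Rnf12*+/- and XX wild type libraries. Genes of chromosome 8 had a median log2 fold change of 0.44 in deletion F replicate 2, 0.50 and 0.44 in I-TEL replicates 1 and 2, and 0.47 and 0.48 in deletion J replicates 1 and 2, where the XX libraries lay between -0.01 and 0.04. The *Mus* share of allelic reads on chromosome 8 was 65.3% in deletion J clone 1, 64.7% in clone 2, 64.5% and 65.1% in I-TEL and 37.3% in deletion F replicate 2, against 49.9% to 53.0% in XX *Rnf12*+/-. In deletion I replicate 1 the median was 0.46 for chromosome 1 and 0.39 for chromosome 14, with *Mus* shares of 68.0% and 65.5%, against 52.1% to 56.7% and 45.9% to 49.2% in XX *Rnf12*+/-. The other 563 pairs of a chromosome and a library lay between -0.20 and 0.17. I-TEL and J, shifted in both clones, were made by the paper from a second *Rnf12*+/- line, while in deletions F and I 1 of the 2 clones was shifted. All were made in the same batch as lines without such a shift, and a difference in depth or a scaling error would not move the reads of 1 allele of 1 chromosome. The values are consistent with an extra copy of chromosome 8 in these 5 libraries, from the *Cast* allele in deletion F and from the *Mus* allele in the others, and of chromosomes 1 and 14 in deletion I clone 1. Whether the copy in I-TEL and J was already present in their founding line was not tested, nor was a biological explanation in terms of the deletions.

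The distal part of chromosome 5 (genes from 135009152 to 151651242 in mm10) drew attention for the same reason. The 154 genes there had a median log2 fold change of 1.09 in X CastO Mus replicate 1, and of 1.17 and 1.16 in X MusO Cast replicates 1 and 2. The *Mus* share was 26.4% in X CastO Mus clone 1 and 25.7% and 26.3% in X MusO Cast, against 51.1% to 53.6% in XX *Rnf12*+/-. X CastO Mus replicate 2 is of the same batch and read type and had a median of 0.10 and a *Mus* share of 51.0%, which argues against single reads as the source. Extra *Cast* copies of this segment are consistent with these values, and no biological explanation was tested.

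Chromosome 12 separated XX wild type, I-TEL and J (6 libraries) from the other 24. In its proximal part (genes from 3235504 to 59219725 in mm10) the 6 libraries had median log2 fold changes from XX *Rnf12*+/- between -0.56 and -0.46 and *Mus* shares of 48.8% to 51.0%, where the others had 64.4% to 66.0%. In its distal part (genes from 80107754 to 119353055) they lay between 0.33 and 0.41, with *Mus* shares of 24.4% to 26.3% against 63.9% to 66.0%. The split does not follow the library batch, since XX wild type and XX *Rnf12*+/- share a batch and I-TEL and J were made in another. The paper made I-TEL and J from a second *Rnf12*+/- line, so a different number of copies of parts of chromosome 12 in the founding lines is consistent with these shares. How these copies arose was not tested.

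Inside deletion I, the *Cast* reads of protein-coding genes were missing where the *Mus* reads are missing in the other lines. Pseudogenes inside it, whose reads can come from elsewhere in the genome, kept 8 *Mus* and 21 *Cast* counts. They had 11 and 19 in XX *Rnf12*+/-. Over the 6 protein-coding genes inside with allelic counts in XX *Rnf12*+/-, clone 1 had 24 *Mus* and 0 *Cast* counts, which allows up to 13.8% *Cast* reads (Wilson), and clone 2 had 30 *Mus* and 0 *Cast* counts, which allows up to 11.3%. The same genes had 32 *Mus* and 29 *Cast* counts in XX *Rnf12*+/- replicate 1, 24 and 20 in replicate 2, and 1 *Mus* count against 17 and 16 *Cast* counts in I-TEL, whose deletion covers them. Deletion I and the 18 libraries of the lines other than E and I were counted in the same way, so a general bias of alignment to 1 allele is argued against. A deletion on the *Cast* allele in deletion I is consistent with these counts, and no biological explanation was tested.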

How the results depend on the processing

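The alternatives were chosen before the data were examined, except those on protein-coding genes, all expressed protein-coding genes, and the other deletion lines as a reference for protein-coding genes and outside the deletions, which were chosen after the values were seen. Over 15 counts, means and medians, 77 of 144 settings stayed within the spread, on the same side of the test's threshold or within 1.5 times the count, 66 moved further and in 1 a difference with its own test changed sign. Over 34 single genes, 296 of 327 settings left the call as it was, 26 lost it, 5 gained it and 0 reversed. Where no reason is given, the cause was not tested.

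Directions also changed among the others. The median outside the deletions fell below 0 for all expressed protein-coding genes and, for the set, with the other deletion lines as the reference, the *Cast* allele rose above 0 inside the deletions and in X CastO Mus when divided by all counts, and in X CastO Mus also without X CastO Mus replicate 1 (0.01), and the ratio of X CastO Mus to XX *Rnf12*+/- fell below 1 as a median of the ratio per gene. Lines shifted outside by fry went from 3 lower to 11 higher with the genes upregulated in X CastO Mus as the set, and those shifted inside from 10 higher and 1 lower to 2 lower for protein-coding genes. Calls inside the deletions were mostly higher (156 and 97 lower) and for protein-coding genes mostly lower (60 higher and 91 lower). Calls in X CastO Mus were more often lower (119 higher and 130 lower), and more often higher with only the 2 groups in the fit (64 and 48), with a TPM over 1 (147 and 146), without a filter (174 and 162) and without X CastO Mus replicate 1 (117 and 91).

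The tested difference that changed sign was in the mean X-linked expression per copy of 4 XO against 4 XX libraries, a difference of 9.13 TPM that was -2.04 for protein-coding genes (exact permutation p = 0.343); leaving out pseudogenes removes the genes that carry the rise. Without single libraries the difference stayed between 7.95 and 10.1, and with CPM or a TPM over 1 it kept its direction. The ratio of X CastO Mus to XX *Rnf12*+/- (1.22) was 1.19 with CPM, 1.19 without the 10 highest genes, 1.12 against XX wild type, 1.03 for protein-coding genes and 0.859 as a median of the ratio per gene, and without single libraries 1.20 (1.195) to 1.24. The count of genes over 1.2-fold (125) was 201 with a TPM over 1, which tests more genes, and 71 for protein-coding genes, which tests fewer.

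The count of genes that differ between XX *Rnf12*+/- and XX wild type was 1, and rested on the tool and the fit: 114 with DESeq2, 28 without a filter and 225 with all libraries in the fit. Fits without a single library leave 1 library in a group, and the *Rhox5* call was lost without XX wild type replicate 2 (DESeq2 was not run on it). The count of X-linked genes changed in X CastO Mus (249) was 112 with only the 2 groups in the fit and 205 to 234 without single libraries, and in X MusO Cast it stayed within 1.5 times under all alternatives run.

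Replicate numbers are shared between groups but pair no libraries by design. With the replicate number as a block, edgeR called 424 genes between XX *Rnf12*+/- and XX wild type, and the difference between replicates 1 and 2 correlated between these groups across 11703 genes (0.697), so the libraries of a number share a difference within this batch. With the block the other counts were 253 in X CastO Mus, 296 in X MusO Cast, 258 inside and 1271 outside the deletions.

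Calls inside the deletions (253) were 151 for protein-coding genes and 132 for these with the other deletion lines as reference, on fewer pairs tested, and without single libraries or clones they lay between 77 and 241: 77 and 80 without 1 clone of every line with 2 clones, where fewer libraries remain, and 171 without XX *Rnf12*+/- replicate 1. Calls outside (1256) lay between 315 and 1389: 315 and 321 without 1 clone, and 630 without XX *Rnf12*+/- replicate 1. Lines left with 1 clone are assumed to vary like the others.

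Lines shifted outside the deletion by fry (3, lower) were 8 for protein-coding genes (7 lower), 11 for the genes upregulated in X CastO Mus (all higher), 11 with XX wild type as the reference (all lower) and 0 with camera (0 at an unadjusted p under 0.05, fry 6). Without single libraries or clones they were 0 to 3, with 0 by fry without XX *Rnf12*+/- replicate 2 (4 at an unadjusted p under 0.05) and 0 without clone 1 or clone 2 of the lines with 2 clones (0 at an unadjusted p under 0.05 for either). Lines shifted inside (11) were 2 for protein-coding genes, 2 with camera and 6 with XX wild type as the reference, and 3 to 11 without single libraries or clones: 6 without XX *Rnf12*+/- replicate 1 and 3 without either clone. Regions higher where deleted (8) were 5 with CPM and 4 for protein-coding genes.

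The median inside the deletions (0.58) stayed above 0 in every alternative run: 0.11 for all expressed genes, 0.53 for the set chosen against XX wild type, 0.54 for the set from X MusO Cast, 0.55 with CPM, 0.41 with the other deletion lines as reference, 0.55 (0.547) with a pseudocount of 1 TPM, 0.32 for protein-coding genes of the set, 0.017 for all expressed protein-coding genes, 0.62 to 0.64 without a replicate of XX *Rnf12*+/-, and 0.611 and 0.616 without clone 1 or clone 2 of the lines with 2 clones. The median outside (0.16) was 0.0068 for all expressed genes, 0.11 for the set chosen against XX wild type, 0.19 for the set from X MusO Cast, 0.13 with CPM, -0.090 with the other deletion lines as reference, 0.16 with the pseudocount, 0.19 for protein-coding genes of the set and -0.031 for all expressed protein-coding genes, and 0.16 to 0.17 (0.175) without single libraries or clones. The *Cast* allele inside (-0.05) was -0.089 with 50 counts, 0.014 divided by all counts, -0.13 against XX wild type, -0.12 for protein-coding genes, -0.050 to -0.038 without a replicate of XX *Rnf12*+/-, and -0.048 and -0.065 without clone 1 or clone 2. In X CastO Mus it was -0.08, and 0.82 divided by all counts, where a larger share of single than of paired reads is assigned to an allele; without single libraries it lay between -0.24 and 0.01, with 0.01 without X CastO Mus replicate 1 and -0.24 without replicate 2.

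Of the single genes, *Flna* and *Gm8648* lost their call in 5 of 10 settings each, *Ogt* and *Pola1* in 3 of 10, *Dcaf12l1* in 3 of 9, *Gm15148* in 2 of 9 (deletion K) and 1 of 9 (I-TEL), *Rpl3-ps2* in 2 of 9, *Gm14706* in 1 of 9 and *Rhox5* in 1 of 8. Depth and the small share of reads that is assigned to an allele limit the allelic counts: 222 of the 477 genes had enough *Cast* counts. Deletion I gave no value for the *Cast* allele, nor for protein-coding genes of the set inside, of which it holds none.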

Differences from the paper's values

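Of the values the paper states for these libraries and that were computed here, none of the counts of expressed genes (2), of upregulated genes outside (13) and inside (13) the deletions, of expressed protein-coding genes inside (13) or of protein-coding genes over 1.2-fold inside (13) differed by more than 1.5 times from the paper's. Expressed X-linked genes were 477 against the paper's 447, and autosomal genes 11204 against the paper's 11203; with a TPM over 5 in both XX *Rnf12*+/- libraries they were 459 and 10683. Upregulated genes outside the deletion matched the paper's number in 10 of 13 lines and inside in 10 of 13 lines, with 64 outside and 61 inside C-G against the paper's 73 and 52. Protein-coding genes over 1.2-fold inside matched in 5 of 13 lines against XX *Rnf12*+/-. The largest gaps were deletion AB, with 27 against the paper's 18, and C-G, with 51 against the paper's 38, and with XX wild type as the reference they were 18 and 38, and 11 of 13 lines matched.

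The paper states that none of the deletions changed the expression of upregulated genes outside it relative to XX cells apart from deletion AB, by paired tests over genes. With libraries as replicates (fry), these genes were higher in 11 of 13 lines, AB among them (mean log2 fold change 0.30). The set was chosen against the same XX *Rnf12*+/- libraries, and all lines but deletion E are of another library batch. With the other deletion lines as the reference, where a change shared by the lines is lost, the median was -0.09 with 1 of 13 lines above 0. Deletion E was also higher (0.20, fry, adjusted p = 0.00127). In all lines the genes of the set remained below X CastO Mus, in which the set was chosen to be high. Over all expressed genes outside AB was not called by fry and deletions A, B and I were called lower.

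The paper states that pluripotency gene expression was maintained. *Nanog* was lower than in XX *Rnf12*+/- in all 13 deletion lines and called by edgeR in 7 of them, and had a log2 fold change of -0.81 in X CastO Mus and -1.42 in X MusO Cast. *Pou5f1* was called in 2 and *Esrrb* in 4 deletion lines, and every library expressed all 3 genes. The lines with a *Nanog* call and the XO lines are of other library batches than XX *Rnf12*+/-, so batch or read type cannot be told apart there. Deletion E, of the same batch, had a *Nanog* log2 fold change of -0.31 and was not called (adjusted p = 0.182 in edgeR).

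The paper states that the deletions did not affect the global transcriptome, from correlations between samples. Correlations on log2(TPM + 1) were at least 0.955 for all pairs, and on TPM they fell as low as 0.629. That pair holds deletion I clone 1, which gave 0.671 with the other clone of its own line. By edgeR 0.232% (deletion E) to 38.7% (deletion C) of autosomal genes differed from XX *Rnf12*+/-. All lines but deletion E were made in another library batch than XX *Rnf12*+/-. Shifts of whole chromosomes in I-TEL, J, 1 clone of deletion F and 1 clone of deletion I can add to the calls there.

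The paper states that XO cells showed XCU when expression is normalized per X chromosome. The mean per copy of all expressed X-linked genes was higher in XO, as in the paper, and that of protein-coding genes, a comparison chosen after the values were seen, was not (difference -2.04 TPM, exact permutation p = 0.343). The median gene was lower per copy in X CastO Mus (ratio 0.859).

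The paper states that upregulated genes reached levels inside the deletions similar to those in X CastO Mus. They were above XX *Rnf12*+/- in all 13 lines (median log2 fold change 0.58), and below X CastO Mus (median 0.83) in 11 of 13 lines. The genes were chosen for high values in these X CastO Mus libraries, which raises the median there, so this does not argue against similar levels.

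The paper states that the *Cast* allele of upregulated genes was higher in X CastO Mus cells. Of 51 such genes 43 were above XX *Rnf12*+/- here. They were chosen for a rise in the same libraries, so this count is partly fixed by the choice. Of all 222 genes with enough *Cast* counts 98 lay above 0, with a median of -0.08 against -0.10 for autosomal genes.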

Other observations

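The tests in this part on pseudogene reads, on protein-coding genes (of the set inside, its batch, its alleles and the single-cell list), on autosomal genes in deletion E, on the upregulated set outside deletion E and the batch, on the single-cell list in X MusO Cast and on *Mus* reads inside deletion E were chosen after the results were seen; the others were set down first.

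Genes upregulated in X CastO Mus lay above XX *Rnf12*+/- outside the deletions (median log2 0.16). A choice of the set against the same XX *Rnf12*+/- libraries was tested as the source. With the set chosen against XX wild type the median was 0.11, where counts simulated without change gave 0.003 (-0.04 to 0.05 in 95% of draws), so the shared libraries alone do not give it. Deletion E was made in the library batch of XX *Rnf12*+/-, and its set outside lay at 0.19 (0.14 in clone 1 and 0.19 in clone 2; fry, adjusted p = 0.00127), where the simulated counts gave -0.05 to 0.09 for this line and XX wild type had 0.08. A difference between the batches is therefore argued against in deletion E. In the other 12 lines it cannot be told apart from a biological change shared by the lines, since with the other deletion lines as the reference, where the set lay at -0.090, both would be lost.

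The mean X-linked expression per copy was higher in XO. The median of all expressed X-linked genes was -0.22 in X CastO Mus, at the lower edge of 10000 random autosomal lists (lowest -0.22, highest -0.02). In X MusO Cast it was -0.35, below every list (lowest -0.31). For protein-coding genes it was -0.25 in X CastO Mus and -0.37 in X MusO Cast, also below every list (lowest -0.22 and -0.28). The median X-linked gene was thus lower per copy than autosomal genes, opposite to the mean. Single reads cannot be told apart from the loss of an X chromosome, since every XO library has single reads. Scaling to a common total would raise autosomal genes as well. Their mean did rise, to 81.6 TPM in the 4 XO libraries from 80.1 in the 4 XX libraries (exact permutation p = 0.0286), and their median in X CastO Mus was -0.12. Their mean in X CastO Mus was 1.01 times XX *Rnf12*+/- where that of X-linked genes per copy was 1.22 times, so scaling is argued against as the whole source and not as a small part of it. Reads of transcripts from elsewhere in the genome, counted on X-linked pseudogenes, would leave their level without copy correction near or above that of XX cells. It was 1.41 times XX *Rnf12*+/- for X-linked pseudogenes, near the 1.45 times of autosomal pseudogenes, where X-linked protein-coding genes had 0.513 and autosomal ones 0.992. These ratios of means rest in part on few genes: *Gm14586* rose from 169.6 to 1263 TPM and *Gm6472* from 112 to 859. The median X-linked pseudogene had 1.37 times XX *Rnf12*+/- per copy. Without copy correction it lay below XX *Rnf12*+/- and below the 0.927 times of the median autosomal pseudogene. Such reads are therefore not shown for the typical X-linked pseudogene. The rise of the mean is therefore consistent with such reads together with the read type, and whether X-linked pseudogenes are also transcribed more was not tested.

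Genes inside the deletions were higher per copy. The other library batch of the deletion lines would not raise them over other deletion lines, and with these as the reference the median of the set was 0.41. Genes that keep both copies at the borders are argued against by a median of 0.60 without the 22 pairs that keep reads of the deleted allele, 18 of them pseudogenes. Pseudogenes inside the deletions other than E and I, however, had 74.5% *Mus* reads together where protein-coding genes had 1.87%, and over all lines their level without copy correction was 1.17 times XX *Rnf12*+/- inside and 1.23 times outside. Their *Mus* counts were 1.07 times those of the same genes in deletion lines that keep both copies (1.15 times in F and 0.870 times in I-TEL), and their *Cast* counts 0.960 times, where protein-coding genes had 0.0186 times the *Mus* counts. Deletions B and C had 0 *Mus* counts on pseudogenes inside, where 4.5 and 1.4 would be reached at the level of the other lines. This is consistent with reads from elsewhere in the genome and argues against a change of the remaining copy alone for pseudogenes with allelic reads. For pseudogenes without allelic reads a change of the remaining copy stays open.

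Protein-coding genes of the set were higher inside, with a median of 0.32. Counts simulated without change gave 0.03 for the protein-coding genes of the set (-0.01 to 0.09 in 95% of draws). XX wild type, which has no deletion, had 0.18 over these genes, beyond that range, so a rise over XX *Rnf12*+/- of part of this size is also seen without a deletion. With the other deletion lines as reference, which took no part in the choice of the set, 49 of 278 protein-coding genes inside belonged to the set, with a median of 0.16 against -0.05 for the others, at percentile 99.96 of random lists (-0.12 to 0.07 for 95% of them), which argues against the batch and against the shared reference as the whole source. A higher expression of the *Cast* than of the *Mus* allele in XX cells would also raise such genes after the loss of the *Mus* copy. The log2 ratio of *Cast* to *Mus* reads in XX wild type was 0.10 for 47 genes of the set and -0.13 for 165 others, and the *Cast* counts of 32 genes of the set inside had a median of 0.04 at percentile 88.5 of lists (-0.11 to 0.06 for 95% of them), so compensation and an allele difference cannot be told apart with these counts. The median of all expressed protein-coding genes inside was above the 95% range of random lists of autosomal protein-coding genes in 1 of 13 lines (AB, percentile 98.8) and below it in 3 lines (C, D and H).

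A compensation of whole regions rather than single genes would leave no correlation between the change inside and in X CastO Mus beyond that of shared libraries. Spearman's rho across 353 genes inside was 0.41, and 0.17 to 0.36 in single lines over the genes outside the deletion. With the other deletion lines as reference it was 0.23 inside and -0.23 to 0.22 outside. For 278 protein-coding genes it was 0.51 inside and 0.22 to 0.42 outside, and 0.22 inside and -0.23 to 0.24 outside with the other deletion lines as reference. The values inside pool genes over 10 lines, while those outside are of single lines and of other sets of genes. They therefore do not show whether there is an excess inside, and the explanations cannot be told apart.

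Autosomal genes differed between deletion lines and XX *Rnf12*+/-. In deletion E, made in the batch of XX *Rnf12*+/-, 0.232% were called, against 12.7% to 38.7% in the lines of the other batch. The gap to deletion E is what a difference between the batches would give. It does not account for the range among lines of the same batch. Deletion E is a single line, and an effect of the other deletions stays open.

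The 12 fibroblast markers tested were all higher in XX *Rnf12*+/- than in XX wild type (12 of 12, median log2 0.36, 0 called by edgeR and 1 with an unadjusted p under 0.05; DESeq2 was not counted for this list). The summed TPM was 504 and 171 in XX wild type and 662 and 189 in XX *Rnf12*+/-, higher in XX *Rnf12*+/- for both replicate numbers, while the 2 libraries of each group differ by more than the groups do. With 2 libraries per group, feeder fibroblasts cannot be told apart from other sources. The marker *Col1a1* had TPM of 138 and 36.4 in XX wild type and 170.2 and 28.3 in XX *Rnf12*+/-.

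Inside deletion E, *Mus* reads made up 22.4% of allelic reads of protein-coding genes in clone 2, and 5.72% without *Bgn* and *Flna*. *Bgn* had 561 *Mus* and 1 *Cast* count in clone 1, and 802 and 0 in clone 2. In XX *Rnf12*+/-, which has both copies, *Bgn* had 993 *Mus* and 0 *Cast* counts in replicate 1, and 193 and 0 in replicate 2. They were higher where the fibroblast markers were: the summed TPM of the 12 markers was 426 and 636 in the deletion E clones. Feeder fibroblasts that carry the *Mus* allele are consistent with these reads, and were not separated from other *Mus* cells.

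The paper's Supplementary Table 1 lists 113 genes as upregulated in single cells, more than its text states, and 112 of them were matched by identifier. Of these 95 were expressed here, with a median per copy of -0.10 in X CastO Mus against -0.26 for other X-linked genes, at percentile 96.12 of random lists, so that chance stays open there. In X MusO Cast the median was -0.06 against -0.41, at percentile 99.99, which argues against chance in that line. Among protein-coding genes the list was at percentile 99.98 in X CastO Mus, which argues against chance, and 29.5% exceeded 1.2-fold against 15.4% of the others. The authors made the list from single cells, and whether expression level or a strain difference gives the same excess was not tested.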
